# Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice

**DOI:** 10.1038/s42003-020-0842-3

**Published:** 2020-03-18

**Authors:** Philipp Wuggenig, Berna Kaya, Hassan Melhem, C. Korcan Ayata, Swiss IBD Cohort Investigators, Karim Abdelrahman, Gentiana Ademi, Patrick Aepli, Claudia Anderegg, Anca-Teodora Antonino, Eva Archanioti, Eviano Arrigoni, Diana Bakker de Jong, Bruno Balsiger, Polat Bastürk, Peter Bauerfeind, Andrea Becocci, Dominique Belli, José M. Bengoa, Luc Biedermann, Janek Binek, Mirjam Blattmann, Stephan Boehm, Tujana Boldanova, Jan Borovicka, Christian P. Braegger, Stephan Brand, Lukas Brügger, Simon Brunner, Patrick Bühr, Sabine Burk, Bernard Burnand, Emanuel Burri, Sophie Buyse, Dahlia-Thao Cao, Ove Carstens, Dominique H. Criblez, Sophie Cunningham, Fabrizia D’Angelo, Philippe de Saussure, Lukas Degen, Joakim Delarive, Christopher Doerig, Barbara Dora, Susan Drerup, Mara Egger, Ali El-Wafa, Matthias Engelmann, Jessica Ezri, Christian Felley, Markus Fliegner, Nicolas Fournier, Montserrat Fraga, Yannick Franc, Remus Frei, Pascal Frei, Michael Fried, Florian Froehlich, Raoul Ivano Furlano, Luca Garzoni, Martin Geyer, Laurent Girard, Marc Girardin, Delphine Golay, Ignaz Good, Ulrike Graf Bigler, Beat Gysi, Johannes Haarer, Marcel Halama, Janine Haldemann, Pius Heer, Benjamin Heimgartner, Beat Helbling, Peter Hengstler, Denise Herzog, Cyrill Hess, Roxane Hessler, Klaas Heyland, Thomas Hinterleitner, Claudia Hirschi, Petr Hruz, Pascal Juillerat, Stephan Kayser, Céline Keller, Carolina Khalid-de Bakker, Christina Knellwolf(-Grieger), Christoph Knoblauch, Henrik Köhler, Rebekka Koller, Claudia Krieger(-Grübel), Patrizia Künzler, Rachel Kusche, Frank Serge Lehmann, Andrew J. Macpherson, Michel H. Maillard, Michael Manz, Astrid Marot, Rémy Meier, Christa Meyenberger, Pamela Meyer, Pierre Michetti, Benjamin Misselwitz, Patrick Mosler, Christian Mottet, Christoph Müller, Beat Müllhaupt, Leilla Musso, Michaela Neagu, Cristina Nichita, Jan H. Niess, Andreas Nydegger, Nicole Obialo, Diana Ollo, Cassandra Oropesa, Ulrich Peter, Daniel Peternac, Laetitia Marie Petit, Valérie Pittet, Daniel Pohl, Marc Porzner, Claudia Preissler, Nadia Raschle, Ronald Rentsch, Sophie Restellini, Alexandre Restellini, Jean-Pierre Richterich, Frederic Ris, Branislav Risti, Marc Alain Ritz, Gerhard Rogler, Nina Röhrich, Jean-Benoît Rossel, Vanessa Rueger, Monica Rusticeanu, Markus Sagmeister, Gaby Saner, Bernhard Sauter, Mikael Sawatzki, Michael Scharl, Martin Schelling, Susanne Schibli, Hugo Schlauri, Dominique Schluckebier, Sybille Schmid(-Uebelhart), Daniela Schmid, Jean-François Schnegg, Alain Schoepfer, Vivianne Seematter, Frank Seibold, Mariam Seirafi, Gian-Marco Semadeni, Arne Senning, Christiane Sokollik, Joachim Sommer, Johannes Spalinger, Holger Spangenberger, Philippe Stadler, Peter Staub, Dominic Staudenmann, Volker Stenz, Michael Steuerwald, Alex Straumann, Bruno Strebel, Andreas Stulz, Michael Sulz, Aurora Tatu, Michela Tempia-Caliera, Amman Thomas, Joël Thorens, Kaspar Truninger, Radu Tutuian, Patrick Urfer, Stephan Vavricka, Francesco Viani, Jürg Vögtlin, Roland Von Känel, Dominique Vouillamoz, Rachel Vulliamy, Paul Wiesel, Reiner Wiest, Stefanie Wöhrle, Tina Wylie, Samuel Zamora, Silvan Zander, Jonas Zeitz, Dorothee Zimmermann, Petr Hruz, A. Emre Sayan, Hideki Tsumura, Morihiro Ito, Julien Roux, Jan Hendrik Niess

**Keywords:** Mucosal immunology, Inflammatory bowel disease

## Abstract

Comprehensive development is critical for gut macrophages being essential for the intestinal immune system. However, the underlying mechanisms of macrophage development in the colon remain elusive. To investigate the function of branched-chain amino acids in the development of gut macrophages, an inducible knock-out mouse model for the branched-chain amino acid transporter CD98hc in CX3CR1^+^ macrophages was generated. The relatively selective deletion of CD98hc in macrophage populations leads to attenuated severity of chemically-induced colitis that we assessed by clinical, endoscopic, and histological scoring. Single-cell RNA sequencing of colonic lamina propria macrophages revealed that conditional deletion of CD98hc alters the “monocyte waterfall”-development to MHC II^+^ macrophages. The change in the macrophage development after deletion of CD98hc is associated with increased apoptotic gene expression. Our results show that CD98hc deletion changes the development of colonic macrophages.

## Abstract (web summary)

CD98hc in macrophages attenuates the severity of colitis. This change in the macrophage development is associated with increased expression of apoptotic genes, suggesting that CD98hc maintains the gut homeostasis by ensuring the development of gut macrophages.

## Introduction

Macrophages are one of the most abundant cell populations in the colonic lamina propria, where they remove apoptotic cell bodies, survey the intestinal content, and ingest and kill microbes that have passed the epithelial barrier^1^. In order to maintain the integrity of the colonic barrier, which is in constant contact with the environment, monocytes continually replenish the tissue-resident macrophage pool^2^. These monocytes originate from blood, enter the gut, and mature into short-lived colonic macrophages locally^3,4^, or to long-lived Tim-4 and surface CD4 expressing lamina propria macrophages^5^ and to long-lived submucosa and myenteric plexus macrophages, which also could be remnants of embryonic-derived macrophages^6^. This phenomenon is an exception to most other tissues, where macrophages are embryonically derived, self-renewed, and not replaced continuously by monocytes^7–9^.

Adoptively transferred monocytes from Cx3cr1-GFP mice, tracked in recipient animals depleted in CD11c^+^ cells, give rise to lamina propria CX3CR1^+^ macrophages^3,4^. Tracking of monocytes after adoptive transfer later suggested that monocytes mature to lamina propria F4/80^+^ CX3CR1^high^ MHCII^+^ macrophages through different stages of monocyte intermediates following a “monocyte waterfall”-development^10^. Accordingly, monocytes stepwise downregulate the expression of Ly6C^high^ and acquire F4/80, CD64, CD11c, and CX3CR1^10^. However, the sequence of molecular events leading to the stepwise differentiation of monocytes into lamina propria macrophages is yet to be understood.

Several lines of evidence have implicated that sensing of nutrients by macrophages assists their development^11^. For example, the influx of leucine in human macrophages or the constitutive activation of the mammalian target of rapamycin complex 1 (mTORC1) in mice promotes the production of pro-inflammatory cytokines^12,13^. It has recently been shown, that the branched-chain amino acid transporter CD98, composed of a heavy (CD98hc) and light (CD98lc) subunit, is highly expressed by monocytes and macrophages, and plays an essential role in the activation and functions of macrophages^14^. We thought that the deletion of CD98hc in CX3CR1^+^ intestinal macrophages might allow studying the requirement of branched-chain amino acids for their development and maturation. Because both monocytes and macrophages express CX3CR1^10^, we bred CD98hc^flox/flox^ with Cx3cr1^CreER^-YFP mice to conditionally delete CD98hc (cKO) in these populations.

The glycoprotein CD98hc, which was termed initially 4F2 and identified as an activation antigen of lymphocytes^15^, is an integral membrane protein that contains a single-pass heavy chain (encoded by the genes *SLC3A2* for human and *Slc3a2* for mouse), which is covalently linked to a multi-pass light chain (LAT1 and LAT2, encoded by the genes *SLC7A5/Slc7a5* and *SLC7A8/Slc7a8*, respectively) via a disulfide bond^16^. It is now clear that the role of CD98hc extends beyond being only an activation marker; for example, it is required for clonal expansion of T cells and B cells^17,18^. Furthermore, CD98hc also binds to β1A and β3 integrins^19^, which mediates adhesive signals to the local microenvironment in the bone marrow niche and thereby facilitates the progression of acute myelogenous leukemia^20^.

In the context of inflammatory bowel disease, the overexpression of CD98hc in intestinal epithelial cells leads to exacerbated colitis and colitis-associated cancer^21^. On the other hand, the oral treatment of mice with nanoparticles loaded with CD98hc small interfering RNA attenuated the severity of colitis^22^. If the conditional deletion of CD98hc affects the development of CX3CR1^+^ intestinal monocytes and macrophages, presumably, this will impact the colitis severity.

In this study, we describe the transcriptional landscape of the “monocyte waterfall”-development to mature colonic macrophages by single-cell RNA sequencing. We show that the conditional deletion of CD98hc in CX3CR1^+^ monocytes and macrophages altered their development to mature MHCII^+^ macrophages, increased the expression of apoptotic genes and attenuated colitis.

## Results

### CD98hc expression in colonic macrophages and progenitors

Ex vivo bone marrow cells from unmanipulated C57BL/6 mice were analyzed by flow cytometry to measure CD98hc expression levels in monocyte–macrophage dendritic cell progenitors, in common monocyte progenitors, and in monocytes^23^. The bone marrow cells were separated into Lin^−^ CD115^+^ CD117^+^ CD135^+^ Ly6C^−^ CD11b^−^ monocyte–macrophage dendritic cell progenitors, Lin^−^ CD115^+^ CD117^+^ CD135^−^ Ly6C^+^ CD11b^−^ common monocyte progenitors, and Lin^−^ CD115^+^ CD117^+^ CD135^+^ CD11b^+^ monocytes, which were further grouped into Ly6C^high^, Ly6C^mid^, and Ly6C^low^ monocytes (Fig. 1a). Most monocyte–macrophage dendritic cell progenitors, common monocyte progenitors and Ly6C^high^ monocytes were CD98hc positive. The Ly6C^mid^ and Ly6C^low^ monocytes displayed a lower proportion of CD98hc-positive cells, and lower CD98hc median fluorescence intensity (Fig. 1b, c). The distribution of markers used for the delineation of respective cell populations in the bone marrow is shown in Supplementary Fig. 1a. Colonic macrophages originate from the extravasation of blood monocytes into the lamina propria, which then passes through the “monocyte waterfall” differentiation phases to become resident gut macrophages^24^. Cells of the colonic lamina propria can be separated into a Lin^−^ CD11b^+^ CCR2^+^ population, which corresponds to extravasated blood monocytes and transit from Ly6C^high^ MHCII^−^, via Ly6C^mid^ MHCII^+^, to Ly6C^low^ MHCII^+^ subpopulations, and Lin^−^ CD11b^+^ CD64^+^ population. The CD11b^+^ CD64^+^ population is composed of two subpopulations, MHCII^−^ and MHCII^+^ (Fig. 1d, respective staining control Supplementary Fig. 1b). The distribution of markers used for the delineation of respective cell populations in the colonic lamina propria is shown in Supplementary Fig. 1c.

**Fig. 1:**
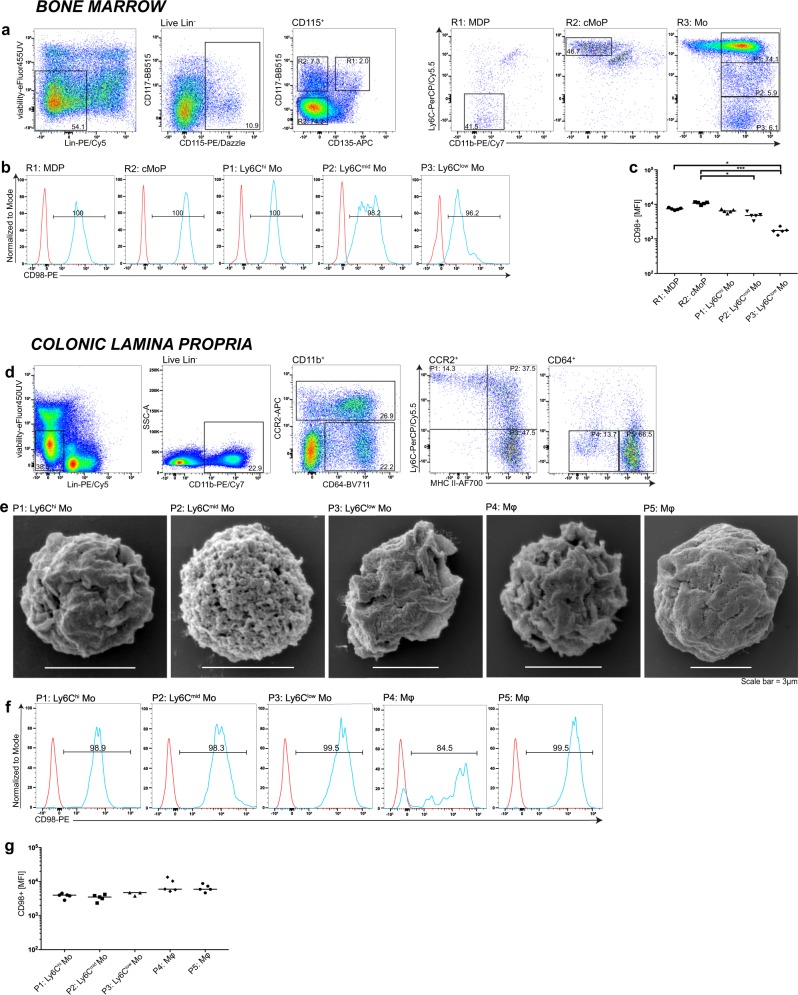
Monocytes, macrophages, and their progenitors express CD98hc. Bone marrow cells were isolated from C57Bl/6 wild-type (WT) mice. Monocyte–macrophage dendritic cell progenitors, (MDP), common monocyte progenitors (cMoP) and monocytes (Mo) were analyzed for CD98hc expression. **a** After gating on viable, CD115^+^ and lineage-negative cells, MDPs were identified as, CD117^+^, CD135^+^, Ly6C^−^, and CD11b^−^ cells. cMoPs were defined as CD117^+^, CD135^−^, Ly6C^+^, and CD11b^−^ cells, and monocytes characterized as CD117^−^, CD135^−^, and CD11b^+^ cells with Ly6C^high^, Ly6C^mid^, and Ly6C^low^ expression. **b** Expression and **c** median fluorescence intensity (MFI) of the glycoprotein CD98hc by indicated monocytes and their progenitors. (*n* = 5 independent animals). **d** In the colonic lamina propria, after gating on viable and lineage-negative population, CD11b^+^ cells were used for further classification. CCR2/CD64 dot plots were obtained by gating on CD11b^+^ cells to discriminate CCR2^+^/CD64^−^ and CCR2^+^/CD64^+^ monocytes from CD64^+^/CCR2^−^ macrophages (Mφ), which were further distinguished by Ly6C and MHCII staining. **e** Representative scanning electron microscopy images of colonic monocytes and macrophages. **f** Expression and **g** MFI of CD98hc in distinct populations FMO controls are indicated by red histograms, blue histograms indicate CD98hc stained cells. Numbers in histogram plots indicated the percentage of CD98hc^+^ cells (**b**, **f**). Each dot represents one independent animal; the mean is indicated. The data were analyzed by Kruskal–Wallis test followed by Dunn’s correction; *p < 0.05, ***p < 0.001 (**c**, **g**). Experiments were performed thrice with three to five biological replicates in each group.

Scanning electron microscopy revealed that the CD64^+^ MHCII^−^ and MHCII^+^ cells are larger in size compared to Ly6C^high^, Ly6C^mid^, and Ly6C^low^ monocytes (Fig. 1e). Altogether, flow cytometry and scanning electron microscopy images indicated that MHCII^−^ and MHCII^+^ CD64^+^ cell populations are intestinal macrophages characterized by their marker expression as well as the cell size^25^. The distinct subpopulations showed a high CD98hc expression level and, although the CD64^+^ MHCII^−^ subpopulation has fewer CD98hc^+^ cells, there were no notable differences in their CD98hc mean fluorescence intensity (Fig. 1f, g).

Immunofluorescence staining confirmed that CX3CR1^+^ monocytes and macrophages, as well as epithelial cells, express CD98hc (Supplementary Fig. 2a). Bone marrow-derived macrophages were generated in the presence of M-CSF to determine the expression level of CD98hc in vitro. The differentiated bone marrow-derived macrophages were stimulated with LPS + IFN-γ or with IL-4 + IL-13 for “M1” and “M2” polarization, respectively. Flow cytometric analysis showed that LPS + IFN-γ, as well as the IL-4 + IL-13 stimulation of bone marrow-derived macrophages, did not modulate CD98hc expression (Supplementary Fig. 2b, c). Since a fraction of tissue-resident macrophages may originate from the embryonic yolk sac, the CD98hc expression was determined in the macrophages of the embryonic yolk sac (E8.5), liver myeloid cells, and embryonic-derived resident Langerhans cells to compare the expression levels during maturation of the animals. The macrophages of the yolk sac showed a lower CD98hc expression than the tissue-resident liver myeloid cells and Langerhans cells that were >95% positive for CD98hc (Supplementary Fig. 2d–f). Taken together, our results show that mononuclear phagocytes and their progenitors express CD98hc in steady-state as well as in inflamed conditions.

### CD98hc deletion in colonic macrophages

We next aimed to establish a mouse model allowing the deletion of CD98hc specific in monocytes and macrophages to investigate the effect of CD98hc on their development. Colonic macrophages and their progenitors express the chemokine receptor CX3CR1^26^, whose ligand fractalkine/CX3CL1 is expressed by intestinal epithelial cells^26,27^. We generated CD98hc^ΔCX3CR1^ mice by breeding Cx3cr1^CreER^-YFP mice with CD98hc^flox/flox^ mice for the tamoxifen-inducible conditional deletion of CD98hc^14^. After breeding the CD98hc^flox/flox^ with Cx3cr1^CreER^-YFP mice (strain thereafter named CD98hc^ΔCX3CR1^ mice), the tamoxifen-induced Cre-mediated recombination led to the excision of exon 3 of *Cd98hc* (Supplementary Fig. 3a, b). Of note, the injection of tamoxifen into pregnant CD98hc^ΔCX3CR1^ mice was intrauterine lethal to the offspring (data not shown). We administered tamoxifen in its carrier corn oil every 24 h for 5 consecutive days and determined the CD98hc expression in colonic monocytes and tissue macrophages on day 2, 7, 14, and 21 after first tamoxifen injection. We observed a decreased percentage of CD98hc^+^ monocytes and macrophages subpopulations of the colonic lamina propria already after 2 days, and the lowest percentage was observed at day 7 (Fig. 2a, b). On day 14, the percentage of CD98hc^+^ Ly6C^high^ and Ly6C^mid^ monocytes had returned to normal, whereas for CD98hc^+^ Ly6C^low^ monocytes, this took 21 days. By contrast, the CD98hc expression of MHCII^−^ and MHCII^+^ macrophages in the colonic lamina propria did not fully recover within 21 days. Of note, the distribution of CD98hc intensity in macrophages on day 14 was bimodal, suggesting that silenced macrophages are replaced with newly recruited CD98hc^+^ cells (Fig. 2b). It has been reported that macrophages, monocytes, T cell subsets, B cells, NK cells, dendritic cells, and platelets express the fractalkine receptor CX3CR1^28^. Therefore, we investigated the effect of deletion on the expression of CD98hc in different intestinal immune cell populations under inflamed conditions to exclude the possibility that tamoxifen injection into CD98hc^ΔCX3CR1^ mice also deletes CD98hc in other immune cell populations. Colonic macrophages but not T and B cells showed a substantial reduction in CD98hc expression after tamoxifen treatment (Supplementary Fig. 3c, d). As CD98hc binds to integrin β1 we verified that conditional deletion of CD98hc did not affect integrin β1 expression across the monocyte and macrophage subpopulations in the colonic lamina propria of mice with colitis (Supplementary Fig. 3e).

**Fig. 2:**
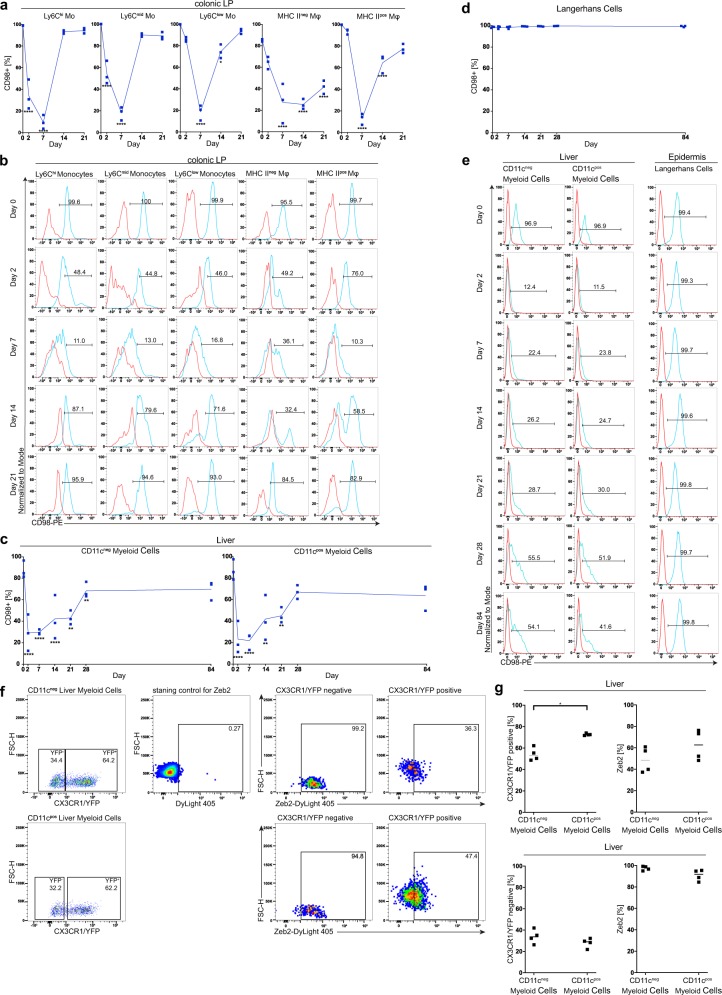
Tamoxifen injection into CD98hc^ΔCX3CR1^ animals leads to the excision of CD98hc in monocytes and macrophages. Following intraperitoneal tamoxifen injection, monocytes, and macrophages were isolated from the colonic lamina propria (cLP) of CD98hc^ΔCX3CR1^ animals at indicated time points and analyzed for CD98hc expression by flow cytometry. **a** Percentage of CD98hc^+^ monocytes and macrophages (*n* = 3). **b** Histogram plots showing CD98hc staining intensity in cLP monocytes and macrophages. **c** Mean (±SD) percentage of CD98hc^+^ CD11c^neg^, and CD11c^pos^ liver myeloid cells and (**d**) Langerhans cells (*n* = 3). **e** Histogram plots of CD11c^neg^ and CD11c^pos^ liver myeloid cells and Langerhans cells isolated from liver and epidermis, respectively. Red histograms display FMO controls, blue histograms CD98hc^+^ cells; Numbers in histograms show the percentage of CD98hc^+^ cells (**b**, **e**). The data are shown as the mean (± SD), and the results were analyzed by two-way ANOVA followed by Sidak’s correction; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (**a**–**d**). **f** After gating on CX3CR1/YFP^+^ or CX3CR1/YFP^−^ CD11c^+^ or CD11c^−^ liver myeloid cells, Zeb2 expression by CD11c^+^ or CD11c^−^ liver myeloid cells were analyzed. Numbers in dot plots indicate the percentage of positive cells. **g** Percentage of CX3CR1/YFP^+^ or CX3CR1/YFP^−^, and percentage of Zeb2^+^ CD11c^+^ or CD11c^−^ liver myeloid cells. Each dot represents one animal; the mean is indicated. The data were analyzed by Mann–Whitney U test; *p < 0.05. Experiments were performed once with three biological replicates for CD98hc silencing kinetics, and once with four biological replicates for Zeb2 expression.

We observed that tamoxifen treatment also led to the depletion of CD98hc in CD11c^−^ and CD11c^+^ liver myeloid cells (Fig. 2c, e). Flow cytometry confirmed that the major part of liver myeloid cells expresses CX3CR1/YFP along with the low expression of zinc finger E-box binding homeobox 2 (Zeb2) in contrast to Kupffer cells that have high Zeb2 and lack CX3CR1/YFP^29,30^ (Fig. 2f, g). Yolk-sac-derived myeloid progenitors, fetal-liver-derived monocytes, and hematopoietic stem cell-derived myeloid precursors contribute to the development of tissue-resident macrophages and epidermal Langerhans cells^7^. We tested whether tamoxifen injection affects the CD98hc expression in embryonic-derived epidermal Langerhans cells, brain microglia, and bone marrow-derived cardiac macrophages. Tamoxifen injection did not substantially affect the CD98hc expression in embryonic-derived epidermal Langerhans cells (Fig. 2d, e) and brain microglia (Supplementary Fig. 4a, b), but reduced CD98hc expression in bone marrow-derived cardiac macrophages (Supplementary Fig. 4a, b). Overall, these results indicate that we have established a mouse model (CD98hc^ΔCX3CR1^), in which tamoxifen injection successfully deletes the expression of CD98hc in a relatively selective manner in most CX3CR1/YFP macrophage populations.

### CD98hc expression in inflammatory bowel disease

To pursue these results further, we sought to test the clinical relevance of CD98 expression in the colonic mucosa in patients with inflammatory bowel disease. Biopsies from healthy individuals, from patients with quiescent and active ulcerative colitis and patients with quiescent and active Crohn’s disease were taken from non-inflamed and inflamed regions to determine the expression level of CD98 heavy chain (*CD98hc/SLC3A2*) and CD98 light chain (*CD98lc/SLC7A5*). The RT-qPCR analysis revealed profoundly higher *CD98hc* and *CD98lc* expression in ulcerative colitis and Crohn’s disease with both quiescent and active disease compared with healthy individuals (Fig. 3a). Immunofluorescence staining confirmed the increased expression of CD98hc by intestinal epithelial cells as well as lamina propria cells in patients with ulcerative colitis and Crohn’s disease compared with healthy individuals (Fig. 3b, c). Taken together, these data show that CD98hc and CD98lc are expressed in the human colonic lamina propria, and display high expression in patients with quiescent and active inflammatory bowel disease.

**Fig. 3:**
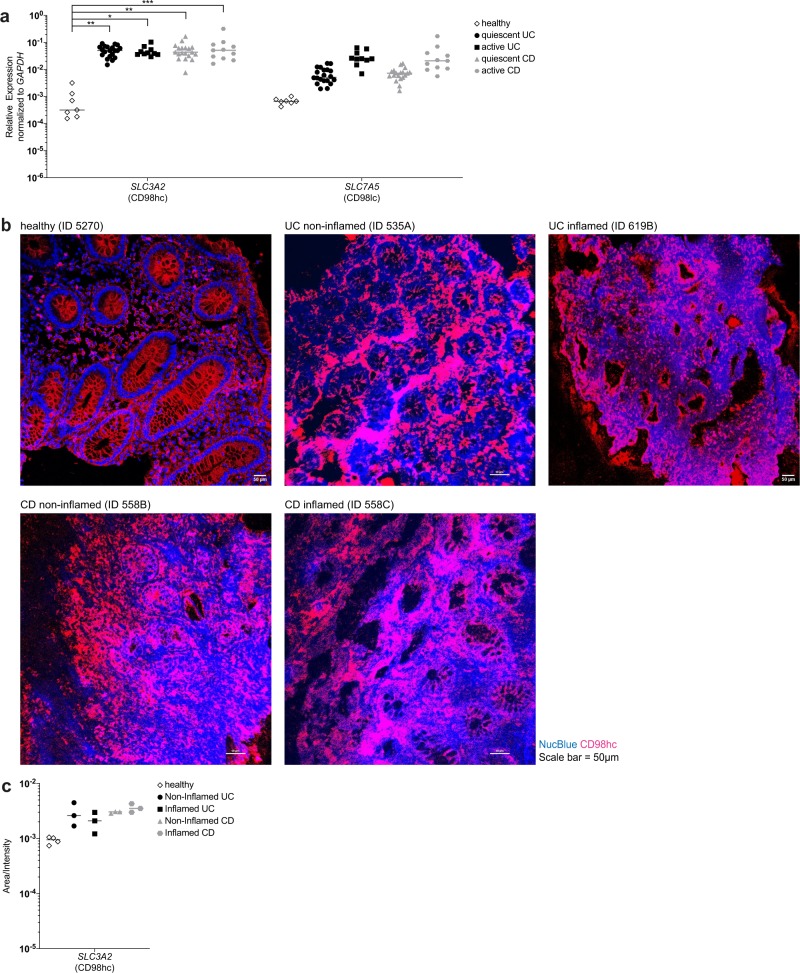
Inflammatory bowel disease patients express CD98. The Swiss IBD cohort study provided colonic or ileal biopsies from Crohn’s disease (CD) or ulcerative colitis (UC) patients which were in remission (quiescent) or with active disease. Healthy patients were recruited at the University Hospital Basel. **a** *CD98hc*/*SLC3A2* and *CD98lc/SLC7A5* expression was determined by qRT-PCR. **b** Cryosections of inflamed and non-inflamed regions of the same CD or UC patient (patient identification numbers in brackets) were stained for CD98hc and counterstained with NucBlue. Immunofluorescence was carried out with biopsies of five healthy patients, and four UC and four CD patients. **c** CD98hc fluorescence intensity of staining of biopsies from CD and UC patients. In the figures of the panels (**a**) and (**c**), the mean is indicated with each dot representing one patient. The data were analyzed by Mann–Whitney *U* test; *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

### Attenuated colitis after CD98hc deletion in macrophages

We next determined whether the conditional deletion of CD98hc in intestinal monocyte and macrophage populations influenced the development of Dextran Sodium Sulfate-induced colitis. We treated both CD98hc^ΔCX3CR1^ and CD98hc^flox/flox^ animals either with tamoxifen or the carrier corn oil as a control for 2 days before dextran sodium sulfate administration. Immunofluorescence staining and flow cytometry verified the successful deletion of CD98hc by tamoxifen in intestinal monocyte and macrophage populations of these mice (Fig. 4a, b). Tamoxifen-treated CD98hc^ΔCX3CR1^ mice showed a substantial reduction in cardinal markers of colitis, such as body weight loss (Fig. 4c), disease activity index (Fig. 4d), histological signs of colitis (Fig. 4e, h), and colon shortening (Fig. 4g, f) compared with the control groups. Hematoxylin staining (Fig. 4h) and colonoscopy (Fig. 4i) confirmed the decreased severity of colitis in tamoxifen-treated CD98hc^ΔCX3CR1^ mice, compared with corn oil-treated mice.

**Fig. 4:**
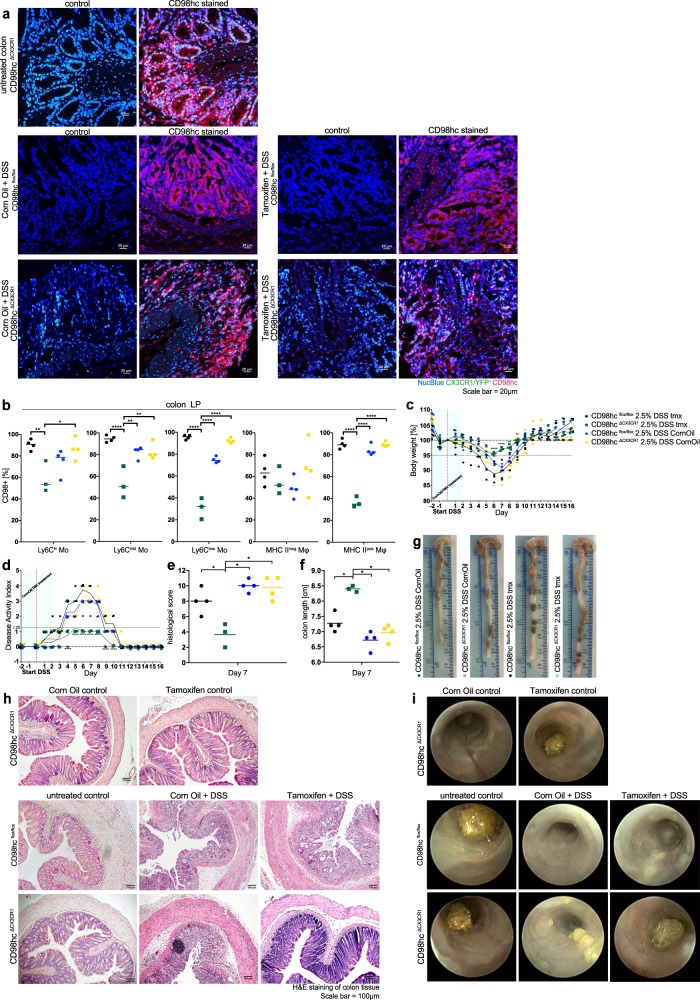
Conditional deletion of CD98hc in monocytes and macrophages leads to attenuated colitis. **a** CD98hc immunofluorescence of CD98hc^ΔCX3CR1^ mice, CD98hc^flox/flox^, and CD98hc^ΔCX3CR1^ with DSS colitis treated either with corn oil or tamoxifen. **b** Percentage of CD98hc^+^ monocytes and macrophages of indicated groups 7 days after start of DSS administration. Colitis was induced by adding 2.5% dextran sodium sulfate (DSS) to CD98hc^flox/flox^ and CD98hc^ΔCX3CR1^ mice which were treated either with corn oil or tamoxifen 2 days before DSS administration. Each dot represents one animal. Data were analyzed by two-way ANOVA followed by Sidak’s correction; *p < 0.05, **p < 0.01, ***p < 0.001. **c** The mean percentage body weight change (± SD) and **d** disease activity index are shown. The data were analyzed by two-way ANOVA followed by Sidak’s correction; ****p < 0.0001. **e** Histological scores were assessed in a blinded fashion by two independent investigators. The mean histological score was determined for each animal after H&E staining of colonic tissues, presented as individual dot and analyzed with a Mann–Whitney *U* test; *p < 0.05. **f** The colon length was determined at day 7 after start of DSS administration, colon length is shown for each individual animal, the mean indicated and analyzed with a Mann–Whitney *U* test; *p < 0.05. **g** A representative image of the colon from each group is shown. **h** Hematoxylin staining of colonic tissues, and **i** endoscopic images from indicated groups. Experiments were performed four times with three to four biological replicates in each group.

We next fed animals with chow enriched with 5% more L-leucine and 5% more L-isoleucine compared to regular chow, and induced dextran sodium sulfate colitis in these animals. We compared the colitis severity of wild-type C57Bl6 (WT), corn oil or tamoxifen-treated CD98hc^flox/flox,^ or tamoxifen-treated CD98hc^ΔCX3CR1^ animals receiving either regular chow or a high amino acid diet. We did not observe notable differences in disease activity scores, colon length, histological scores between groups, except for tamoxifen-treated CD98hc^ΔCX3CR1^ animals with a high amino acid diet, which exhibited higher disease activity scores (Supplementary Fig. 5a–c). Of note, immunofluorescence staining suggested that conditional deletion of CD98hc in macrophages led to reduced macrophage numbers in the colonic lamina propria (Supplementary Fig. 5d, e). To investigate possible molecular pathways downstream of CD98hc, we first measured the phosphorylation of the ribosomal protein S6 kinase beta-1 (p70S6K), which is a downstream target of mTOR complex activated by amino acids. The conditional deletion of CD98hc in mice with colitis did not influence the phosphorylation of p70S6K in macrophages (Supplementary Fig. 6a). Further, the deprivation of amino acids by culturing bone marrow-derived macrophages in nonessential amino acid medium did not appreciably influence the phosphorylation of the p70S6K, its substrate S6 ribosomal protein (S6) and production of *Tnf*, *iNos*, *Il6*, *Mcp1*, *Il1β*, *Kc*, and *Il1α*. The supplementation of leucine to bone marrow-derived macrophages cultured in nonessential amino acid medium did not affect the mTORC1 pathway but promoted *Il1α* expression in vitro (Supplementary Fig. 6b–d**)**. Altogether, these results indicate that the loss of CD98hc in CX3CR1^+^ macrophages attenuated dextran sodium sulfate-induced colitis in mice.

### Developmental trajectory of monocytes to colonic macrophages

To further characterize the effects of conditional deletion of CD98hc in monocytes and macrophages, we sorted CD11b^+^ cells expressing either CCR2 or CD64 isolated from the colonic lamina propria of CD98hc^ΔCX3CR1^ female littermates after treatment with tamoxifen or corn oil as a control for 5 consecutive days. 

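CD11b+ cells of the colonic lamina propria that expressed CCR2 or CD64 were sorted from 4 CD98hcΔCX3CR1 mice given corn oil (control) and 4 given tamoxifen (cKO). In these mice tamoxifen activates a Cre recombinase in cells that express Cx3cr1, the recombinase excises part of the floxed CD98hc gene, and EYFP reports the activity of the Cx3cr1 promoter. Injections were given on 5 days and the cells were taken on day 7 after the first of them. For the dose of tamoxifen, the paper states 75 mg/kg, while the sample labels state 100 µl of a solution of 20 mg/ml. Tamoxifen was given to cKO mice only, so its own effects and those of the deletion cannot be separated in this design. The cells of each mouse went into a well of their own for capture with a 3′ kit, aiming at 3000 cells. The authors aligned the reads to mm10 with the EYFP sequence added, counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger, and merged the mice without down-sampling. The deposited UMI counts are not normalized and precede the filters on cells and genes, so these filters were applied here as the methods state them. Cells were kept from a log10 number of UMIs of 2.8 and a log10 number of genes of 2.6, with at most 5% mitochondrial UMIs and no UMI of a hemoglobin gene. The cells kept held between 589135 and 3762314 UMIs per control mouse (median 3120626.5) and between 497531 and 2486236 UMIs per cKO mouse (median 1969944.5). This difference was within the spread between mice (p = 0.314, two-sided exact permutation test over 70 arrangements of the mice). Counts were summed over the cells of each mouse before any test between conditions, so that the mouse was the replicate. The targeted gene Slc3a2 (ENSMUSG00000010095), which encodes CD98hc, lies on chromosome 19 of GRCm38 (mm10) from 8706882 to 8723369. Over all cells kept, its level in CPM, the UMIs of a gene scaled to the same total in every sample, was 345, 252, 234 and 473 in control replicates 1, 2, 3 and 4. In cKO replicates 5, 6, 7 and 8 it was 296, 370, 346 and 315 CPM. The means were 326 ± 110 CPM (SD, n = 4 mice) and 332 ± 32.8 CPM (SD, n = 4), a log2 fold change of 0.02 (standard error 0.21, adjusted p = 0.976 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The alternative that moved it most kept only the cells of the clusters matching the paper's clusters 1, 2, 3, 4 and 6, and gave a log2 fold change of -0.35 (adjusted p = 0.43 from the same test). The level of Slc3a2 therefore does not check which mice carried the deletion, and control and cKO name the groups as they are labelled. A 3′ count does not show whether a transcript lacks the excised part.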

We performed single-cell RNA sequencing (scRNA-seq) with the 10× Genomics technology using four mice per condition 7 days after the first tamoxifen injection (Fig. 5a). All samples were processed on the same day on the eight wells of the same cartridge to exclude the possibility of confounding batch effects. After quality filtering, the resulting data set included expression values for 11,947 genes in 3213 cells, ranging from 83 to 724 cells per sample, for a total of 1863 control cells and 1350 CD98hc cKO cells. 

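The deposited table held 5947 cell barcodes and 16889 genes, of which 16801 have a symbol. After the filters, control replicates 1, 2, 3 and 4 kept 724, 505, 85 and 549 cells of 1187, 957, 146 and 904 barcodes. The cKO replicates 5, 6, 7 and 8 kept 83, 349, 484 and 434 cells of 161, 1027, 820 and 745 barcodes. The share of barcodes kept differed by -7.47 percentage points in cKO mice on average (p = 0.229, two-sided exact permutation test over 70 arrangements), which is within the spread between mice. No doublets had been removed, and Scrublet marked 15 control cells (0.805%) and 58 cKO cells (4.30%) as doublets, which were kept. Of these, 24 were among the 83 cells of cKO replicate 5. Genes were kept for the clustering at an average normalized count of at least 0.005 per cell, which left 11947 genes.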

An average of 5452 UMIs (ranging from 631 to 27,487) was sequenced per cell. 

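The mean was 5686 UMIs per control cell and 5129 UMIs per cKO cell. The median of a mouse ranged from 4769 to 5538 UMIs per cell in control mice and from 4149 to 5179.5 UMIs per cell in cKO mice. On average these medians differed by -386 UMIs in cKO mice (p = 0.257, two-sided exact permutation test), which does not exceed the spread between the 4 mice of each group.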

An average of 1645 genes (ranging from 399 to and max. 4541) were detected per cell (Supplementary Data 1 (10× genomics web summaries of colon 1 to 8) and Supplementary Table 1). 

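Control cells had a mean of 1694 detected genes, with a range from 399 to 4436. In cKO cells the mean was 1579 detected genes and the range was 401 to 4541.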

Overall, we observed a sufficient overlap of cells from different biological replicates in each condition (Supplementary Fig. 7a).

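To measure the overlap, the 30 nearest neighbours of every cell were found over 30 principal components among the cells of the same condition. In control mice, 44.7% of the neighbours came from the cell's own mouse, where the numbers of cells alone would give 25.0%. In cKO mice this share was 36.6%, where 24.9% would be given by the numbers of cells. For single mice, the observed share was between 1.16 and 4.17 times the share given by the cell numbers, with a mean of 2.10 ± 1.12 (SD, n = 8 mice). Taking 10 neighbours moved this mean most, to 2.61. Within 1 cluster at a time the mean was 1.72. No test was made of this measure.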

**Fig. 5:**
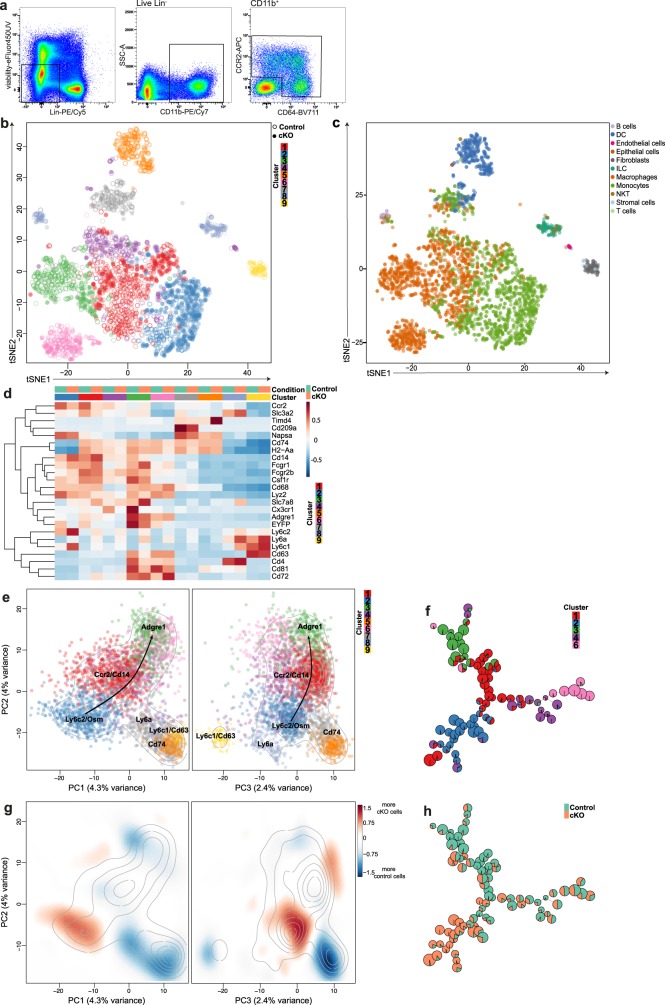
Single-cell RNA sequencing suggests a developmental trajectory from monocytes to macrophages in the colonic lamina propria. After sorting of viable CCR2^+^CD64^−^/CCR2^+^CD64^+^ and CCR2^−^CD64^+^ cells from CD98hc^ΔCX3CR1^ mice treated with corn oil or tamoxifen, sorted monocytes, and macrophages were further analyzed by single-cell RNA sequencing (scRNA-seq). scRNA-seq was performed in quadruples. **a** Gating strategy for the isolation of CCR2^+^CD64^−^/CCR2^+^CD64^+^ and CCR2^−^CD64^+^ colonic monocytes and macrophages for scRNA-seq analysis. **b** t-SNE analysis depicts the distribution of the nine different clusters and indicates their relationship in corn oil (vehicle control) or tamoxifen (cKO) treated CD98hc^ΔCX3CR1^ mice. **c** t-SNE visualization shows the annotation of the scRNA-seq data set by using SingleR comparing our data set to the immunological genome project (ImmGen) reference data set. **d** Genes that are characteristic for monocytes and macrophages were depicted and presented as a heatmap. The heatmap of top cluster-specific genes consists of the union of the top ten genes from each between-clusters pairwise comparison. **e** Principal component analysis of single-cells, based on the 500 most variable genes across all cells. The colors represent cells from the different clusters. Contour lines indicate the density of the cells in the principal component analysis space. **f** FlowSOM analysis after exclusion of the contaminant clusters 5, 7, 8, and 9. **g** The color of the differential 2D density plot represents the log2 ratio of 2D densities of cKO cells over control cells. **h** Pie charts within the FlowSOM tree indicate the relative enrichment of cKO cells over control cells. The experiment was performed once (scRNA-seq) with four biological replicates in each group.

Unsupervised hierarchical clustering of the cells followed by dynamic dendrogram cutting yielded nine clusters (Fig. 5b), all including cells from control and CD98hc cKO samples. 

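The cells were clustered again from the deposited counts, since the deposited table carries no cluster labels. Counts were normalized with size factors from pools of cells, the fitted technical noise was removed from the principal components, and the cells were clustered with Ward's criterion on Euclidean distances. The tree was divided into 9 clusters, the number the paper reports, in place of its dynamic cut. The genes of Supplementary Data 4, Slc3a2, EYFP, the marker genes the paper names and the genes of all lists tested here were left out of the clustering, so that their levels could be compared between clusters and conditions. The clusters held 531, 530, 499, 423, 404, 304, 253, 183 and 86 cells, and every cluster included cells of all 8 mice. Control and cKO cells numbered 428 and 103 in the largest cluster and 68 and 18 in the smallest.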

We annotated the individual cells by comparing them to the immunological genome project (ImmGen) reference data set^31^. This analysis revealed that clusters 1 and 4 were mostly composed of monocytes and macrophages, cluster 2 of monocytes, and cluster 3 and 6 of macrophages. 

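The rebuilt clusters were matched to the paper's clusters in control cells by a rule on marker levels that was set in advance, except that the scoring of clusters set aside was changed after the clusterings were seen and before any test, and they carry the paper's numbers from here on. A match says only that the rule picked that cluster of cells, not that both hold the same cells. The match of cluster 2 (499 cells) had the highest Ly6c2 level and was led by Chil3, Hp, Mgst1, Ly6c2 and Cd177. With the monocyte markers Ly6c2, Hp and F13a1 among its leading genes it is called monocyte-like. The match of cluster 3 (304 cells), led by Fcrls, Pf4, Stab1, Ccl12 and Ccl8, had the highest mean of Adgre1, Cx3cr1 and EYFP and is called macrophage-like. Cluster 6 was matched by Cd63, Cd72 and Cd81 to 253 cells led by Ccl8, Cela1, Pf4, Fpr1 and Npl. The cells of this match had a median UMI count of 0.234 of that of their own mouse, and none of the macrophage markers was among its leading 10 genes. The matches of clusters 1 (530 cells) and 4 (423 cells) were taken by size and had no marker of any class among their leading 10 genes. Cluster 1 was led by Cebpb, Ccl24, Thbs1, Cxcr4 and Ptgs2, and its median UMI count was 0.408 of that of the cells' own mouse. Cluster 4 was led by Ccl24, Saa3, Il1rn, Arg2 and Clec4e. Under the scoring set in advance, the mean z score of markers, neutrophil markers led the clusters of 530 and 423 cells, which were then set aside, cluster 1 was matched to 404 other cells and cluster 4 had no match. The matches of clusters 1, 4 and 6 therefore have no cell-type name here.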

Other clusters likely gathered contaminants, with cluster 5 mostly composed of DCs, cluster 7 of monocytes, macrophages, and dendritic cells, cluster 8 of innate lymphoid cells, T cells, and B cells and cluster 9 of fibroblasts and stromal cells (Fig. 5c; Supplementary Data 2 and Supplementary Table 2). 

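A further 3 clusters were set aside by the marker classes among their leading 10 genes. The largest of these (531 cells) was dendritic cell-like, with Xcr1, Cd209a, Itgae and Flt3 among its leading genes. A lymphoid-like cluster (183 cells) had Cd3g, Cd3d and Cd79a among its leading genes, after Jchain and Mzb1, and a stromal-like cluster (86 cells) was led by Dcn, Col3a1 and Sparc. The remaining cluster (404 cells), led by Fam213b, Ccr2, Nr1h3, Clec4a2 and Clec4a3, found no counterpart under the matching rule and is not among the 5 clusters compared between conditions below.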

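The levels of the monocyte markers were taken from control cells, as the UMIs of a gene over all UMIs of a cluster, and none of these genes had been used to build the clusters. Ccr2 (ENSMUSG00000049103) stood at 607 CPM in cluster 1, 965 CPM in cluster 2 and 657 CPM in cluster 4, against 203 CPM in cluster 3 and 123 CPM in cluster 6. Ly6c2 (ENSMUSG00000022584) reached 1277 CPM in cluster 2 and was 125 CPM in cluster 1, 167 CPM in cluster 4, 17.1 CPM in cluster 3 and 117 CPM in cluster 6. The value of cluster 6 rests on 19 UMIs that were all in 1 of its 132 control cells, while 49 of 266 control cells of cluster 1 had a Ly6c2 UMI. Outside these clusters, Ly6c2 was also at 1242 CPM in the lymphoid-like cluster. For Cd14 (ENSMUSG00000051439) the highest level, 1859 CPM, was that of cluster 4, followed by 1071 CPM in cluster 2, 934 CPM in cluster 1, 895 CPM in cluster 3 and 308 CPM in cluster 6. The matching rule chose cluster 2 by its Ly6c2 level, so no test of Ly6c2 between clusters is given. Clusters 2 and 3 were also compared within each of the 4 mice with at least 20 cells in both (control replicates 1, 2 and 4 and cKO replicate 8), as the difference of log2(CPM + 1). Cluster 2 exceeded cluster 3 by 2.00 ± 0.55 for Ccr2 (SD, n = 4 mice; p = 0.125, the smallest that a two-sided exact sign-flip test allows with 4 mice). For Cd14 the difference was 0.49 ± 0.93 (SD, n = 4; p = 0.375, same exact test), which is within the spread between mice, and it went to -0.20 when all genes were used for the clustering.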

The expression levels of known markers and cluster-specific genes further confirmed the cell-type identity of clusters 1, 2, 3, 4, and 6 (Fig. 5d; Supplementary Figs. 7b and  8), with notably, *Ccr2, Cd14*, and *Ly6c2* expressed by cluster 1, 2, and to a lower extent by cluster 4, confirming that these cells are monocytes. *Cd63, Cd72, Cd74, Cd81, EYFP* (which is in CD98hc^ΔCX3CR1^ mice under control of the Cx3cr1 promoter)*, Cx3cr1*, and *Adgre1* (EMR1, F4/80) were expressed by clusters 3 and 6 confirming that these cells are macrophages (Supplementary Fig. 7b). 

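In control cells of cluster 3, Cd63 (ENSMUSG00000025351) was at 1218 CPM, Cd72 (ENSMUSG00000028459) at 640 CPM, Cd74 (ENSMUSG00000024610) at 39070 CPM and Cd81 (ENSMUSG00000037706) at 1947 CPM. Their levels in cluster 6 were 1507, 468, 29715 and 2289 CPM in the same order. Cluster 2 had 24.3 CPM of Cd63, 21.4 CPM of Cd72, 5804 CPM of Cd74 and 32.9 CPM of Cd81. Clusters 1 and 4 lay between these for Cd63 (268 and 319 CPM), Cd72 (131 and 100 CPM), Cd74 (22599 and 29665 CPM) and Cd81 (209 and 169 CPM). EYFP was at 197 CPM in cluster 3 and 98.4 CPM in cluster 6, against 25.6, 91.5 and 65.7 CPM in clusters 1, 2 and 4. Cx3cr1 (ENSMUSG00000052336) was low throughout, with 28.7 CPM in cluster 3, 6.2 CPM in cluster 6 and 15.1, 5.7 and 1.8 CPM in clusters 1, 2 and 4. Adgre1 (ENSMUSG00000004730) was at 866 CPM in cluster 3 and 566 CPM in cluster 6, and at 173, 166 and 200 CPM in clusters 1, 2 and 4. The matching rule chose cluster 3 by Adgre1, Cx3cr1 and EYFP and cluster 6 by Cd63, Cd72 and Cd81, so their high levels there follow from the rule and no test of the first 3 genes is given. In all 4 mice with at least 20 cells in both clusters (control replicates 1, 2 and 4 and cKO replicate 8), Cd63, Cd72, Cd74 and Cd81 were lower in cluster 2 than in cluster 3. On the scale of log2(CPM + 1), cluster 2 minus cluster 3 gave -5.66 for Cd63, -5.19 for Cd72, -3.14 for Cd74 and -5.88 for Cd81 (p = 0.125 each by the exact sign-flip test, the smallest possible with 4 mice).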

The long-lived lamina propria macrophage marker *Cd4* was expressed by few cells of cluster 3 and 6 (macrophages) and of cluster 8 (innate lymphoid cells and T cells), and few cells of cluster 3 and 6 (macrophages), and of cluster 5 (dendritic cells) express *Timd4* (Fig. 5d; Supplementary Fig. 8). 

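Shares of cells with a UMI are given for control cells with 95% Wilson intervals, which cover counting error only. Cd4 (ENSMUSG00000023274) was detected in 22.3% of the cells of cluster 3 (17.6 to 27.8%), 6.06% of cluster 6 (3.10 to 11.5%) and 16.5% of the lymphoid-like cluster (10.3 to 25.4%). The median depths of these clusters were 5291, 1073 and 3565 UMIs per cell. No Cd4 UMI was found in 68 stromal-like cells with a median of 4823.5 UMIs, which allows a share of up to 4.41% of cells with a UMI, and none in 152 cells of cluster 2, which allows up to 1.97%. When every cell was thinned to 1000 UMIs, the shares with a Cd4 UMI were 5.98% in cluster 3, 5.89% in cluster 6 and 7.40% in the lymphoid-like cluster. Timd4 (ENSMUSG00000055546) was detected in 6.07% of dendritic cell-like cells (4.18 to 8.75%, median 9388 UMIs per cell), 1.95% of cluster 3 (0.837 to 4.49%) and 0.758% of cluster 6 (0.134 to 4.17%). Thinning to the same number of UMIs left 1.32% in the dendritic cell-like cluster and 0.566% in cluster 3. No Timd4 UMI was found among 91 lymphoid-like cells, 266 cells of cluster 1 and 268 cells of the cluster without counterpart, which allow shares of up to 3.30%, 1.13% and 1.12%. The intervals of clusters 3 and 6 include these limits.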

Relevant patterns observed in the scRNA-seq data were verified by flow cytometry. MHCII^−^ and MHCII^+^ macrophages have higher CD81 expression compared with Ly6C^high^ and Ly6C^mid^ monocytes. Although monocytes downregulated *Cd14* and upregulated *Cd72* during their development into macrophages, at the protein level monocytes and macrophages expressed CD14 and CD72 at similar levels (Supplementary Fig. 9a, b).

The observation of cells on principal component analysis (Fig. 5e; Supplementary Data 3 (Plotly Data Visualization)), as well as the patterns of expression of cluster-specific genes (Supplementary Fig. 7b) and a FlowSOM analysis (Fig. 5f) suggested a differentiation trajectory from clusters 1 and 2 either to clusters 3 or to cluster 6. 

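Principal components of single cells were computed from the genes used for the clustering, and their signs were set so that Ly6c2 falls toward the positive end. The first component held 5.32% of the variance and the second 3.68%. Cells of cluster 2 lay toward the Ly6c2 end of both, with control means of -5.72 and -5.11. The clusters set aside held the other end of the first component, at 8.46 (dendritic cell-like), 12.7 (lymphoid-like) and 18.1 (stromal-like). On the second, dendritic cell-like cells lay beyond cluster 2, at -7.22. These components therefore do not order monocytes and macrophages alone. Cluster 1 had control means of 0.23 and 1.61 on the first and second components, and cluster 4 had -6.97 and -0.48. At the other end of the second component lay cluster 3 with a mean of 9.30 and cluster 6 with 10.5, and these were -1.21 and 4.07 on the first. Across cells, the correlation with Ly6c2 was -0.47 for the first component and -0.63 for the second, where cells are not independent replicates. The positions of cells are a snapshot at a single time point and no order in time was measured.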

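The share of each cluster was taken per mouse among its cells of clusters 1, 2, 3, 4 and 6, and the mice were compared by a two-sided exact permutation test over 70 arrangements. Cluster 2 held 12.2 ± 6.77% of the cells of control mice and 29.8 ± 11.0% of those of cKO mice (SD, n = 4 mice each). The difference of 17.6 percentage points had p = 0.0571 in this exact test, or 0.143 after Benjamini-Hochberg adjustment over the 5 clusters. In cluster 3 the share was 23.2 ± 17.4% in control and 5.01 ± 1.84% in cKO mice (SD, n = 4 each). This fell by 18.2 percentage points (exact permutation p = 0.0286, the smallest that 4 mice against 4 allow, adjusted 0.143). All 4 cKO mice lay below all 4 control mice in cluster 3. Cluster 1 held 31.4% and 31.2% of control and cKO cells, cluster 4 held 18.5% and 20.2%, and cluster 6 held 14.8% and 13.8% (exact permutation p = 1, 0.8286 and 0.8). Some genes that differ between the conditions within clusters had been used to build the clusters, so the cells were clustered again without them, an alternative chosen after the data were seen. The share of cluster 2 was then 13.3% in control and 33.0% in cKO mice, a difference of 19.7 percentage points (exact permutation p = 0.0857). Cluster 3 had 26.4% and 7.83%, a difference of -18.6 percentage points (exact permutation p = 0.0286). Of the alternatives, graph clustering moved the difference in cluster 2 most, to 4.62 percentage points (exact permutation p = 0.0571). For cluster 3, counting over all cells kept moved it most, to -8.62 percentage points (exact permutation p = 0.0571). Without control replicate 2 the difference in cluster 3 was -10.9 percentage points. On the first principal component the mean of a mouse was -1.61 ± 1.57 in control and -4.25 ± 1.89 in cKO mice, and on the second it was 3.37 ± 2.03 and 0.231 ± 1.57 (SD, n = 4 each). The cKO mice lay closer to the Ly6c2 end by -2.64 and -3.14 (exact permutation p = 0.0857 and 0.0571). With the 500 most variable genes in place of the genes used for the clustering, which included 106 genes left out before, these differences were -8.13 and -1.48 (exact permutation p = 0.0286 each). Ly6c2 itself was higher in cKO sums within clusters, by a log2 fold change of 2.88 in cluster 1. Leaving out a mouse in turn, its rise was at least 1.51 in cluster 2 and 2.39 in cluster 4. Nearness to the Ly6c2 end therefore does not by itself mean more monocyte-like cells. From the relative enrichment of cKO cells in cluster 2 and of control cells in cluster 3, the paper proposes that the deletion of CD98hc alters the development of monocytes into mature macrophages.

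**Figure D1:**
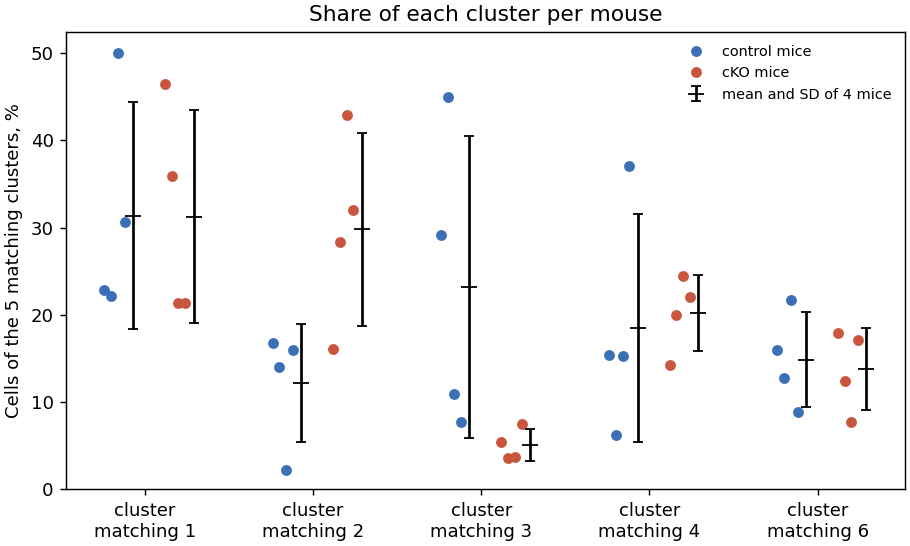
Share of each cluster among the cells of clusters 1, 2, 3, 4 and 6, in percent of the cells of a mouse. Each point is a mouse and the bars show the mean with its SD for 4 control and 4 cKO mice. In cluster 3 every cKO mouse lies below every control mouse, with means of 5.01% and 23.2%. The gap is narrow, with the highest cKO mouse at 7.47% and the lowest control mouse at 7.65%.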

The comparison of relative proportions of control and cKO cells across clusters and across the principal components 1 and 2 space, indicated the most substantial enrichment of cKO cells in cluster 2, at the beginning of the differentiation trajectory, and the most robust enrichment of control cells in cluster 3, at the end of the differentiation trajectory (Fig. 5g; Supplementary Fig. 9c). Overall, these observations suggest that the deletion of CD98hc in monocytes and macrophages resulted in an altered “monocyte waterfall”-development into mature macrophages in the colonic lamina propria in tamoxifen-treated CD98hc^ΔCX3CR1^ mice, which is also apparent when the relative proportions of control and cKO cells are projected onto the nodes of the FlowSOM tree (Fig. 5h).

### Increased apoptotic signatures upon CD98hc deletion

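UMI counts were summed per mouse and cluster where a mouse had at least 20 cells in the cluster, which gave 29 sums. Cluster 1 had 4 control and 4 cKO sums, clusters 2 and 6 had 3 and 3, cluster 4 had 2 and 3, and cluster 3 had 3 control sums and 1 cKO sum. The only cKO sum of cluster 3, from replicate 8 (21 cells), is assumed to vary as the other groups do. Sums held between 33459 UMIs (cluster 6) and 1012037 UMIs (cluster 2). All sums entered the same fit with a group for each cluster and condition, and 9572 genes were tested that had a CPM above 1 in at least 3 sums and UMIs in at least 20 cells. The common biological coefficient of variation was 0.202 in this fit, and 0.225 in the fit of all cells of a mouse summed. Sums of the same mouse are not independent, and their correlation was estimated at 0.0464.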

To further gain insights into molecular mechanisms involved in the altered development in CD98hc-deficient macrophages, we looked within each cluster along the developmental trajectory for genes differentially expressed between CD98hc^ΔCX3CR1^ mice treated with tamoxifen or corn oil as control, using a “pseudo-bulk” approach^32^. The “pseudo-bulk” samples used for this analysis were first controlled on a principal component analysis, where the two first principal components separated the samples according to their differentiation stage, and principal components 3 and 4 separated the control and cKO samples (Fig. 6a). 

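In principal components of these sums, computed on log CPM of the genes tested, the first held 29.2% of the variance and the second 8.82%. Clusters accounted for 97.4% of the variance along the first component and 82.8% along the second. The first also had a correlation of -0.78 with the log10 UMIs of a sum, so cluster and depth cannot be told apart on it. Components 3 and 4 held 6.61% and 5.20% of the variance, of which clusters accounted for 60.2% and 17.8%. Condition added 22.6% on component 3 and 23.7% on component 4, against 0.654% on the first and 10.4% on the second. On component 4, all sums of one condition lay beyond all sums of the other in 4 of 5 clusters, as they did on components 2 and 3. Computing the components on the 500 most variable genes moved these values most, to 54.8% of the variance on the first component. The mean share added by condition on components 3 and 4 was 23.2%, and 38.6% with these 500 genes. Leaving out a mouse in turn gave between 12.2% and 23.1%. No test was made of these shares.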

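Before the clusters, all cells of a mouse were summed, which mixes changes in level with changes in the makeup of the cells. Of 11387 genes, 510 differed between the conditions at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 341 higher and 169 lower in cKO mice. Leaving out replicate 2 moved this number most, to 145, and the likelihood ratio test gave 1038. Ifi44 (ENSMUSG00000028037) was higher in cKO mice by a log2 fold change of 4.34 (standard error 0.39, edgeR adjusted p = 0.000119). Cd209d had 182 UMIs in control and 3 in cKO mice, a ratio of 39.7 lower in cKO mice (95% counting interval 13.4 to 194). Arhgef25 had 25 UMIs in control mice and none in cKO mice, which puts it at least 5.45-fold lower against a floor of 3 UMIs over the group. Within clusters, 100 genes differed in cluster 1 (80 higher, 20 lower in cKO), 142 in cluster 2 (114 higher, 28 lower) and 84 in cluster 4 (66 higher, 18 lower). In cluster 3, with its single cKO sum, 15 genes differed (12 higher, 3 lower), and in cluster 6, with the fewest UMIs, 12 genes differed, all higher. Where reads may not tell near-identical copies apart, as in the Ifi and Ifit families, the value of a single gene is uncertain. In cluster 1, Ifi208 rose by 3.72 (log2, standard error 0.57, edgeR adjusted p = 2.42e-05), Ifit2 went from 1 to 44 UMIs (ratio 44.5, counting interval 7.58 to 1796) and Ifi44 from 2 to 38 UMIs (ratio 19.2, counting interval 4.96 to 164). In cluster 2, Ffar2 (0 against 49 UMIs) was at least 5.91-fold higher in cKO sums, Gbp6 (0 against 46 UMIs) at least 5.55-fold higher, and Ifi44 had a ratio of 30.0 (counting interval 5.24 to 1201). In cluster 3, Ly6a rose by 4.15 (log2, standard error 0.51, edgeR adjusted p = 2.45e-07) and Ifi206 by 3.64 (standard error 0.63, edgeR adjusted p = 0.000638), while Apol7c fell from 534 to 2 UMIs (ratio 19.1, counting interval 5.27 to 158). In cluster 4, Csf3 went from 1 to 72 UMIs (ratio 50.5, counting interval 8.77 to 2020), and Ifit1bl1 and Gm4951, with no UMI in control sums, were at least 6.54-fold and 5.14-fold higher. In cluster 6, Irf7 rose by 3.15 (log2, standard error 0.59, edgeR adjusted p = 0.00548) and Gm7676, a processed pseudogene, by 3.01 (standard error 0.60, edgeR adjusted p = 0.00615), and Ifit3 went from 1 to 62 UMIs (ratio 61.5, counting interval 10.6 to 2467). Leaving out a mouse in turn, Irf7 ranged from 2.44 (without replicate 1) to 10.1 (without replicate 4), so the size of its rise is uncertain. It lost the threshold in 3 of these 8 fits, and Gm7676 and Ifit3 lost it in 2 of 8 each. Slc3a2 passed the threshold in none of the 5 clusters, with log2 fold changes of -0.54, -0.32, 0.28, -0.79 and 0.02 in clusters 1, 2, 3, 4 and 6. In cluster 4 it did pass with 3 alternatives, at -0.80 with DESeq2 (adjusted p = 0.0218), -0.81 with limma-voom with the mouse as a random term (adjusted p = 0.044) and -1.03 with all genes used for the clustering (edgeR adjusted p = 0.0105). EYFP fell by 3.12 in cluster 2 (log2, standard error 0.49, edgeR adjusted p = 3.41e-05) and by 2.67 in cluster 4 (standard error 0.53, edgeR adjusted p = 0.00208), with log2 fold changes of -0.61, -0.22 and -1.88 in clusters 1, 3 and 6.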

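Supplementary Data 4 lists 111, 94, 98, 23 and 9 genes for clusters 1, 2, 3, 4 and 6, which are the paper's counts. Of those tested here, 109 of 111, 94 of 94, 92 of 98, 22 of 22 and 8 of 8 had the same direction in the matching cluster. At an adjusted p under 0.05, 54 of these genes differed in cluster 1, 79 in cluster 2, 13 in cluster 3, 15 in cluster 4 and 6 in cluster 6, each in the direction that the paper lists. These genes come from the same cells as the sums tested here, so this overlap is no independent evidence.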

Supplementary Data 4 list the genes in each individual cluster that were substantially up- or downregulated between cKO and control samples. 

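The Hallmark collection that the paper used is not analysed here. In its place 10 gene lists were written after reading the paper and its Supplementary Data 4 and tested with camera in each of the 5 clusters, at the preset correlation of 0.01 between genes. Of the 40 listed type I interferon response genes, 22 are in Supplementary Data 4, and of the 34 listed NF-kB targets 18, so these lists are no independent evidence on the same cells. The median log2 fold change of the type I interferon list was 1.61 in cluster 1, 0.83 in cluster 2, 1.67 in cluster 3, 1.56 in cluster 4 and 1.94 in cluster 6, with genes without UMIs in a group set at their limit (camera adjusted p = 5.14e-58, 1.51e-22, 1.56e-36, 8.01e-50 and 1.39e-42). Of its 39 genes tested, 38, 38, 37, 39 and 33 were higher in cKO sums, and 18, 11, 4, 17 and 7 passed an edgeR adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 32, 18, 14, 33 and 17 passed. The NF-kB list had a median of 0.57 in cluster 1, 1.10 in cluster 2, -0.74 in cluster 3, 0.44 in cluster 4 and 0.17 in cluster 6 (camera adjusted p = 3.50e-13, 1.83e-18, 1.03e-09, 0.000776 and 0.646). Genes of the interferon gamma list had medians of 0.50, 0.33, 0.21, 0.18 and 0.25 in the same order (camera adjusted p = 1.40e-06, 0.0242, 0.917, 0.799 and 0.0468). In cluster 3 the mean, the median and the test of this list differ in sign. Cholesterol synthesis genes were lower in cKO sums, with medians of -0.78, -0.36, -0.66, -1.01 and -1.75 (camera adjusted p = 0.000354, 0.00536, 0.00113, 2.43e-14 and 4.85e-06). MHC class II genes had medians of -0.81, -1.44, -0.40, -0.50 and -0.43 (camera adjusted p = 2.49e-12, 9.81e-25, 0.0126, 8.07e-06 and 0.000423), and in cluster 6 their mean is above 0. Immediate early genes had medians of -0.30, -0.16, -0.75, -0.50 and -0.66 (camera adjusted p = 0.000328, 0.149, 1.71e-10, 2.65e-07 and 3.91e-08). For the ATF4 targets of the amino acid response, medians were 0.01, 0.26, 0.06, -0.02 and -0.30, with camera adjusted p between 0.166 and 0.771, and in clusters 1 and 3 the median and the test differ in sign. In cluster 3 the median over all genes tested, with limits set in the same way, was 0.22. Over the 10 lists and 5 clusters, camera called 30 of 50 tests, and 17 of these held with fry and 16 with a correlation estimated from the data. The interferon list held in all 5 clusters with fry (adjusted p = 0.000132, 0.00343, 0.00518, 0.000241 and 0.00518), the NF-kB list in clusters 1 and 2 (0.0340 and 0.00527).

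**Figure D2:**
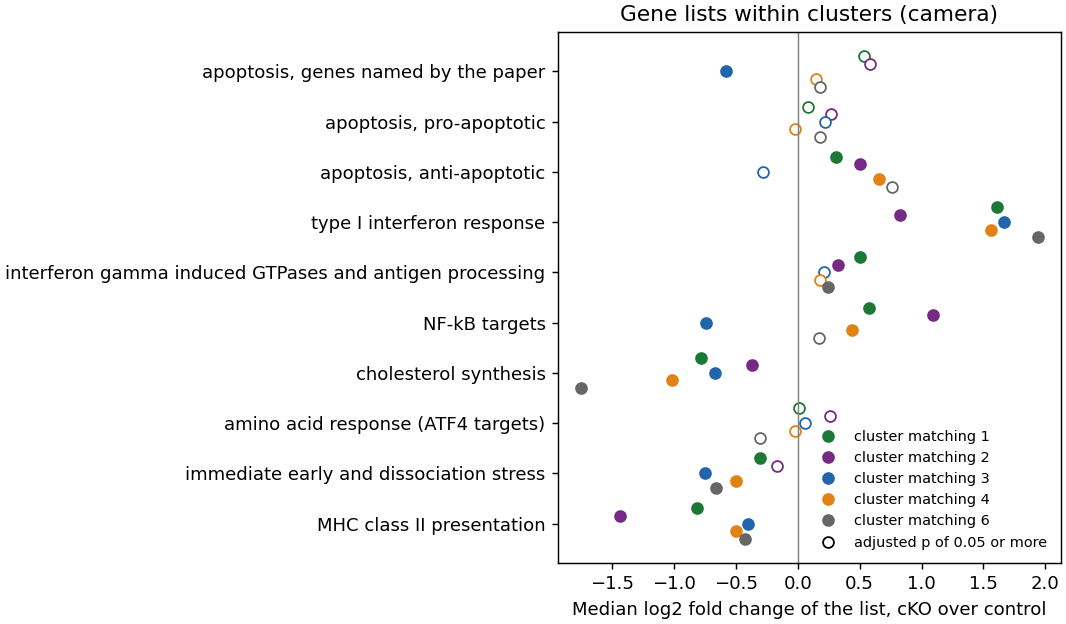
Median log2 fold change (cKO over control) of each gene list in clusters 1, 2, 3, 4 and 6, with genes without UMIs in a group set at their limit. Filled points have a camera adjusted p under 0.05. The type I interferon list lies between 0.83 and 1.94 in all 5 clusters, and the cholesterol synthesis and MHC class II lists lie below 0.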

A gene set enrichment analysis on the results of the differential expression analysis showed a general increase in inflammation in cKO samples. 

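Apoptosis was tested with 3 lists: the genes that Fig. 6d names, 35 pro-apoptotic genes and 13 anti-apoptotic genes. In cluster 2, with 3 control and 3 cKO sums, 5, 28 and 13 genes of these lists could be tested. The named genes had a median log2 fold change of 0.59 (camera adjusted p = 0.0875, higher in cKO for 4 of 5 genes) and the pro-apoptotic genes 0.27 (camera adjusted p = 0.344, higher for 18 of 28). The anti-apoptotic genes had a median of 0.50 (camera adjusted p = 1.81e-05, higher for 10 of 13), and this list also passed with fry (adjusted p = 0.00286) and with an estimated correlation (adjusted p = 0.0146). With the Reactome apoptosis set in place of the pro-apoptotic list, the 120 tested genes had a median of 0.29 (camera adjusted p = 0.00299). No gene of the named or pro-apoptotic lists passed an edgeR adjusted p under 0.05 in cluster 2, and 4 of the anti-apoptotic list did. Adjusted over the list alone, 1 named, 0 pro-apoptotic and 5 anti-apoptotic genes passed. Bcl2a1a (ENSMUSG00000102037, chromosome 9 from 88956900 to 88962419) rose from 112 ± 52.8 to 467 ± 75.7 CPM (SD, n = 3 each; log2 fold change 2.00, standard error 0.36, edgeR adjusted p = 0.000261). Bcl2a1d (ENSMUSG00000099974, chromosome 9 from 88723285 to 88731914) rose from 156 ± 75.7 to 548 ± 86.4 CPM (log2 fold change 1.77, standard error 0.33, edgeR adjusted p = 0.000705). Bcl2a1b (ENSMUSG00000089929, chromosome 9 from 89199209 to 89207827) rose from 128 ± 25.7 to 396 ± 114 CPM (log2 fold change 1.60, standard error 0.32, edgeR adjusted p = 0.00195). These 3 genes are near-identical copies that reads may not tell apart, so the value of each is uncertain. Without the Bcl2a1 copies, an alternative chosen after these values were seen, the anti-apoptotic list had a camera adjusted p of 0.113, and no other alternative moved an adjusted p of these lists in cluster 2 by a larger factor. Tnfaip3 (ENSMUSG00000019850, chromosome 10 from 19000910 to 19015657), also a target of NF-kB, rose from 59.7 ± 49.2 to 224 ± 83.3 CPM (log2 fold change 1.92, standard error 0.41, edgeR adjusted p = 0.00371). In the other clusters the named list had medians of 0.53, -0.58, 0.15 and 0.18 in clusters 1, 3, 4 and 6 (camera adjusted p = 0.0606, 0.00127, 0.917 and 0.842). There the pro-apoptotic list had medians of 0.08, 0.22, -0.02 and 0.18 (camera adjusted p = 0.259, 0.645, 0.214 and 0.842) and the anti-apoptotic list 0.31, -0.28, 0.66 and 0.76 (camera adjusted p = 0.0383, 0.0963, 0.0121 and 0.242). The test and the mean or median differ in sign for the anti-apoptotic list in clusters 1 and 6, for the pro-apoptotic list in clusters 3 and 6 and for the named list in clusters 4 and 6. In all cells of a mouse summed, the makeup of the cells enters as well. There the 13 anti-apoptotic genes had a median of 0.49 (camera adjusted p = 0.00859 over 10 lists). The named and pro-apoptotic lists are left out for these sums, where they take in genes that were not tested within clusters. The value of the anti-apoptotic list therefore does not show that it alone passes over all cells. From the raised set of apoptosis-associated genes in Fig. 6b, the paper states that such genes are upregulated in cKO monocytes of cluster 2.

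**Figure D3:**
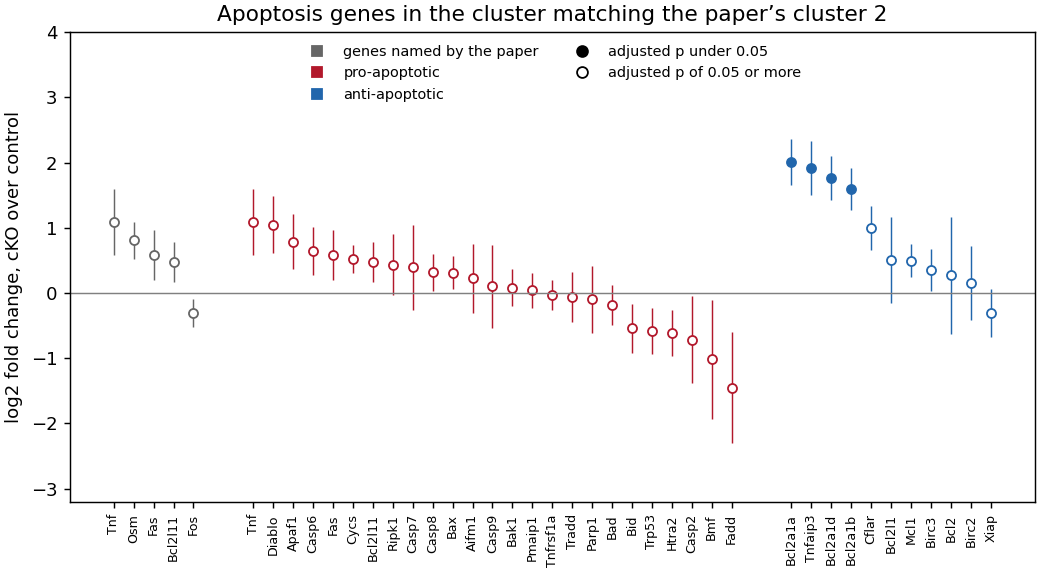
Log2 fold change (cKO over control) in cluster 2 of the apoptosis genes with more than 3 UMIs in both groups, with bars of 1 standard error. Grey points are the genes the paper names, red points pro-apoptotic and blue points anti-apoptotic genes, filled where the edgeR adjusted p is under 0.05. Bcl2a1a, Bcl2a1b, Bcl2a1d and Tnfaip3 lie between 1.60 and 2.00 and no other gene is filled.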

More specifically, apoptosis-associated genes were upregulated in cKO samples of cluster 2 monocytes (Fig. 6b). A selection of known genes involved in apoptosis is displayed in Fig. 6c, d. 

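Of the genes of Fig. 6d, Tnf (ENSMUSG00000024401) rose in cluster 2 by a log2 fold change of 1.09 (standard error 0.50, edgeR adjusted p = 0.425), from 32.4 ± 7.40 to 64.3 ± 26.5 CPM (SD, n = 3 each). Osm (ENSMUSG00000058755) rose by 0.81 (standard error 0.29, edgeR adjusted p = 0.190), from 544 ± 87.2 to 953 ± 210 CPM. The log2 fold changes of Fas (ENSMUSG00000024778), Bcl2l11 (ENSMUSG00000027381) and Fos (ENSMUSG00000021250) were 0.59, 0.48 and -0.31 (standard errors 0.38, 0.31 and 0.22, edgeR adjusted p = 0.642, 0.642 and 0.676). With graph clustering Bcl2l11 was lower in cKO sums of cluster 2 (log2 fold change -0.64). Over all cells of a mouse summed, Osm rose by 1.27 (standard error 0.26, edgeR adjusted p = 0.0218) and Fas by 1.05 (standard error 0.24, edgeR adjusted p = 0.0291). In these sums Bcl2l11, Tnf and Fos had log2 fold changes of 0.65, 0.41 and -0.06, none past the threshold.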

The expression levels of these genes were overall slightly higher in monocytes of clusters 1 and 2 compared with macrophages of clusters 3, 4, and 6 (Fig. 6b–d).

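Within each mouse, the mean of log2(CPM + 1) over clusters 1 and 2 was compared with that over clusters 3, 4 and 6 by a two-sided exact sign-flip test over 256 arrangements. Osm was higher by 2.31 ± 1.12 and Fas by 2.57 ± 1.18 (SD, n = 8; exact p = 0.00781 each, the smallest that 8 mice allow, adjusted p = 0.0234), each in 8 of 8 mice. For Bcl2l11 the difference was 1.51 ± 2.12 (7 of 8 mice, exact p = 0.0781, adjusted p = 0.117), within the spread between mice. Fos differed by 0.28 ± 0.24 (6 of 8 mice, exact p = 0.0313, adjusted p = 0.0625). Tnf differed by -0.04 ± 0.82 (2 of 8 mice higher, exact p = 0.906), and leaving out a mouse in turn gave -0.27 without replicate 7 and 0.10 without replicate 4. Cluster 4 did not lie below clusters 1 and 2 for each gene. In control cells Osm was at 602 CPM in cluster 4, against 399 and 533 CPM in clusters 1 and 2, and Fos at 4947 CPM, against 3318 and 4349 CPM. Tnf was at 168 CPM in cluster 4, against 114 and 31.4 CPM in clusters 1 and 2. Fas was at 30.1 CPM in cluster 4, against 24.1 and 42.9 CPM in clusters 1 and 2, with 11.6 CPM in cluster 3 and no UMI in cluster 6, and Bcl2l11 at 105 CPM in cluster 4, against 108 and 67.2 CPM. Sums without a UMI enter this comparison as 0, which was so in cluster 6 for Osm in 3 and Fas in 7 of 8 mice and in cluster 3 for Fas in 4, and sums of any number of cells were used, so the size of these differences depends on the floor. In alternatives chosen after these values were seen, cluster 6 was left out, which gave 0.77 ± 0.75 for Osm (exact p = 0.0234), 1.65 ± 1.39 for Fas (exact p = 0.0156) and -0.22 ± 0.28 for Fos (exact p = 0.0469; SD, n = 8 mice), with exact p of 0.242 for Bcl2l11 and 0.297 for Tnf. With cluster 6 kept and at least 20 cells per sum, 6 mice gave 2.69 for Osm, 2.84 for Fas, 1.77 for Bcl2l11 and 0.44 for Fos (exact p = 0.0313 each) and -0.06 for Tnf (exact p = 0.844). With cluster 6 left out and at least 20 cells per sum, the values were 0.56 ± 0.83 for Osm (exact p = 0.125), 1.37 ± 0.75 for Fas (exact p = 0.0313, the smallest that 6 mice allow), 0.38 ± 0.22 for Bcl2l11 (exact p = 0.0625), -0.12 ± 0.13 for Fos (exact p = 0.0938) and -0.78 ± 0.68 for Tnf (exact p = 0.0313; SD, n = 6 mice).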

**Fig. 6:**
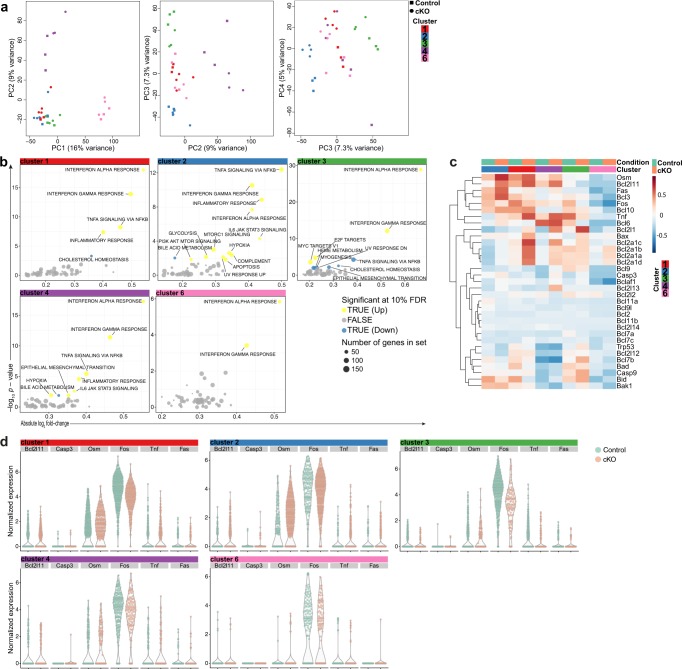
Enrichment of apoptosis-related genes in CD98hc cKO cells. **a** Gene expression variations between control and cKO cells were retrospectively analyzed and presented in a principal component analysis plots for each cluster. **b** Gene set enrichment analysis indicates enrichment of differential expresses genes in CD98 cKO cells over control cells in indicated signatures per cluster. **c** Heatmap of genes associated with apoptosis were displayed. **d** Expression of *Bcl2l11*, *Casp3*, *Osm*, *Fos*, *Tnf*, and *Fas* by CD98 cKO cells and control cells per individual cluster. The experiment was done once (scRNA-seq) with four biological replicates in each group.

We confirmed increased apoptosis at each stage of the “monocyte waterfall”-development after conditional deletion of CD98hc in an independent experiment in mice using the Dextran Sodium Sulftate colitis model by flow cytometry in vivo (Supplementary Fig. 10a, b). Furthermore, the in vitro conditional deletion of CD98hc by treating M-CSF differentiated bone marrow-derived macrophages obtained from CD98hc^ΔCX3CR1^ mice with tamoxifen resulted in cell death (Supplementary Fig. 11a).

### Reduced colonic macrophages after CD98hc deletion

We next aimed at confirming the altered “monocyte waterfall”-development to mature macrophages in the colonic lamina propria upon conditional deletion of CD98hc. Daily injection of tamoxifen throughout 28 days deleted CD98hc constantly in monocytes and macrophages (Fig. 7a). We then determined the number of monocyte and macrophage populations in tamoxifen- and corn oil-treated CD98hc^ΔCX3CR1^ animals at indicated time points. Ly6C^mid^ and Ly6C^low^ monocytes and MHCII^+^ macrophages showed also a substantial reduction of CD98hc expression (Fig. 7a) and additionally a prominent decrease in the cell number (by day 2 for Ly6C^mid^ and by day 7 for Ly6C^low^ monocytes and MHCII^+^ macrophages) which was less prominent for Ly6C^hi^ monocytes and MHCII^−^ macrophages (Fig. 7b). After that, we calculated the ratio between the number of cells in tamoxifen-treated (cKO) and corn oil-treated (WT) CD98hc^ΔCX3CR1^ littermates in monocyte and macrophage at the indicated time points during tamoxifen or corn oil injections. This analysis indicated that CD98hc deletion reduced Ly6C^mid^ and Ly6C^low^ monocytes and MHCII^+^ macrophages in the colonic lamina propria, which was less prominent for Ly6C^hi^ monocytes and MHCII^−^ macrophages (Fig. 7c). Flow cytometric analysis also indicated a relative decrease in the percentage of MHCII^+^ macrophages in tamoxifen-treated CD98hc^ΔCX3CR1^ littermates (Fig. 7d).

**Fig. 7:**
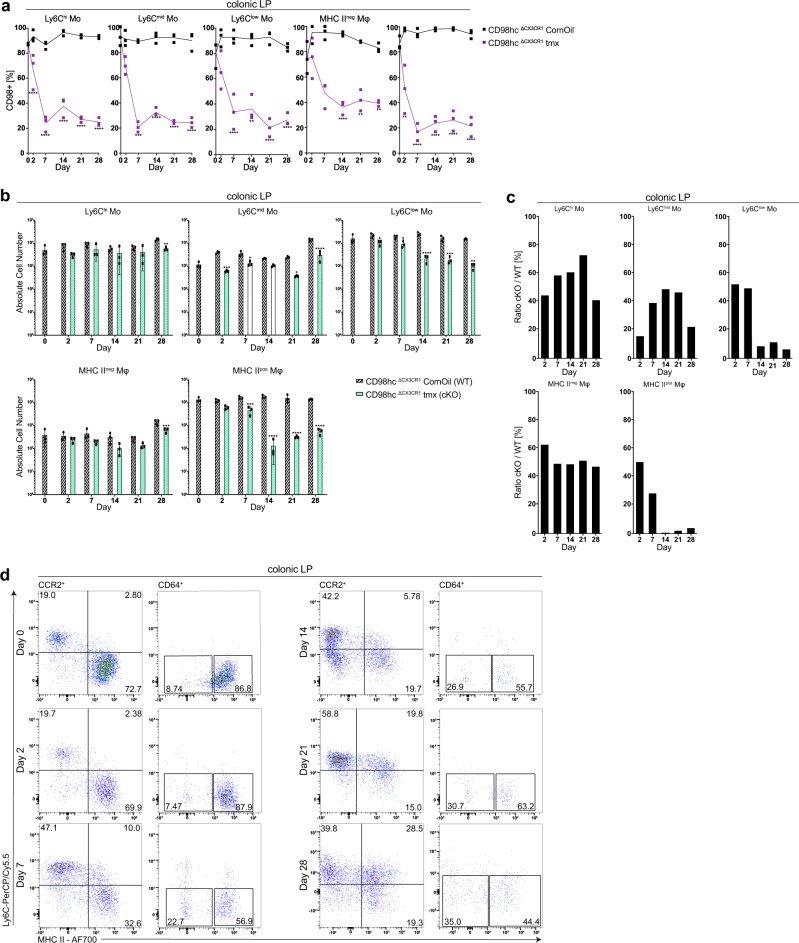
Deletion of CD98hc in monocytes and macrophages leads to reduced macrophage numbers in the colonic lamina propria. Percentage of monocytes and macrophages that express CD98hc and total monocyte and macrophage number in the colonic lamina propria of CD98hc^ΔCX3CR1^ mice was determined after receiving tamoxifen for 28 days. **a** Percentage of CD98hc^+^ monocytes and macrophages, and **b** the total monocyte and macrophage numbers in the colonic lamina propria of corn oil- and tamoxifen-treated CD98hc^ΔCX3CR1^ animals (*n* = 3) are shown as the mean (± SD) and analyzed by two-way ANOVA followed by Sidak’s correction; ****p < 0.0001. **c** Ratios (cKO/WT cells) of total colonic lamina propria monocytes and macrophages cell numbers between corn oil and tamoxifen-treated CD98hc^ΔCX3CR1^ at indicated time points. **d** Dot plots were generated by gating on CCR2^+^CD64^−^/CCR2^+^CD64^+^ and CCR2^−^CD64^+^ colonic lamina propria monocytes and macrophages isolated from tamoxifen-treated CD98hc^ΔCX3CR1^ animals at indicated time points. Numbers show the percentage of the indicated gates. Experiments performed twice with three biological replicates in each group.

To investigate whether the absence of CD98hc in cKO animals changes the development and maturation of macrophages, we co-transferred CD11b^+^ bone marrow monocytes from B6 Ly5.1 (CD45.1^+^) and CD98hc^ΔCX3CR1^ (CD45.2 YFP^+^) animals into CCR2^−/−^ recipients (Fig. 8a). Flow cytometry showed reduced relative number of CD45.2 YFP^+^ MHCII^+^ macrophages compared with CD45.1^+^ MHCII^+^ macrophages in tamoxifen-treated CCR2^−/−^ recipients versus corn oil-treated animals (Fig. 8b). After normalization of the input ratios, the depletion of CD45.2 YFP^+^ relative to CD45.1^+^ macrophages was even more evident, suggesting a change in macrophage development following the deletion of CD98hc (Fig. 8c). Together, our data indicated that conditional deletion of CD98hc leads to the alteration of the “monocyte waterfall”-development in the colonic lamina propria, in particular, diminishing the numbers of mature MHCII^+^ macrophages.

**Fig. 8:**
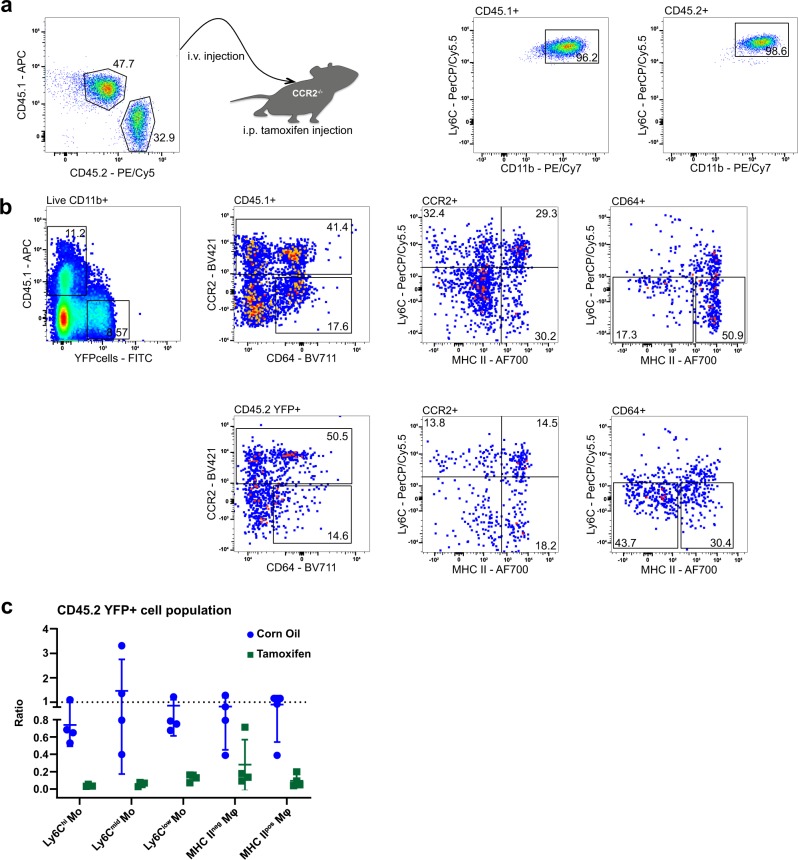
Deletion of CD98hc leads to reduced MHCII^+^ macrophages in competitive adoptive BM monocyte transfer experiments. After isolation of bone marrow monocytes from B6 Ly5.1 (CD45.1^+^) and CD98hc^ΔCX3CR1^ (CD45.2 YFP^+^), CD11b^+^ monocytes were injected into CCR2^−/−^ recipients. **a** Dot plots of bone marrow CD45.1 and CD45.2 monocytes mixtures before transfer into CCR2^−/−^ animals. CD11b^+^/Ly6C^+^ dot plots were obtained after gating either on CD45.1 or CD45.2 monocytes. **b** Dot plots were generated by gating on live CD11b^+^ colonic lamina propria monocytes and macrophages isolated from tamoxifen-treated CCR2^−/−^ recipients. **c** Ratios between CD45.2 YFP^+^ and CD45.1^+^ WT colonic lamina propria monocytes and macrophages isolated from corn oil- or tamoxifen-treated CCR2^−/−^ hosts 5 days after transfer normalized to input ratios. Each dot indicates one respective host. Experiment was performed once with four biological replicates in each group.

## Discussion

It has been proposed that in the colonic lamina propria monocytes develop through the “monocyte waterfall” intermediates into mature macrophages^2,8,33^. In this study, we used scRNA-seq to define the development of colonic macrophages on the transcriptomic level and conditional mouse lines to study the relevance of the branched-chain amino acid transporter CD98hc in the development of gut macrophages. We found that monocytes entering the colonic lamina propria undergo increased apoptosis during their development, resulting in reduced numbers of MHCII^+^ macrophages after deletion of CD98hc in macrophages and their progenitors.

Our results indicate a stepwise development of colonic macrophages from monocytes by flow cytometry and single-cell transcriptomics. The discrepancy between the single-cell transcriptomic and protein level in the expression of some markers might be, in part, explained by differential transcriptional regulation during the maturation of macrophages from monocytes^34,35^. In line with our single-cell transcriptomic data, previous studies have suggested that monocytes give rise to macrophages in the lamina propria^10^. However, the underlying molecular mechanism has not been illustrated in detail. Our scRNA-seq data set, together with conditional mouse lines, indicated that the amino acid transporter CD98hc is in part required for the development of MHCII^+^ macrophages as the numbers of MHCII^+^ macrophages are reduced in the colonic lamina propria of cKO animals. One possibility is that branched-chain amino acids derived from nutritional cues, the host, or the microbiota, facilitate the differentiation of monocytes into macrophages^12,13^, whose adaptation to the gut environment depends on TGFβR signaling^24,36^, and whose numbers are reduced in germ-free animals^2,37–39^. At this stage, we cannot explain the deeper molecular mechanisms why the conditional deletion of CD98hc leads to increased apoptosis in colonic macrophage progenitors. Possibly, different metabolic activities of macrophages and their progenitors after the deletion of CD98hc might explain this phenomenon.

The conditional deletion of CD98hc in macrophages attenuated colitis. In line, overexpression of CD98hc in intestinal epithelial cells leads to more severe colitis and colitis-associated cancer^21^, and the treatment of animals with nanoparticles carrying siRNA targeting CD98hc reduces colitis severity^22^. Several studies have connected macrophages with inflammatory bowel disease as multiple inflammatory bowel disease risk genes have essential functions for macrophages^40,41^. Recently, the importance of macrophages for the maintenance of the tissue integrity in the colon has been demonstrated by genetic deletion of tolerogenic signals in mice, which resulted in spontaneous colitis^42–44^. Moreover, the infiltration of macrophages in the inflamed lamina propria of mice or inflammatory bowel disease patients with flares depends on the chemokine receptor CCR2^10,45^, suggesting that macrophages can also drive colitis by secreting pro-inflammatory cytokines, such as IL-6, IL-1β, and TNF^10,46^. In line with our results, where macrophage numbers are reduced after conditional deletion of CD98hc, CCR2^−/−^ mice have an attenuated colitis^47^.

Furthermore, CD98hc regulates integrin signaling by binding β1A and β3 integrins to its cytoplasmic tail and mediates the uptake of branched-chain amino acids^16^. Although the expression of the integrin β1 was not altered after the conditional deletion of CD98hc in macrophages, we did not investigate in detail, if the alteration of macrophage development is due to impaired integrin signaling and/or impaired uptake of branched-chain amino acids. In line, previous work showed that the conditional deletion of CD98hc in regulatory T cells leads to reduced numbers of regulatory T cells with impaired suppressive function in the gut. This phenomenon was due to reduced uptake of branched-chain amino acids by regulatory T cells and not due to impaired integrin β1-mediated adhesion of regulatory T cells to the local tissue environment of the gut^48^. Hence, the nutritional sensing of immune cells could modify their functions in unmanipulated and colitis mice. Feeding mice with 10% higher amino acid chow (5% more L-leucine and 5% more L-isoleucine) compared with standard chow revealed a tendency of increased intestinal inflammation in tamoxifen-treated CD98hc^ΔCX3CR1^ mice. The elevated intestinal inflammation in cKO mice fed with a high amino acid diet is presumably driven by other intestinal immune cells to possibly compensate for the impaired immunological behavior of CD98hc-deficient monocytes and macrophages. Moreover, in vitro cytokine production by bone marrow-derived macrophages underpins the assumption that other immune cells might drive the intestinal inflammation, as bone marrow-derived macrophages cultured in medium containing essential amino acid or medium only supplemented with L-leucine did not show a transition into a pro-inflammatory bone marrow-derived phenotype. It is likely that due to the decrease of colonic monocytes and macrophages, the higher influx of branched-chain amino acid leads to a stronger compensatory and inflammatory response by other colonic immune cells upon CD98hc deletion.

In this study, we show by single-cell transcriptomics that monocytes develop via intermediates and give rise to mature colonic lamina propria macrophages. The conditional deletion of CD98hc in CX3CR1^+^ macrophages and their progenitors resulted in attenuated chemically-induced colitis and in an altered macrophage development with reduced numbers MHCII^+^ macrophages in the colonic lamina propria (Supplementary Fig. 12). Looking into the molecular pathways involved in the maturation of gut macrophages may help to understand macrophage development and thereby can further elucidate their roles in inflammatory bowel disease, host defense mechanisms against pathogens, and support the development of oral vaccines.

## Methods

### Animals

C57Bl/6, CD98hc^flox/flox^, Cx3cr1-GFP (B6.129P2-Cx3cr1^tm1Litt/J^), Cx3cr1^CreER^-YFP (B6.129P2(Cg)-*Cx3cr1*^*tm2.1(cre/ERT2)Litt*^/WganJ), B6.Ly5.1 (B6.SJL-*Ptprc*^*a*^ *Pepc*^*b*^/BoyJ), and CCR2^−/−^ (B6.129S4-Ccr2^tm1Ifc^/J) animals were bred and maintained under specific pathogen-free conditions in the animal facility of the Department of Biomedicine, University of Basel, Switzerland. Dr. Hideki Tsumura, Division of Laboratory Animal Resources, Nation Research Institute for Child Health and Development, Tokyo, Japan, provided cryopreserved CD98hc^flox/flox^ embryos^14^. Embryo transfers were conducted in the Center for transgenic animals, University of Basel, Switzerland, and the CD98hc^flox/flox^ mouse line was established. CD98hc^flox/flox^ and Cx3cr1^CreER^-YFP mice were crossed to obtain CD98hc^ΔCX3CR1^ mice, in which the tamoxifen-inducible, Cre-mediated recombination will lead to the excision of CD98hc (*Slc3a2)* in CX3CR1^+^ cells. Female littermates (6–12 weeks of age) were used for the experiments. The local animal welfare committee (animal protocol #2854_27600 (Canton Basel Stadt)) approved the experiments. All experiments were conducted in accordance with the Swiss Federal and Cantonal regulations.

### Patients and study population

Biopsies from 31 patients with Crohn’s disease and 31 patients with ulcerative colitis in RNAlater^®^ stabilization solution (Invitrogen) were received from the Swiss Inflammatory Bowel Disease Cohort Study (Swiss IBD cohort project 2016-12), and stored at −80 °C. This Swiss national cohort of patients with inflammatory bowel disease was started in 2006^49^. Gastroenterologists recruited patients with a diagnosis of Crohn’s disease or ulcerative colitis confirmed by endoscopy, radiology or surgery at least four months before inclusion in private practice, regional hospitals, and tertiary centers participating in the Swiss IBD cohort study. Exclusion criteria were other forms of colitis or ileitis, no permanent residency in Switzerland or when informed consent was not admitted. In patients with active inflammatory bowel disease, colonoscopy was performed to assess the activity of the disease and to rule out complications. In patients with quiescent inflammatory bowel disease, colonoscopy was performed for surveillance. Biopsies were taken from segments that appeared macroscopically inflamed. Supplementary Table 3 gives detailed patient characteristics. The biopsies used for immunofluorescence were obtained from healthy patients, and the inflamed and non- inflamed regions of inflammatory bowel disease patients from the Basel inflammatory bowel disease cohort. Patient characteristics are given in Supplementary Table 4. Informed consent was obtained from all study subjects and the Ethics Committee for Northwest and Central Switzerland (EKNZ) has approved the study (ethic protocol EKBB 139/13 (PB 2016.02242)).

### Conditional deletion of CD98hc

Tamoxifen (MP Biomedicals) was dissolved in corn oil (Sigma) at a concentration of 20 mg/ml overnight at 37 °C (shaking) and protected from light. The dissolved tamoxifen was stored at 4 °C (protected from light stable up to 1 month). In total, 75 mg tamoxifen/kg body weight were i.p. injected for 5 consecutive days into CD98hc^flox/flox^ x Cx3cr1^CreER^-YFP mice to activate the Cre-recombinase, which leads to the conditional deletion of CD98hc. Control CD98hc^flox/flox^ x Cx3cr1^CreER^-YFP mice received corn oil without tamoxifen.

### Feeding of mice with an amino acid-enriched diet

Mice were fed by the mouse and rat chow #3436 (extrudate, Granovit AG), which is the standard chow of the animal facility at the Department of Biomedicine in Basel. Five%/kg more L-leucine and 5%/kg more L-isoleucine was supplemented to the standard chow. Mice were fed with the amino acid-enriched diet 4 weeks in advance before starting the experiments, and this diet was continued during the experiments.

### Dextran sodium sulfate-induced colitis

Dextran sodium sulfate (1.5 to 2.5%; MW: 36,000–50,000; MP Biomedicals) was added to the drinking water of co-housed, weight-matched female (6–12 weeks of age) for 5 days. Dextran sodium sulfate containing water was sterile-filtered before it was given to the animals. On day 5, dextran sodium sulfate in drinking water was exchanged by regular drinking water to induce recovery from colitis. Mice were monitored daily for clinical signs of colitis.

### Clinical colitis score

Clinical signs of colitis were observed by using the following scores^50^: rectal bleeding: 0—absent, 1—bleeding; rectal prolapses: 0—nil, clear prolapse—mice euthanized; stool consistency: 0—normal, 1—loose stools, 2—diarrhea; position: 0—normal movement, 1—reluctance to move, 2—hunched position; appearance of the fur: 0—normal appearance, 1—ruffled fur, 2—spiky fur; weight loss: 0—no loss, 1—body weight loss 0–5%, 2—body weight loss >5–10%, 3—body weight loss >10–15%, 4—body weight loss >15%. Once per day, the blinded investigator observed the animals. If the total score was ≥4, the animals were monitored twice per day. The respective animal was euthanized, when the total score was ≥6, when an individual animal lost >15% body weight, when gross bleeding occurred, or when rectal prolapse was noted.

### Endoscopy

After anesthetizing the mice by intraperitoneal injection of 200 µl, anesthetic solution containing 1 mg/ml xylazine (Xylazin Streuli ad us. vet., injection solution) and 100 mg/ml ketasol (Ketasol^®^-100 ad us. vet., injection solution) in sterile PBS, the distal 3 cm of the colon and the rectum were examined with a coloview using the tele pack vet X LED RP100 (Karl Storz).

### Hematoxylin staining and histological colitis score

Colonic tissue was fixed in 4% paraformaldehyde and embedded in paraffin blocks. Six-micrometer sections were stained with hematoxylin. Histological features of colonic inflammation was scored with a previously published scoring system^51^: extent of destruction of normal mucosal architecture (0: normal; 1: mild; 2: moderate; 3: extensive damage), presence and degree of cellular infiltration (0: normal; 1: mild; 2: moderate; 3: transmural infiltration), extent of muscle thickening (0: normal; 1: mild; 2: moderate; 3: extensive thickening), presence or absence of crypt abscesses (0: absent; 1: present), and the presence or absence of goblet cell depletion (0: absent; 1: present). Each feature score was summed up to a maximum possible score of 11. Histological scores were assessed in a blinded fashion by two independent investigators, and the mean histological score was determined for each animal.

### Isolation of bone marrow cells

After the connective tissues and muscles were removed from prepared femurs and tibia, the bones were opened at the epiphysis. A syringe with a 25-gauge needle was placed into the ends of the opened femurs and tibias. Bone marrow cells were flushed out with RPMI 1640 medium (Sigma). The collected cells were passed through a 70-μm cell strainer to remove cell clumps and bone fragments.

### Colonic lamina propria cell isolation

The isolated colon was opened longitudinally and washed with PBS to remove debris and mucus. The intestinal epithelium was removed by incubation in 5 mM EDTA in Ca^2+^/Mg^2+^-free PBS at 37 °C under gentle shaking for 10 min for a total of three incubations. After every incubation cycle, the tubes were vortexed for 30 s, and the tissue pieces were transferred into fresh EDTA/PBS. The colon was washed in PBS to remove residual EDTA. The tissue was cut as small as possible and digested with 0.5 mg/ml Collagenase type VIII (Sigma-Aldrich) and 10 U/ml DNase (Roche) in RPMI 1640 for 20–25 min at 37 °C in a water bath with continuous shaking (200 rpm). Every 5 min, the tubes were vortexed manually for 30 s. Supernatants were collected and passed through a 70-mm cell strainer, and cells were pelleted by centrifugation. The cells were counted and processed for flow cytometry analysis.

### Yolk-sac cell isolation

The yolk sac was harvested from embryos at E8.5. Embryos were exsanguinated through decapitation in PBS containing 3% fetal calf serum (FCS, Gibco). To obtain a single-cell suspension, the yolk sac was incubated in RPMI 1640 medium containing 1 mg/ml collagenase type VIII, 100 U/ml DNase I, and 3% FCS at 37 °C for 30 min. The digested yolk sac was poured through a 70-µm cell strainer, and erythrocytes were lysed (3–5 min at room temperature with Tris-Lysing buffer (144 mM NH_4_Cl, 17 mM Tris)). Cells were counted and processed for flow cytometry analysis.

### Isoflurane anesthesia

Mice were anesthetized with the inhalation anesthetic isoflurane for the collection of the liver. For the induction of narcosis, mice were placed in a narcosis chamber that was flooded with 2–3% isoflurane in oxygen at 1–2 l/min. Anesthesia was confirmed by assuring a decrease in the respiration rate and by testing for the absence of the pedal withdrawal reflex. For hepatectomy, anesthetized mice were placed under a mask with isoflurane flow, as described above.

### Liver perfusion and liver cell isolation

The portal vein of an anesthetized (Isoflurane) animal was punctured with a 25-gauge needle. The liver was in situ perfused with 37 °C prewarmed 10 ml (~7–9 ml/min) liver perfusion medium (Gibco) followed by 37 °C prewarmed 5 ml (~3 ml/min) liver digest medium (Gibco) after cutting the lower vena cava. Following removal of the gallbladder, the liver was placed into a petri dish and cut into small pieces. The tissue pieces were transferred into a 50-ml tube containing 5 ml of liver digest medium and digested for 30 min at 37 °C. Afterward, the digested tissue was poured and mashed through a metal cell strainer to remove connective tissue and centrifuged for 5 min and 500 rpm at room temperature. The supernatant (solution A) and pellet (solution B) were separated into two tubes. The solution A was centrifuged for 5 min and 1400 rpm at room temperature. To solution B, 40 ml of PBS was added and centrifuged for 5 min and 500 rpm at room temperature. The supernatant from solution A was discarded, and the supernatant from solution B was added to the pellet of solution A. After centrifugation for 5 min and 1400 rpm at room temperature, the supernatant was discarded, and the pellet frothed up with 3 ml of PBS/2% FBS supplemented with 0.1% w/v sodium azide and 10 mM EDTA and 3.5 ml 70% Percoll (GE Healthcare) to obtain the “Cell-Percoll-Suspension”. A Percoll gradient was prepared and centrifuged for 20 min and 2000 rpm without break. The fat layer on the top was removed, and the interphase, which contains the lymphocytes and erythrocytes as well as the whole upper liquid phase to increase the cell yield, were collected. After the erythrocytes were lysed (3–5 min at room temperature with Tris-Lysing buffer (144 mM NH_4_Cl, 17 mM Tris)), the cells were counted and processed for flow cytometry analysis.

### Langerhans cell isolation

After cutting off the mouse ears, the ears are divided into dorsal and the ventral halves, from which the cartilage is removed with forceps. The ears were then placed dermal side down onto PBS containing 2.5 mg/ml dispase II (Sigma) and were incubated for 2 h at 37 °C. The dissociated epidermal sheets are placed in stop medium (2% FCS in PBS) and further transferred into a 50 ml tube with 20 ml RPMI 1640 medium containing 10% FCS and supplemented with 0.05 mM 2-ME, 100 U/ml penicillin, and 100 mg/ml streptomycin. To release the Langerhans cells (LCs), the tube was gently shaking for 30 min at 37 °C in a water bath. The remaining epidermal pieces and cell suspension were filtered through a 70-µm cell strainer and cells pelleted by centrifugation for 5 min and 1400 rpm at 4 °C. The cells were counted and processed for flow cytometry analysis.

### Microglia isolation

Mouse brain was collected, chopped into small pieces, and subsequently smashed through a 70-µm cell strainer. Afterward, microglia were isolated using the CD11b (Microglia) MicroBeads Kit (Miltenyi Biotec) according to the manufacturer’s protocol. The cells were counted and processed for flow cytometry analysis.

### Cardiac macrophage isolation

Before sacrificing the mice (minimum 5 min in advance), circulating leukocytes were labeled by intravenous injection of 1 µg of anti-mouse CD45-Superbright in a final volume of 200 µl PBS per mouse using an insulin syringe. The chest under the sternum was opened by cutting the ribs, and then the heart removed from the body. The right atrium was cut, and the heart was gently perfused through the apex with 20 ml of cold 1× PBS (~7–9 ml/min). This step was repeated by perfusing the right ventricle. After that, the atria were dissected from the ventricles and discarded. The isolated ventricles were then transferred into 1.5-ml tubes containing 1 mL cold digestion medium (1× PBS with 100 µg/ml collagenase IV (Sigma)), in which the heart was chopped into small pieces. For digestions, the samples were incubated at 37 °C for 45 min with gentle shaking (~30 rpm). Samples were mechanically homogenized by up and down motions through a 1-ml syringe capped with an 18 G needle. Afterward, the samples were transferred into a 50-ml tube through a 70-µm cell strainer to remove the tissue stroma. Cells were pelleted by centrifugation. The supernatant was discarded, and erythrocytes were eliminated by blood cell lysis buffer for ~3 min. Cells were washed with 10 ml FACS buffer. Counted cells were further used for flow cytometry analysis.

### Immunohistochemistry and immunofluorescence

Cryopreserved biopsies of patients with Crohn’s disease or with ulcerative colitis embedded in Tissue-Tek O.C.T. compound (Sakura) were acquired from the Basel inflammatory bowel disease cohort. Immunohistochemistry was performed on 6-µm sections using a polyclonal rabbit anti-human CD98hc (ThermoFisher). Primary antibody (1:50 dilution) binding was detected with an Alexa Flour 647 goat anti-rabbit IgG secondary antibody (1:200) (ThermoFisher). Six-micrometer sections from cryopreserved mouse tissues were fixed in 4% paraformaldehyde for 15 min at room temperature. Afterward, sections were blocked with goat serum in DPBS/0.4% Triton-X-100 (Roth) for 30 min and stained with the primary monoclonal rabbit anti-mouse CD98hc mAb overnight in a humidified container at 4 °C. Primary antibody (1:50) binding was detected with an Alexa Flour 647 goat anti-rabbit IgG secondary antibody (1:200) (ThermoFisher). Sections were counterstained with NucBlue^TM^ Live Cell Stain Ready Probes^TM^ reagent (1 drop of stain in 500 µl 1× PBS) (Molecular Probes, Hoechst 33342 unique formulation) and imaged with a Nikon A1R Nala confocal microscope.

### Bone marrow-derived macrophages

Murine bone marrow cells were cultured in six-well plates in the RPMI 1640 medium (Sigma), or nonessential amino acid RPMI 1640 medium (BioConcept) without or with supplementation of L-leucine (0.05 g/L) containing 10% FCS and supplemented with 0.05 mM 2-ME, 100 U/ml penicillin, and 100 µg/ml streptomycin. Bone marrow-derived macrophages were generated by adding 20 ng/ml M-CSF (BioLegend) to the cultures. After 7 days, macrophages were either stimulated with 100 ng/ml lipopolysaccharide (LPS) from *Escherichia coli* O111:B4 (Sigma) and 10 ng/ml recombinant mouse IFN-γ (rmIFN-γ; BioLegend) or with 10 ng/ml recombinant mouse IL-4 (rmIL-4; BioLegend) and 10 ng/ml recombinant mouse IL-13 (rmIL-13; BioLegend) for 6 h before cells were analyzed. For conditional deletion of CD98c in vitro, tamoxifen dissolved in DMSO (Roth) was added into the culture during the macrophage generating and during LPS + IFNγ or IL-4 + IL-13 stimulation or D-phenylalanine (Sigma) was added 1 h prior and during LPS + IFNγ or IL-4 + IL-13 stimulation.

### Adoptive monocyte transfer

After isolation of bone marrow monocytes from B6 Ly5.1 (CD45.1^+^) and CD98hc^ΔCX3CR1^ (CD45.2 YFP^+^) animals with the Monocyte Isolation Kit (Miltenyi Biotec) according to the manufacturer’s protocol, purified bone marrow CD11b^+^ Ly6C^+^ monocytes (1–2 ×10^6^ cells/mouse) from donors were intravenously transferred into CCR2^−/−^-recipient mice, from which sufficient donor macrophage numbers can be recovered^52^. Bone marrow monocytes from CD45.1^+^ WT and CD45.2 YFP^+^ CD98hc^ΔCX3CR1^ animals were mixed in a 1:1 ratio before transfer in the competitive adoptive monocyte transfer experiments. CD45.1^+^ WT and CD45.2 YFP^+^ CD98hc^ΔCX3CR1^ cells were intravenously transferred into CD45.2 CCR2^−/−^ corn oil or tamoxifen-treated recipients. Before injection, a small proportion of donor cells were saved for calculating the input ration (IR). These cells were extracellularly stained for CD45.1 (APC-conjugated, 1:100 dilution), CD45.2 (biotin-conjugated, second step reagent PE/Cy5-conjugated streptavidin, 1:100), Ly6C (PerCP/Cy5.5-conjugated, 1:400), and CD11b (PE/Cy7-conjugated, 1:100). Cells were analyzed by flow cytometry, and IR was calculated as IR = number of CD45.2 YFP^+^/CD45.1^+^ cells. Donor monocyte-derived cells were recovered from the colonic lamina propria of recipient mice on day 5 after adoptive monocyte transfer and after the first corn oil or tamoxifen treatment. The cells were counted and processed for flow cytometry analysis, and ratios of recovered monocytes and macrophages were normalized to IR.

### Surface staining for flow cytometry

After isolation of the indicated tissues, cells were washed in PBS, and subsequently stained with fixable viability dye eFluor455UV (1:500 dilution) (eBiosciences) and mAb (Clone 93) (ThermoFisher) directed against the FcγRIII/II CD16/CD32 (0.5 µg mAb/10^6^ cells) for 20 min at 4 °C. Cells were washed in PBS/2% FBS supplemented with 0.1% w/v sodium azide and 10 mM EDTA, incubated with the relevant mAb for 20 min at 4 °C and washed again twice. When primary antibodies were biotin-coupled antibodies, cells were incubated with Streptavidin-PE/Cy5 (1:800) (BioLegend) for 20 min at 4 °C. Data were acquired with the BD LSRFortessa^TM^ X-20 flow cytometer (BD Biosciences) and analyzed using FlowJo software version 10.5.3 (Tree Star Inc.). Cell sorting was carried out with the BD FACSAria™ III equipment. In all experiments, forward scatter (FSC)-H versus FSC-A was used to gate on singlets, with dead cells excluded using the fluorescence-coupled fixable viability dye. Lineage positive (CD3, CD19, NK1.1, Ly6G, and Ter119) cells were removed from further analysis.

### Intracellular staining for flow cytometry

After surface staining, cells were resuspended in BD Cytofix/Cytoperm (BD Bioscience) and incubated for 20 min at 4 °C. Cells were washed in Perm/Wash Buffer (BD Bioscience), incubated with the relevant mAb for 20 min at 4 °C, and washed again twice. Data were acquired with a BD FACSAria™ III instrument.

### mAbs for surface and intracellular staining

For surface staining, we used the following mAbs: biotin-conjugated anti-CD3 145-2C11 (1:400 dilution), biotin-conjugated anti-CD19 6D5 (1:100), biotin-conjugated anti-NK1.1 PK136 (1:400), biotin-conjugated anti-Ly6G 1A8 (1:400), biotin-conjugated anti-Ter119 TER-119 (1:400), biotin-conjugated anti-F4/80 BM8 (1:100), biotin-conjugated anti-CD45.2 104 (1:100), APC-conjugated anti-CD45.1 A20 (1:100), Alexa Fluor 700-conjugated anti–I-A/I-E M5/114.15.2 (1:200), PerCP/Cy5.5-conjugated anti-Ly6C HK1.4 (1:400), PE/Cy7-conjugated anti-CD11b M1/70 (1:100), PE/Cy7-conjugated Annexin V (1:20), PE-conjugated anti-CD98 RL388 (1:800), Brilliant Violet 711-conjugated anti-CD64 X54-5/71 (1:200), APC-conjugated anti-F4/80 BM8 (1:50), PE/Cy5-conjugated anti-F4/80 BM8 (1:100), Pacific Blue-conjugated anti-CD29 HMβ1–1 (1:200), Alexa Fluor 700-conjugated anti-CD3 17A2 (1:100), Brilliant Violet 510-conjugated anti-CD4 GK1.5 (1:100), PerCP or PerCP/Cy5.5-conjugated anti-CD8 53-6.7 (1:100), APC/Fire 750-conjugated anti-CD11c N418 (1:50), APC-conjugated anti-Ly6G 1A8 (1:200), Brilliant Violet 785-conjugated anti-CD19 6D5 (1:50), APC-conjugated anti-CD207 4C7 (1:100), PE/Dazzle-conjugated anti-CD115 AFS98 (1:200), APC-conjugated anti-CD135 A2F10 (1:25), PE/Dazzle-conjugated anti-CD14 Sa14-2 (1:100), PerCP/Cy5.5-conjugated CD81 Eat-2 (1:100), APC/Cy7-conjugated ant-CD45 30-F11 (1:400), SuperBright anti-CD45 30-F11 (1:400) (all BioLegend), APC-conjugated anti-CCR2 475301 (10 µl/Test) (R&D Systems), eVolve 655-conjugated anti-CD45 30-F11 (1:400) (eBioscience), Brilliant Blue 515-conjugated anti-CD117 2B8 (1:200), Brilliant Violet 786-conjugated anti-CD72 K10.6 (1:100) (all BD Bioscience). For intracellular staining, the following mAbs were used: Alexa Fluor 488-conjugated anti-phospho-S6 ribosomal protein (Ser235/236) D57.2.2E (1:50), unconjugated anti-phospho-p70S6 Kinase (Thr389) 108D2 (1:50), PE-conjugated anti-rabbit IgG (all Cell Signaling) (1:300), unconjugated anti-Zeb2 CUK2 (50-100 µl/Test), DyLight 405-conjugated anti-rabbit IgG (1:100) (Jackson ImmunoResearch). For detecting mouse/human ZEB2 protein (also known as SIP1), we used a homemade antibody that has been validated for specificity using siRNA and western blotting, immunohistochemistry, immune-precipitation, and immunofluorescence^53,54^.

### Quantitative real-time PCR

RNA was extracted from colonic tissue using the Direct-zol MiniPrep Kit (Zymo Research) according to the manufacturer’s protocol. In column, DNase I treatment removed genomic DNA and reversed transcribed into cDNA using Superscript RT III (Invitrogen), according to the manufacturer’s instructions. Quantitative real-time PCR (qRT-PCR) was carried out in 384-well plates using gene-specific primers and either SsoFast EvaGreen Supermix (Bio-Rad) and run on a Bio-Rad CFX384 cycler or with a QuantiNova SYBR Green PCR kit (QIAGEN) and run on an ABI ViiA 7 cycler. All reactions were run in triplicates. The results were analyzed by the QuantStudio^TM^ Real-Time PCR System Version 1.3 (Applied Biosystems by ThermoFisher). Samples were normalized to the expression of glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) or Actin-β (*Actb*) by calculating 2^(-deltaCt)^. Supplementary Table 5 shows the sequences of primers used for amplification.

### Single-cell RNA sequencing

For scRNA-seq, lamina propria cells positive for Ccr2 and/or Cd64 were sorted from four corn oil-treated (control) and four tamoxifen-treated (cKO) CD98hc^ΔCX3CR1^ mice. Cell suspensions volumes aiming at a targeted recovery of 3000 cells were loaded on the wells of a 10× Genomics Chromium Single Cell Controller (one well per mouse replicate). The Single Cell 3’ v2 Reagent Kit (10× Genomics) was used according to the manufacturer’s instructions for single-cell capture, cDNA and library preparation. Single-cell libraries were then sequenced on one flow-cell of an Illumina NexSeq 500 machine at the Genomics Facility Basel of the ETH Zurich (with 58 nt-long R2 reads). Read quality was determined with the FastQC tool (version 0.11.5). For sample and cell demultiplexing, read alignment to the mouse mm10 genome assembly with STAR, and generation of a read count table of the sequencing files we used the Cell Ranger software (version 2.1.0). Default settings and parameters were used, except for the version of STAR updated to 2.5.3a, and the STAR parameters *outSAMmultNmax* set to 1 and *alignIntronMax* set to 10000. The reference transcriptome “refdata-cellranger-mm10-1.2.0”, provided by 10× Genomics and based on Ensembl release 84^55^, was used (available at http://cf.10xgenomics.com/supp/cell-exp/refdata-cellranger-mm10-1.2.0.tar.gz). Because the mouse strain includes a fluorescent reporter gene, a generic EYFP sequence obtained from https://www.addgene.org/browse/sequence_vdb/6394/ was added to the reference transcriptome before mapping. Samples were merged with the “cellranger aggregate” procedure without down-sampling.

Further analysis was performed starting from the UMI counts matrix using the scran (version 1.8.4) and scater (version 1.8.4)^56^ Bioconductor packages, following mostly the steps recommended in the simpleSingleCell Bioconductor workflow (version 1.2.1)^57^.

Based on the bimodal distributions observed across cells, cells with log_10_ library sizes less than 2.8 (i.e., a minimum of 630 reads), with log_10_ total number of features, detected <2.6 (i.e., a minimum of 399 genes detected), with >5% of UMI counts attributed to the mitochondrial genes^58^, or with any read attributed to the Hemoglobin genes were excluded. Low-abundance genes with average log_2_ CPM (counts per million reads) values <0.005 were not considered.

The raw UMI counts were normalized with the size factors that have been estimated from pools of cells to avoid the dominance of zeros in the matrix^57,59^. To distinguish between genuine biological variability and technical noise, a mean-dependent trend was fitted across expression variances values of endogenous genes^60^ (*trendVar* function of the scran package with loess trend and span of 0.05 to better fit the sparse data). The fitted technical noise was subtracted, and the residual component of the gene variance was used to denoise the principal component analysis with the *denoisePCA* function of the scran package. A t-stochastic neighbor embedding (t-SNE) was built with a perplexity of 30 using the top 500 most variable genes and the denoised expression matrix as input.

Clustering of cells into putative subpopulations was performed on normalized log-counts values using hierarchical clustering on the Euclidean distances between cells (with Ward’s criterion to minimize the total variance within each cluster; package cluster version 2.0.7-1). Cell clusters were identified by applying a dynamic tree cut (package dynamicTreeCut, version 1.63-1), which resulted in nine clusters. The *findMarkers* function of the scran package, which fits a linear model to the expression values for each gene using the limma framework, was used for the identification of marker genes specific for each cluster.

The R package SingleR (version 1.0.0) was used for reference-based annotation of the cell type of cells and identification of likely contaminants in our data set^31^. We used the Immunological Genome Project (ImmGen) mouse microarray data set^61^ as a reference, and retained the main reference cell types for plotting. An enrichment approach was also performed to identify the cell type of each of the clusters, based on the same reference, and gave similar results. Briefly, read counts of control cells of each cluster were summed to create nine pseudo-bulk samples^32^. Based on the clearly bimodal distribution of expression levels in these samples, and the reference samples, genes were classified as expressed or not-expressed in each sample. The significance of the overlap of expressed genes in each pseudo-bulk sample vs. all reference samples was assessed using a Fisher’s exact test. Up to ten top significant reference samples, sorted by decreasing odds ratio, are listed in Supplementary Data 4.

Differential expression between cKO and control cells stratified by differentiation stage was performed by summing the UMI counts of cells from each sample in each cluster when at least 20 cells could be aggregated. This resulted in a total of 32 aggregated samples, and at least 3 replicates per condition for each cluster. The genes were filtered to keep those with CPM (counts per million reads sequenced) values higher than 1 in at least three samples, and detected in at least 20 individual cells. The aggregated samples were then treated as bulk RNA-seq samples^32^: the package edgeR (version 3.24.2)^62^ was used to perform TMM normalization^63^, and to test for differential expression with the generalized linear model (GLM) framework. Genes with a false discovery rate lower than 5% were assumed as differentially expressed. Gene set enrichment analysis was done with the function camera^64^ using the default parameter value of 0.01 for the correlations of genes within gene sets, on gene sets from the Hallmark collection of the Molecular Signature Database (MSigDB, version 6.0)^65,66^. We considered only sets containing more than ten genes, and gene sets with a false discovery rate lower than 5% as significant.

Following, the building of a self-organizing map (SOM) and its minimal spanning tree was performed using the FlowSOM Bioconductor package (version 1.14.0)^67,68^, using the 30 first principal components of the denoised principal component analysis as input, and a 9 × 9 grid.

Two-dimensional cell densities were calculated with the kde2d function of the MASS package (version 7.3-50). Differential cell densities on pairs of principal components were calculated as the log_2_ of the ratio of the density of cKO cells over the density of control cells (after a prior count of 1e-03 was added to the density estimates).

Remaining statistical analysis on the expression data set analysis and plotting were performed using the R software (version 3.5.1).

### Scanning electron microscopy

After sorting of Ly6C^high^, Ly6C^mid^, and Ly6C^low^ monocytes and MHCII^−^ and MHCII^+^ macrophages, the respective cell suspension was dropwise added to polylysine-coated round 12-mm glass coverslips and incubated for 15 min. The sample-loaded glass coverslips were once submerged in A. dest. and subsequently dehydrated by an ascending alcohol series of 30%, 50%, 70%, 90%, and two times 100% EtOH each for 10 min. Dehydrated samples were transferred in liquid CO_2_ into the Autosamdri^®^-815 (Tousimis) and critical point dried. Dried samples were glued on an aluminum holder and coated with 20-nm gold in the sputter vacuum coater (Leica). Samples were imaged by the FEI Nova Nano SEM 230.

### Statistics and reproducibility

The data were analyzed with GraphPad Prism software (version 7.03), and are presented as dot plots in which the median of each experimental group is presented in addition to the individual samples. Statistical significance was calculated using the Mann–Whitney *U* test for two groups or using the Kruskal–Wallis test followed by the Dunn’s correction test for multiple comparisons. When the data are presented as a time course, the arithmetic mean ± SD is shown. Statistical significance was calculated using two-way ANOVA with the Sidak’s correction. Outliers were identified with the Grubb test during the analysis of data acquired from samples from the Swiss IBD Cohort only. The p-values are indicated as follows: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, and ****p ≤ 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Peer Review File

## Data Availability

The scRNA-seq data set is available in the GEO database under accession GSE126574. The Source data underlying the graphs in figures are provided in Supplementary Data 5. Other relevant data are available from the authors upon request.

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of additional supplementary items**

### **Supplementary Data 1 (10× genomics web summaries)**

Diagnostic plots for the 10× genomics sequencing of WT and cKO cells.

### **Supplementary Data 2**

Reference datasets retrieved from ImmGen used to identify the cell types per cluster.

### **Supplementary Data 3 (Plotly Visualization)**

3D-visualization of the scRNA-seq principle component analysis.

### **Supplementary Data 4**

Differentially expressed genes in CD98hc cKO cells over control cells for each cluster of the scRNA-seq data.

### **Supplementary Data 5**

Source data underlying the graphs in figures and supplementary material as a n excel file.

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 3 — Supplementary Data 1

colon1\_with\_EYFP — Cell Ranger
 

Cell Ranger · colon1\_with\_EYFP ·

{{ alerts.length}}

SUMMARY
    
ANALYSIS

The analysis detected some serious issues.  
 Details »

| Alert | | Value | Detail |
| --- | --- | --- | --- |
|  | **{{ alert.title }}** | {{ alert.value }} | {{ alert.message }} |

# Estimated Number of Cells

696

## Mean Reads per Cell

63,153

## Median Genes per Cell

1,657

Number of Reads
:   Total number of read pairs that were assigned to this library in demultiplexing.

Valid Barcodes
:   Fraction of reads with barcodes that match the whitelist after barcode correction.

Sequencing Saturation
:   The fraction of reads originating from an already-observed UMI. This is a function of library complexity and sequencing depth. More specifically, this is the fraction of confidently mapped, valid cell-barcode, valid UMI reads that had a non-unique (cell-barcode, UMI, gene). This metric was called "cDNA PCR Duplication" in versions of Cell Ranger prior to 1.2.

Q30 Bases in Barcode
:   Fraction of cell barcode bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in RNA Read
:   Fraction of RNA read bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator. This is Read 1 for the Single Cell 3' v1 chemistry and Read 2 for the Single Cell 3' v2 chemistry.

Q30 Bases in Sample Index
:   Fraction of sample index bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in UMI
:   Fraction of UMI bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

# Sequencing

|  |  |
| --- | --- |
| Number of Reads | 43,954,679 |
| Valid Barcodes | 96.9% |
| Sequencing Saturation | 78.5% |
| Q30 Bases in Barcode | 94.1% |
| Q30 Bases in RNA Read | 61.7% |
| Q30 Bases in Sample Index | 86.2% |
| Q30 Bases in UMI | 93.8% |

Reads Mapped to Genome
:   Fraction of reads that mapped to the genome.

Reads Mapped Confidently to Genome
:   Fraction of reads that mapped uniquely to the genome. If a gene mapped to exonic loci from a single gene and also to non-exonic loci, it is considered uniquely mapped to one of the exonic loci.

Reads Mapped Confidently to Intergenic Regions
:   Fraction of reads that mapped uniquely to an intergenic region of the genome.

Reads Mapped Confidently to Intronic Regions
:   Fraction of reads that mapped uniquely to an intronic region of the genome.

Reads Mapped Confidently to Exonic Regions
:   Fraction of reads that mapped uniquely to an exonic region of the genome.

Reads Mapped Confidently to Transcriptome
:   Fraction of reads that mapped to a unique gene in the transcriptome. The read must be consistent with annotated splice junctions. These reads are considered for UMI counting.

Reads Mapped Antisense to Gene
:   Fraction of reads confidently mapped to the transcriptome, but on the opposite strand of their annotated gene. A read is counted as antisense if it has any alignments that are consistent with an exon of a transcript but antisense to it, and has no sense alignments.

# Mapping

|  |  |
| --- | --- |
| Reads Mapped to Genome | 74.8% |
| Reads Mapped Confidently to Genome | 65.4% |
| Reads Mapped Confidently to Intergenic Regions | 3.5% |
| Reads Mapped Confidently to Intronic Regions | 10.0% |
| Reads Mapped Confidently to Exonic Regions | 51.8% |
| Reads Mapped Confidently to Transcriptome | 49.9% |
| Reads Mapped Antisense to Gene | 0.9% |

Estimated Number of Cells
:   The total number of barcodes associated with cell-containing partitions, estimated from the barcode count distribution.

Fraction Reads in Cells
:   The fraction of valid-barcode, confidently-mapped-to-transcriptome reads with cell-associated barcodes.

Mean Reads per Cell
:   The total number of sequenced reads divided by the number of barcodes associated with cell-containing partitions.

Median Genes per Cell
:   The median number of genes detected per cell-associated barcode. Detection is defined as the presence of at least 1 UMI count.

Total Genes Detected
:   The number of genes with at least one UMI count in any cell.

Median UMI Counts per Cell
:   The median number of UMI counts per cell-associated barcode.

# Cells

|  |  |
| --- | --- |
| Estimated Number of Cells | 696 |
| Fraction Reads in Cells | 85.2% |
| Mean Reads per Cell | 63,153 |
| Median Genes per Cell | 1,657 |
| Total Genes Detected | 14,508 |
| Median UMI Counts per Cell | 4,922 |

# Sample

|  |  |
| --- | --- |
| Name | colon1\_with\_EYFP |
| Description |  |
| Transcriptome | mm10 |
| Chemistry | Single Cell 3' v2 |
| Cell Ranger Version | 2.1.0 |

{{ filter.selected }}   

- {{ value }}

#### {{ title }}:

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  | Cluster {{ $index/2 }} | |  |
| {{ col.label }} |
| {{ cell }} | {{ cell.f }} |

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 3 — Supplementary Data 1

colon2\_with\_EYFP — Cell Ranger
 

Cell Ranger · colon2\_with\_EYFP ·

{{ alerts.length}}

SUMMARY
    
ANALYSIS

The analysis detected some serious issues.  
 Details »

| Alert | | Value | Detail |
| --- | --- | --- | --- |
|  | **{{ alert.title }}** | {{ alert.value }} | {{ alert.message }} |

# Estimated Number of Cells

495

## Mean Reads per Cell

74,116

## Median Genes per Cell

1,794

Number of Reads
:   Total number of read pairs that were assigned to this library in demultiplexing.

Valid Barcodes
:   Fraction of reads with barcodes that match the whitelist after barcode correction.

Sequencing Saturation
:   The fraction of reads originating from an already-observed UMI. This is a function of library complexity and sequencing depth. More specifically, this is the fraction of confidently mapped, valid cell-barcode, valid UMI reads that had a non-unique (cell-barcode, UMI, gene). This metric was called "cDNA PCR Duplication" in versions of Cell Ranger prior to 1.2.

Q30 Bases in Barcode
:   Fraction of cell barcode bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in RNA Read
:   Fraction of RNA read bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator. This is Read 1 for the Single Cell 3' v1 chemistry and Read 2 for the Single Cell 3' v2 chemistry.

Q30 Bases in Sample Index
:   Fraction of sample index bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in UMI
:   Fraction of UMI bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

# Sequencing

|  |  |
| --- | --- |
| Number of Reads | 36,687,694 |
| Valid Barcodes | 97.0% |
| Sequencing Saturation | 77.1% |
| Q30 Bases in Barcode | 94.0% |
| Q30 Bases in RNA Read | 60.4% |
| Q30 Bases in Sample Index | 85.2% |
| Q30 Bases in UMI | 93.6% |

Reads Mapped to Genome
:   Fraction of reads that mapped to the genome.

Reads Mapped Confidently to Genome
:   Fraction of reads that mapped uniquely to the genome. If a gene mapped to exonic loci from a single gene and also to non-exonic loci, it is considered uniquely mapped to one of the exonic loci.

Reads Mapped Confidently to Intergenic Regions
:   Fraction of reads that mapped uniquely to an intergenic region of the genome.

Reads Mapped Confidently to Intronic Regions
:   Fraction of reads that mapped uniquely to an intronic region of the genome.

Reads Mapped Confidently to Exonic Regions
:   Fraction of reads that mapped uniquely to an exonic region of the genome.

Reads Mapped Confidently to Transcriptome
:   Fraction of reads that mapped to a unique gene in the transcriptome. The read must be consistent with annotated splice junctions. These reads are considered for UMI counting.

Reads Mapped Antisense to Gene
:   Fraction of reads confidently mapped to the transcriptome, but on the opposite strand of their annotated gene. A read is counted as antisense if it has any alignments that are consistent with an exon of a transcript but antisense to it, and has no sense alignments.

# Mapping

|  |  |
| --- | --- |
| Reads Mapped to Genome | 73.5% |
| Reads Mapped Confidently to Genome | 63.7% |
| Reads Mapped Confidently to Intergenic Regions | 3.4% |
| Reads Mapped Confidently to Intronic Regions | 9.2% |
| Reads Mapped Confidently to Exonic Regions | 51.1% |
| Reads Mapped Confidently to Transcriptome | 49.4% |
| Reads Mapped Antisense to Gene | 0.9% |

Estimated Number of Cells
:   The total number of barcodes associated with cell-containing partitions, estimated from the barcode count distribution.

Fraction Reads in Cells
:   The fraction of valid-barcode, confidently-mapped-to-transcriptome reads with cell-associated barcodes.

Mean Reads per Cell
:   The total number of sequenced reads divided by the number of barcodes associated with cell-containing partitions.

Median Genes per Cell
:   The median number of genes detected per cell-associated barcode. Detection is defined as the presence of at least 1 UMI count.

Total Genes Detected
:   The number of genes with at least one UMI count in any cell.

Median UMI Counts per Cell
:   The median number of UMI counts per cell-associated barcode.

# Cells

|  |  |
| --- | --- |
| Estimated Number of Cells | 495 |
| Fraction Reads in Cells | 84.1% |
| Mean Reads per Cell | 74,116 |
| Median Genes per Cell | 1,794 |
| Total Genes Detected | 14,323 |
| Median UMI Counts per Cell | 5,667 |

# Sample

|  |  |
| --- | --- |
| Name | colon2\_with\_EYFP |
| Description |  |
| Transcriptome | mm10 |
| Chemistry | Single Cell 3' v2 |
| Cell Ranger Version | 2.1.0 |

{{ filter.selected }}   

- {{ value }}

#### {{ title }}:

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  | Cluster {{ $index/2 }} | |  |
| {{ col.label }} |
| {{ cell }} | {{ cell.f }} |

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 3 — Supplementary Data 1

colon3\_with\_EYFP — Cell Ranger
 

Cell Ranger · colon3\_with\_EYFP ·

{{ alerts.length}}

SUMMARY
    
ANALYSIS

The analysis detected some serious issues.  
 Details »

| Alert | | Value | Detail |
| --- | --- | --- | --- |
|  | **{{ alert.title }}** | {{ alert.value }} | {{ alert.message }} |

# Estimated Number of Cells

94

## Mean Reads per Cell

320,447

## Median Genes per Cell

1,630

Number of Reads
:   Total number of read pairs that were assigned to this library in demultiplexing.

Valid Barcodes
:   Fraction of reads with barcodes that match the whitelist after barcode correction.

Sequencing Saturation
:   The fraction of reads originating from an already-observed UMI. This is a function of library complexity and sequencing depth. More specifically, this is the fraction of confidently mapped, valid cell-barcode, valid UMI reads that had a non-unique (cell-barcode, UMI, gene). This metric was called "cDNA PCR Duplication" in versions of Cell Ranger prior to 1.2.

Q30 Bases in Barcode
:   Fraction of cell barcode bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in RNA Read
:   Fraction of RNA read bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator. This is Read 1 for the Single Cell 3' v1 chemistry and Read 2 for the Single Cell 3' v2 chemistry.

Q30 Bases in Sample Index
:   Fraction of sample index bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in UMI
:   Fraction of UMI bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

# Sequencing

|  |  |
| --- | --- |
| Number of Reads | 30,122,098 |
| Valid Barcodes | 96.1% |
| Sequencing Saturation | 94.3% |
| Q30 Bases in Barcode | 93.8% |
| Q30 Bases in RNA Read | 60.3% |
| Q30 Bases in Sample Index | 84.9% |
| Q30 Bases in UMI | 93.5% |

Reads Mapped to Genome
:   Fraction of reads that mapped to the genome.

Reads Mapped Confidently to Genome
:   Fraction of reads that mapped uniquely to the genome. If a gene mapped to exonic loci from a single gene and also to non-exonic loci, it is considered uniquely mapped to one of the exonic loci.

Reads Mapped Confidently to Intergenic Regions
:   Fraction of reads that mapped uniquely to an intergenic region of the genome.

Reads Mapped Confidently to Intronic Regions
:   Fraction of reads that mapped uniquely to an intronic region of the genome.

Reads Mapped Confidently to Exonic Regions
:   Fraction of reads that mapped uniquely to an exonic region of the genome.

Reads Mapped Confidently to Transcriptome
:   Fraction of reads that mapped to a unique gene in the transcriptome. The read must be consistent with annotated splice junctions. These reads are considered for UMI counting.

Reads Mapped Antisense to Gene
:   Fraction of reads confidently mapped to the transcriptome, but on the opposite strand of their annotated gene. A read is counted as antisense if it has any alignments that are consistent with an exon of a transcript but antisense to it, and has no sense alignments.

# Mapping

|  |  |
| --- | --- |
| Reads Mapped to Genome | 69.6% |
| Reads Mapped Confidently to Genome | 59.5% |
| Reads Mapped Confidently to Intergenic Regions | 3.1% |
| Reads Mapped Confidently to Intronic Regions | 8.0% |
| Reads Mapped Confidently to Exonic Regions | 48.4% |
| Reads Mapped Confidently to Transcriptome | 46.7% |
| Reads Mapped Antisense to Gene | 0.9% |

Estimated Number of Cells
:   The total number of barcodes associated with cell-containing partitions, estimated from the barcode count distribution.

Fraction Reads in Cells
:   The fraction of valid-barcode, confidently-mapped-to-transcriptome reads with cell-associated barcodes.

Mean Reads per Cell
:   The total number of sequenced reads divided by the number of barcodes associated with cell-containing partitions.

Median Genes per Cell
:   The median number of genes detected per cell-associated barcode. Detection is defined as the presence of at least 1 UMI count.

Total Genes Detected
:   The number of genes with at least one UMI count in any cell.

Median UMI Counts per Cell
:   The median number of UMI counts per cell-associated barcode.

# Cells

|  |  |
| --- | --- |
| Estimated Number of Cells | 94 |
| Fraction Reads in Cells | 85.0% |
| Mean Reads per Cell | 320,447 |
| Median Genes per Cell | 1,630 |
| Total Genes Detected | 11,916 |
| Median UMI Counts per Cell | 5,160 |

# Sample

|  |  |
| --- | --- |
| Name | colon3\_with\_EYFP |
| Description |  |
| Transcriptome | mm10 |
| Chemistry | Single Cell 3' v2 |
| Cell Ranger Version | 2.1.0 |

{{ filter.selected }}   

- {{ value }}

#### {{ title }}:

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  | Cluster {{ $index/2 }} | |  |
| {{ col.label }} |
| {{ cell }} | {{ cell.f }} |

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 3 — Supplementary Data 1

colon4\_with\_EYFP — Cell Ranger
 

Cell Ranger · colon4\_with\_EYFP ·

{{ alerts.length}}

SUMMARY
    
ANALYSIS

The analysis detected some serious issues.  
 Details »

| Alert | | Value | Detail |
| --- | --- | --- | --- |
|  | **{{ alert.title }}** | {{ alert.value }} | {{ alert.message }} |

# Estimated Number of Cells

536

## Mean Reads per Cell

53,893

## Median Genes per Cell

1,666

Number of Reads
:   Total number of read pairs that were assigned to this library in demultiplexing.

Valid Barcodes
:   Fraction of reads with barcodes that match the whitelist after barcode correction.

Sequencing Saturation
:   The fraction of reads originating from an already-observed UMI. This is a function of library complexity and sequencing depth. More specifically, this is the fraction of confidently mapped, valid cell-barcode, valid UMI reads that had a non-unique (cell-barcode, UMI, gene). This metric was called "cDNA PCR Duplication" in versions of Cell Ranger prior to 1.2.

Q30 Bases in Barcode
:   Fraction of cell barcode bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in RNA Read
:   Fraction of RNA read bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator. This is Read 1 for the Single Cell 3' v1 chemistry and Read 2 for the Single Cell 3' v2 chemistry.

Q30 Bases in Sample Index
:   Fraction of sample index bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in UMI
:   Fraction of UMI bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

# Sequencing

|  |  |
| --- | --- |
| Number of Reads | 28,886,929 |
| Valid Barcodes | 96.7% |
| Sequencing Saturation | 72.6% |
| Q30 Bases in Barcode | 93.5% |
| Q30 Bases in RNA Read | 57.9% |
| Q30 Bases in Sample Index | 82.1% |
| Q30 Bases in UMI | 93.1% |

Reads Mapped to Genome
:   Fraction of reads that mapped to the genome.

Reads Mapped Confidently to Genome
:   Fraction of reads that mapped uniquely to the genome. If a gene mapped to exonic loci from a single gene and also to non-exonic loci, it is considered uniquely mapped to one of the exonic loci.

Reads Mapped Confidently to Intergenic Regions
:   Fraction of reads that mapped uniquely to an intergenic region of the genome.

Reads Mapped Confidently to Intronic Regions
:   Fraction of reads that mapped uniquely to an intronic region of the genome.

Reads Mapped Confidently to Exonic Regions
:   Fraction of reads that mapped uniquely to an exonic region of the genome.

Reads Mapped Confidently to Transcriptome
:   Fraction of reads that mapped to a unique gene in the transcriptome. The read must be consistent with annotated splice junctions. These reads are considered for UMI counting.

Reads Mapped Antisense to Gene
:   Fraction of reads confidently mapped to the transcriptome, but on the opposite strand of their annotated gene. A read is counted as antisense if it has any alignments that are consistent with an exon of a transcript but antisense to it, and has no sense alignments.

# Mapping

|  |  |
| --- | --- |
| Reads Mapped to Genome | 70.2% |
| Reads Mapped Confidently to Genome | 61.4% |
| Reads Mapped Confidently to Intergenic Regions | 3.8% |
| Reads Mapped Confidently to Intronic Regions | 9.2% |
| Reads Mapped Confidently to Exonic Regions | 48.4% |
| Reads Mapped Confidently to Transcriptome | 46.5% |
| Reads Mapped Antisense to Gene | 0.9% |

Estimated Number of Cells
:   The total number of barcodes associated with cell-containing partitions, estimated from the barcode count distribution.

Fraction Reads in Cells
:   The fraction of valid-barcode, confidently-mapped-to-transcriptome reads with cell-associated barcodes.

Mean Reads per Cell
:   The total number of sequenced reads divided by the number of barcodes associated with cell-containing partitions.

Median Genes per Cell
:   The median number of genes detected per cell-associated barcode. Detection is defined as the presence of at least 1 UMI count.

Total Genes Detected
:   The number of genes with at least one UMI count in any cell.

Median UMI Counts per Cell
:   The median number of UMI counts per cell-associated barcode.

# Cells

|  |  |
| --- | --- |
| Estimated Number of Cells | 536 |
| Fraction Reads in Cells | 85.3% |
| Mean Reads per Cell | 53,893 |
| Median Genes per Cell | 1,666 |
| Total Genes Detected | 13,906 |
| Median UMI Counts per Cell | 5,098 |

# Sample

|  |  |
| --- | --- |
| Name | colon4\_with\_EYFP |
| Description |  |
| Transcriptome | mm10 |
| Chemistry | Single Cell 3' v2 |
| Cell Ranger Version | 2.1.0 |

{{ filter.selected }}   

- {{ value }}

#### {{ title }}:

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  | Cluster {{ $index/2 }} | |  |
| {{ col.label }} |
| {{ cell }} | {{ cell.f }} |

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 3 — Supplementary Data 1

colon5\_with\_EYFP — Cell Ranger
 

Cell Ranger · colon5\_with\_EYFP ·

{{ alerts.length}}

SUMMARY
    
ANALYSIS

The analysis detected some serious issues.  
 Details »

| Alert | | Value | Detail |
| --- | --- | --- | --- |
|  | **{{ alert.title }}** | {{ alert.value }} | {{ alert.message }} |

# Estimated Number of Cells

95

## Mean Reads per Cell

455,324

## Median Genes per Cell

1,476

Number of Reads
:   Total number of read pairs that were assigned to this library in demultiplexing.

Valid Barcodes
:   Fraction of reads with barcodes that match the whitelist after barcode correction.

Sequencing Saturation
:   The fraction of reads originating from an already-observed UMI. This is a function of library complexity and sequencing depth. More specifically, this is the fraction of confidently mapped, valid cell-barcode, valid UMI reads that had a non-unique (cell-barcode, UMI, gene). This metric was called "cDNA PCR Duplication" in versions of Cell Ranger prior to 1.2.

Q30 Bases in Barcode
:   Fraction of cell barcode bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in RNA Read
:   Fraction of RNA read bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator. This is Read 1 for the Single Cell 3' v1 chemistry and Read 2 for the Single Cell 3' v2 chemistry.

Q30 Bases in Sample Index
:   Fraction of sample index bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in UMI
:   Fraction of UMI bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

# Sequencing

|  |  |
| --- | --- |
| Number of Reads | 43,255,792 |
| Valid Barcodes | 96.7% |
| Sequencing Saturation | 96.6% |
| Q30 Bases in Barcode | 94.1% |
| Q30 Bases in RNA Read | 60.7% |
| Q30 Bases in Sample Index | 85.6% |
| Q30 Bases in UMI | 93.7% |

Reads Mapped to Genome
:   Fraction of reads that mapped to the genome.

Reads Mapped Confidently to Genome
:   Fraction of reads that mapped uniquely to the genome. If a gene mapped to exonic loci from a single gene and also to non-exonic loci, it is considered uniquely mapped to one of the exonic loci.

Reads Mapped Confidently to Intergenic Regions
:   Fraction of reads that mapped uniquely to an intergenic region of the genome.

Reads Mapped Confidently to Intronic Regions
:   Fraction of reads that mapped uniquely to an intronic region of the genome.

Reads Mapped Confidently to Exonic Regions
:   Fraction of reads that mapped uniquely to an exonic region of the genome.

Reads Mapped Confidently to Transcriptome
:   Fraction of reads that mapped to a unique gene in the transcriptome. The read must be consistent with annotated splice junctions. These reads are considered for UMI counting.

Reads Mapped Antisense to Gene
:   Fraction of reads confidently mapped to the transcriptome, but on the opposite strand of their annotated gene. A read is counted as antisense if it has any alignments that are consistent with an exon of a transcript but antisense to it, and has no sense alignments.

# Mapping

|  |  |
| --- | --- |
| Reads Mapped to Genome | 74.5% |
| Reads Mapped Confidently to Genome | 65.7% |
| Reads Mapped Confidently to Intergenic Regions | 5.0% |
| Reads Mapped Confidently to Intronic Regions | 12.9% |
| Reads Mapped Confidently to Exonic Regions | 47.8% |
| Reads Mapped Confidently to Transcriptome | 46.1% |
| Reads Mapped Antisense to Gene | 0.8% |

Estimated Number of Cells
:   The total number of barcodes associated with cell-containing partitions, estimated from the barcode count distribution.

Fraction Reads in Cells
:   The fraction of valid-barcode, confidently-mapped-to-transcriptome reads with cell-associated barcodes.

Mean Reads per Cell
:   The total number of sequenced reads divided by the number of barcodes associated with cell-containing partitions.

Median Genes per Cell
:   The median number of genes detected per cell-associated barcode. Detection is defined as the presence of at least 1 UMI count.

Total Genes Detected
:   The number of genes with at least one UMI count in any cell.

Median UMI Counts per Cell
:   The median number of UMI counts per cell-associated barcode.

# Cells

|  |  |
| --- | --- |
| Estimated Number of Cells | 95 |
| Fraction Reads in Cells | 86.0% |
| Mean Reads per Cell | 455,324 |
| Median Genes per Cell | 1,476 |
| Total Genes Detected | 11,447 |
| Median UMI Counts per Cell | 4,568 |

# Sample

|  |  |
| --- | --- |
| Name | colon5\_with\_EYFP |
| Description |  |
| Transcriptome | mm10 |
| Chemistry | Single Cell 3' v2 |
| Cell Ranger Version | 2.1.0 |

{{ filter.selected }}   

- {{ value }}

#### {{ title }}:

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  | Cluster {{ $index/2 }} | |  |
| {{ col.label }} |
| {{ cell }} | {{ cell.f }} |

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 3 — Supplementary Data 1

colon6\_with\_EYFP — Cell Ranger
 

Cell Ranger · colon6\_with\_EYFP ·

{{ alerts.length}}

SUMMARY
    
ANALYSIS

The analysis detected some serious issues.  
 Details »

| Alert | | Value | Detail |
| --- | --- | --- | --- |
|  | **{{ alert.title }}** | {{ alert.value }} | {{ alert.message }} |

# Estimated Number of Cells

387

## Mean Reads per Cell

103,541

## Median Genes per Cell

1,378

Number of Reads
:   Total number of read pairs that were assigned to this library in demultiplexing.

Valid Barcodes
:   Fraction of reads with barcodes that match the whitelist after barcode correction.

Sequencing Saturation
:   The fraction of reads originating from an already-observed UMI. This is a function of library complexity and sequencing depth. More specifically, this is the fraction of confidently mapped, valid cell-barcode, valid UMI reads that had a non-unique (cell-barcode, UMI, gene). This metric was called "cDNA PCR Duplication" in versions of Cell Ranger prior to 1.2.

Q30 Bases in Barcode
:   Fraction of cell barcode bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in RNA Read
:   Fraction of RNA read bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator. This is Read 1 for the Single Cell 3' v1 chemistry and Read 2 for the Single Cell 3' v2 chemistry.

Q30 Bases in Sample Index
:   Fraction of sample index bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in UMI
:   Fraction of UMI bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

# Sequencing

|  |  |
| --- | --- |
| Number of Reads | 40,070,415 |
| Valid Barcodes | 96.7% |
| Sequencing Saturation | 85.8% |
| Q30 Bases in Barcode | 93.9% |
| Q30 Bases in RNA Read | 60.5% |
| Q30 Bases in Sample Index | 84.4% |
| Q30 Bases in UMI | 93.6% |

Reads Mapped to Genome
:   Fraction of reads that mapped to the genome.

Reads Mapped Confidently to Genome
:   Fraction of reads that mapped uniquely to the genome. If a gene mapped to exonic loci from a single gene and also to non-exonic loci, it is considered uniquely mapped to one of the exonic loci.

Reads Mapped Confidently to Intergenic Regions
:   Fraction of reads that mapped uniquely to an intergenic region of the genome.

Reads Mapped Confidently to Intronic Regions
:   Fraction of reads that mapped uniquely to an intronic region of the genome.

Reads Mapped Confidently to Exonic Regions
:   Fraction of reads that mapped uniquely to an exonic region of the genome.

Reads Mapped Confidently to Transcriptome
:   Fraction of reads that mapped to a unique gene in the transcriptome. The read must be consistent with annotated splice junctions. These reads are considered for UMI counting.

Reads Mapped Antisense to Gene
:   Fraction of reads confidently mapped to the transcriptome, but on the opposite strand of their annotated gene. A read is counted as antisense if it has any alignments that are consistent with an exon of a transcript but antisense to it, and has no sense alignments.

# Mapping

|  |  |
| --- | --- |
| Reads Mapped to Genome | 72.2% |
| Reads Mapped Confidently to Genome | 63.1% |
| Reads Mapped Confidently to Intergenic Regions | 4.0% |
| Reads Mapped Confidently to Intronic Regions | 10.4% |
| Reads Mapped Confidently to Exonic Regions | 48.6% |
| Reads Mapped Confidently to Transcriptome | 46.7% |
| Reads Mapped Antisense to Gene | 1.0% |

Estimated Number of Cells
:   The total number of barcodes associated with cell-containing partitions, estimated from the barcode count distribution.

Fraction Reads in Cells
:   The fraction of valid-barcode, confidently-mapped-to-transcriptome reads with cell-associated barcodes.

Mean Reads per Cell
:   The total number of sequenced reads divided by the number of barcodes associated with cell-containing partitions.

Median Genes per Cell
:   The median number of genes detected per cell-associated barcode. Detection is defined as the presence of at least 1 UMI count.

Total Genes Detected
:   The number of genes with at least one UMI count in any cell.

Median UMI Counts per Cell
:   The median number of UMI counts per cell-associated barcode.

# Cells

|  |  |
| --- | --- |
| Estimated Number of Cells | 387 |
| Fraction Reads in Cells | 70.4% |
| Mean Reads per Cell | 103,541 |
| Median Genes per Cell | 1,378 |
| Total Genes Detected | 13,055 |
| Median UMI Counts per Cell | 3,739 |

# Sample

|  |  |
| --- | --- |
| Name | colon6\_with\_EYFP |
| Description |  |
| Transcriptome | mm10 |
| Chemistry | Single Cell 3' v2 |
| Cell Ranger Version | 2.1.0 |

{{ filter.selected }}   

- {{ value }}

#### {{ title }}:

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  | Cluster {{ $index/2 }} | |  |
| {{ col.label }} |
| {{ cell }} | {{ cell.f }} |

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 3 — Supplementary Data 1

colon7\_with\_EYFP — Cell Ranger
 

Cell Ranger · colon7\_with\_EYFP ·

{{ alerts.length}}

SUMMARY
    
ANALYSIS

The analysis detected some serious issues.  
 Details »

| Alert | | Value | Detail |
| --- | --- | --- | --- |
|  | **{{ alert.title }}** | {{ alert.value }} | {{ alert.message }} |

# Estimated Number of Cells

506

## Mean Reads per Cell

65,280

## Median Genes per Cell

1,680

Number of Reads
:   Total number of read pairs that were assigned to this library in demultiplexing.

Valid Barcodes
:   Fraction of reads with barcodes that match the whitelist after barcode correction.

Sequencing Saturation
:   The fraction of reads originating from an already-observed UMI. This is a function of library complexity and sequencing depth. More specifically, this is the fraction of confidently mapped, valid cell-barcode, valid UMI reads that had a non-unique (cell-barcode, UMI, gene). This metric was called "cDNA PCR Duplication" in versions of Cell Ranger prior to 1.2.

Q30 Bases in Barcode
:   Fraction of cell barcode bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in RNA Read
:   Fraction of RNA read bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator. This is Read 1 for the Single Cell 3' v1 chemistry and Read 2 for the Single Cell 3' v2 chemistry.

Q30 Bases in Sample Index
:   Fraction of sample index bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in UMI
:   Fraction of UMI bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

# Sequencing

|  |  |
| --- | --- |
| Number of Reads | 33,031,702 |
| Valid Barcodes | 96.9% |
| Sequencing Saturation | 81.3% |
| Q30 Bases in Barcode | 93.9% |
| Q30 Bases in RNA Read | 60.7% |
| Q30 Bases in Sample Index | 84.5% |
| Q30 Bases in UMI | 93.5% |

Reads Mapped to Genome
:   Fraction of reads that mapped to the genome.

Reads Mapped Confidently to Genome
:   Fraction of reads that mapped uniquely to the genome. If a gene mapped to exonic loci from a single gene and also to non-exonic loci, it is considered uniquely mapped to one of the exonic loci.

Reads Mapped Confidently to Intergenic Regions
:   Fraction of reads that mapped uniquely to an intergenic region of the genome.

Reads Mapped Confidently to Intronic Regions
:   Fraction of reads that mapped uniquely to an intronic region of the genome.

Reads Mapped Confidently to Exonic Regions
:   Fraction of reads that mapped uniquely to an exonic region of the genome.

Reads Mapped Confidently to Transcriptome
:   Fraction of reads that mapped to a unique gene in the transcriptome. The read must be consistent with annotated splice junctions. These reads are considered for UMI counting.

Reads Mapped Antisense to Gene
:   Fraction of reads confidently mapped to the transcriptome, but on the opposite strand of their annotated gene. A read is counted as antisense if it has any alignments that are consistent with an exon of a transcript but antisense to it, and has no sense alignments.

# Mapping

|  |  |
| --- | --- |
| Reads Mapped to Genome | 73.1% |
| Reads Mapped Confidently to Genome | 64.4% |
| Reads Mapped Confidently to Intergenic Regions | 3.4% |
| Reads Mapped Confidently to Intronic Regions | 9.2% |
| Reads Mapped Confidently to Exonic Regions | 51.8% |
| Reads Mapped Confidently to Transcriptome | 50.0% |
| Reads Mapped Antisense to Gene | 0.9% |

Estimated Number of Cells
:   The total number of barcodes associated with cell-containing partitions, estimated from the barcode count distribution.

Fraction Reads in Cells
:   The fraction of valid-barcode, confidently-mapped-to-transcriptome reads with cell-associated barcodes.

Mean Reads per Cell
:   The total number of sequenced reads divided by the number of barcodes associated with cell-containing partitions.

Median Genes per Cell
:   The median number of genes detected per cell-associated barcode. Detection is defined as the presence of at least 1 UMI count.

Total Genes Detected
:   The number of genes with at least one UMI count in any cell.

Median UMI Counts per Cell
:   The median number of UMI counts per cell-associated barcode.

# Cells

|  |  |
| --- | --- |
| Estimated Number of Cells | 506 |
| Fraction Reads in Cells | 86.9% |
| Mean Reads per Cell | 65,280 |
| Median Genes per Cell | 1,680 |
| Total Genes Detected | 13,173 |
| Median UMI Counts per Cell | 4,985 |

# Sample

|  |  |
| --- | --- |
| Name | colon7\_with\_EYFP |
| Description |  |
| Transcriptome | mm10 |
| Chemistry | Single Cell 3' v2 |
| Cell Ranger Version | 2.1.0 |

{{ filter.selected }}   

- {{ value }}

#### {{ title }}:

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  | Cluster {{ $index/2 }} | |  |
| {{ col.label }} |
| {{ cell }} | {{ cell.f }} |

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 3 — Supplementary Data 1

colon8\_with\_EYFP — Cell Ranger
 

Cell Ranger · colon8\_with\_EYFP ·

{{ alerts.length}}

SUMMARY
    
ANALYSIS

The analysis detected some serious issues.  
 Details »

| Alert | | Value | Detail |
| --- | --- | --- | --- |
|  | **{{ alert.title }}** | {{ alert.value }} | {{ alert.message }} |

# Estimated Number of Cells

435

## Mean Reads per Cell

97,441

## Median Genes per Cell

1,614

Number of Reads
:   Total number of read pairs that were assigned to this library in demultiplexing.

Valid Barcodes
:   Fraction of reads with barcodes that match the whitelist after barcode correction.

Sequencing Saturation
:   The fraction of reads originating from an already-observed UMI. This is a function of library complexity and sequencing depth. More specifically, this is the fraction of confidently mapped, valid cell-barcode, valid UMI reads that had a non-unique (cell-barcode, UMI, gene). This metric was called "cDNA PCR Duplication" in versions of Cell Ranger prior to 1.2.

Q30 Bases in Barcode
:   Fraction of cell barcode bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in RNA Read
:   Fraction of RNA read bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator. This is Read 1 for the Single Cell 3' v1 chemistry and Read 2 for the Single Cell 3' v2 chemistry.

Q30 Bases in Sample Index
:   Fraction of sample index bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

Q30 Bases in UMI
:   Fraction of UMI bases with Q-score >= 30, excluding very low quality/no-call (Q <= 2) bases from the denominator.

# Sequencing

|  |  |
| --- | --- |
| Number of Reads | 42,387,186 |
| Valid Barcodes | 96.9% |
| Sequencing Saturation | 85.9% |
| Q30 Bases in Barcode | 93.9% |
| Q30 Bases in RNA Read | 60.9% |
| Q30 Bases in Sample Index | 84.5% |
| Q30 Bases in UMI | 93.5% |

Reads Mapped to Genome
:   Fraction of reads that mapped to the genome.

Reads Mapped Confidently to Genome
:   Fraction of reads that mapped uniquely to the genome. If a gene mapped to exonic loci from a single gene and also to non-exonic loci, it is considered uniquely mapped to one of the exonic loci.

Reads Mapped Confidently to Intergenic Regions
:   Fraction of reads that mapped uniquely to an intergenic region of the genome.

Reads Mapped Confidently to Intronic Regions
:   Fraction of reads that mapped uniquely to an intronic region of the genome.

Reads Mapped Confidently to Exonic Regions
:   Fraction of reads that mapped uniquely to an exonic region of the genome.

Reads Mapped Confidently to Transcriptome
:   Fraction of reads that mapped to a unique gene in the transcriptome. The read must be consistent with annotated splice junctions. These reads are considered for UMI counting.

Reads Mapped Antisense to Gene
:   Fraction of reads confidently mapped to the transcriptome, but on the opposite strand of their annotated gene. A read is counted as antisense if it has any alignments that are consistent with an exon of a transcript but antisense to it, and has no sense alignments.

# Mapping

|  |  |
| --- | --- |
| Reads Mapped to Genome | 73.4% |
| Reads Mapped Confidently to Genome | 64.3% |
| Reads Mapped Confidently to Intergenic Regions | 3.8% |
| Reads Mapped Confidently to Intronic Regions | 9.6% |
| Reads Mapped Confidently to Exonic Regions | 50.9% |
| Reads Mapped Confidently to Transcriptome | 49.1% |
| Reads Mapped Antisense to Gene | 0.9% |

Estimated Number of Cells
:   The total number of barcodes associated with cell-containing partitions, estimated from the barcode count distribution.

Fraction Reads in Cells
:   The fraction of valid-barcode, confidently-mapped-to-transcriptome reads with cell-associated barcodes.

Mean Reads per Cell
:   The total number of sequenced reads divided by the number of barcodes associated with cell-containing partitions.

Median Genes per Cell
:   The median number of genes detected per cell-associated barcode. Detection is defined as the presence of at least 1 UMI count.

Total Genes Detected
:   The number of genes with at least one UMI count in any cell.

Median UMI Counts per Cell
:   The median number of UMI counts per cell-associated barcode.

# Cells

|  |  |
| --- | --- |
| Estimated Number of Cells | 435 |
| Fraction Reads in Cells | 85.0% |
| Mean Reads per Cell | 97,441 |
| Median Genes per Cell | 1,614 |
| Total Genes Detected | 13,704 |
| Median UMI Counts per Cell | 4,875 |

# Sample

|  |  |
| --- | --- |
| Name | colon8\_with\_EYFP |
| Description |  |
| Transcriptome | mm10 |
| Chemistry | Single Cell 3' v2 |
| Cell Ranger Version | 2.1.0 |

{{ filter.selected }}   

- {{ value }}

#### {{ title }}:

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

|  |  |  |  |  |
| --- | --- | --- | --- | --- |
|  |  | Cluster {{ $index/2 }} | |  |
| {{ col.label }} |
| {{ cell }} | {{ cell.f }} |

{{ chart.description }}

## {{ chart.title }}

{{ chart.description }}

## {{ chart.title }}

# Supplementary material for: Loss of the branched-chain amino acid transporter CD98hc alters the development of colonic macrophages in mice
**Source:** Commun Biol. 2020 Mar 18;3:130. doi: 10.1038/s42003-020-0842-3
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

FACSDiva, FlowJo

Data analysis

GraphPad PRISM, Excel, ImageJ, FlowJo, FACSDiva, Adobe Illustrator, NIS-Elements C, BioStation IM, QuantStudio™ Real-Time PCR

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The scRNA-seq data have been uploaded at GEO (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126574> )

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------|
| Sample size     | Number of animals are given; specific sample size calculations before the experiment were not carried out. |
| Data exclusions | All obtained data were included                                                                            |
| Replication     | Experiments were replicated multiple times                                                                 |
| Randomization   | Randomization for animal selection was not persued                                                         |
| Blinding        | Scoring of animals and asessemnt of histological scores was carried out in a blinded fashion               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | biotin-conjugated anti-CD3 145-2C11, biotin-conjugated anti-CD19 6D5, biotin-conjugated anti-NK1.1 PK136, biotin-conjugated anti-Ly6G 1A8, biotin-conjugated anti-Ter119 TER-119, biotin-conjugated anti-F4/80 BM8, Alexa Fluor 700-conjugated anti-I-A/I-E M5/114.15.2, PerCP/Cy5.5-conjugated anti-Ly6C HK1.4, PE/Cy7-conjugated anti-CD11b M1/70, PE/Cy7-conjugated Annexin V, PE-conjugated anti-CD98 RL388, Brilliant Violet 711-conjugated anti-CD64 X54-5/71, APC-conjugated anti-F4/80 BM8, Pacific Blue-conjugated anti-CD29 HM $\beta$ 1-1, Alexa Fluor 700-conjugated anti-CD3 17A2, Brilliant Violet 510-conjugated anti-CD4 GK1.5, PerCP or PerCP/Cy5.5-conjugated anti-CD8 53-6.7, APC/Fire 750-conjugated anti-CD11c N418, APC-conjugated anti-Ly6G 1A8, Brilliant Violet 785-conjugated anti-CD19 6D5, APC-conjugated anti-CD207 4C7, PE/Dazzle-conjugated anti-CD115 AFS98, APC-conjugated anti-CD135 A2F10, PE/Dazzle-conjugated anti-CD14 Sa14-2, PerCP/Cy5.5-conjugated CD81 Eat-2 (all BioLegend), APC-conjugated anti-CCR2 475301 (R&D Systems), eVolve 655-conjugated anti-CD45 30-F11 (eBioscience), Brilliant Blue 515-conjugated anti-CD117 2B8, Brilliant Violet 786-conjugated anti-CD72 K10.6 (all BD Bioscience), Alexa Fluor 488-conjugated anti-phospho-S6 ribosomal protein (Ser235/236) D57.2.2E, unconjugated anti-phospho-p70S6 Kinase (Thr389) 108D2, PE-conjugated anti-rabbit IgG (all Cell Signaling), unconjugated anti-Zeb2 CUK2 (provided by E.S.), DyLight 405-conjugated anti-rabbit IgG (Jackson ImmunoResearch). |
| Validation      | Antibodies were used in consideration of the manufacture's recommendations and titrated before use. Specific validations have not been carried out.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Cx3cr1-GFP (B6.129P-Cx3cr1tm1Litt/J) and Cx3cr1CreER (B6.129P2(Cg)-Cx3cr1tm2.1(cre/ERT2)Litt/WganJ) were obtained from the Jackson Laboratory (Bar harbor, ME). CD98hcflox/flox were provided by Hideki Tsumura and Morihiro Ito. C57BL/6, B6.Ly5.1 (B6.SJL-Ptprca Pepcb/BoyJ) and CCR2-/- (B6.129S4-Ccr2tm1fc/J) strains were bread at the animal facility of the University of |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Basel, Switzerland.

Wild animals

No wild animals were used

Field-collected samples

No Field-collected samples were used

Ethics oversight

Animal protocols were approved by the animal welfare committee Canton Basel Stadt (animal protocol #2854\_27600)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics

Patients diagnosed with Crohn's disease or ulcerative colitis were included into the study. Detailed patient characteristics are given in supplementary table 3 and in supplementary table 4.

Recruitment

Healthy and inflammatory bowel disease patients were recruited at the University Hospital Basel, Switzerland (Basel IBD Cohort). Biopsies were also obtained from the SwissIBD Cohort which is a national Swiss IBD cohort to which Swiss gastroenterologist include patients. The project has been approved by the Swiss IBD Cohort scientific committee (SwissIBD cohort project 2016-12).

Ethics oversight

The Ethics Committee for Northwest and Central Switzerland (EKNZ) approved the protocol (EKBB 139/13 (PB 2016.02242))

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Isolation of bone marrow cells

After the preparation of femurs and tibias, connective tissues and muscles were removed and the bones were opened at the epiphysis. A syringe with a 25-gauge needle was placed into the ends of the opened femurs and tibias. Bone marrow cells were flushed out with RPMI 1640 medium (Sigma). The collected cells were passed through a 70 µm cell strainer to remove cell clumps and bone fragments.

Colonic lamina propria cell isolation

The isolated colon was opened longitudinally and washed with PBS to remove debris and mucus. The intestinal epithelium was removed by incubation in 5 mM EDTA in Ca<sup>2+</sup>/Mg<sup>2+</sup>-free PBS at 37°C under gentle shaking for 10 min for a total of three incubations. After every incubation cycle the tubes were vortexed for 30 s and the tissue pieces were transferred into fresh EDTA/PBS. The colon was washed in PBS to remove residual EDTA. The tissue was cut as small as possible and digested with 0.5 mg/ml Collagenase type VIII (Sigma-Aldrich) and 10 U/ml DNase (Roche) in RPMI 1640 for 20-25 min at 37°C in a water bath with continuous shaking (200 rpm). Every 5 min, the tubes were vortexed manually for 30 s. Supernatants were collected and passed through a 70 µm cell strainer, and cLP cells were pelleted by centrifugation. The cells were counted and processed for flow cytometry analysis.

Microglia

Mouse brain was prepared, chopped into small pieces, and passed through a 70 µm cell strainer. Then, the microglia was enriched using the CD11b (Microglia) MicroBeads Kit (Miltenyi Biotec) according to the manufacturer's protocol.

Cardiac macrophage

At least five minutes before the animals were sacrificed the mice, circulating leukocytes were labelled by intravenously injection of 1 µg anti-mouse CD45-Superbright in a final volume of 200 µl PBS per mouse using an insulin syringe. The heart was prepared by open the chest under the sternum after cutting through the ribs. The right atrium was then opened followed by gentle perfusion of the heart through the apex with 20 ml of cold 1X PBS (~7-9 ml/min). Then the right ventricle was perfused. Afterwards, the atria were dissected from the ventricles and discarded. The isolated ventricles were then transferred into 1.5 ml tubes containing 1 mL cold digestion medium (1X PBS with 100 µg/ml collagenase IV (Sigma)), in which the heart was cut into small pieces. For digestion, the samples were incubated at 37°C for 45 min with gentle shaking (~30 rpm) in digestion medium. Samples were mechanically homogenized by up and down motions through a 1 ml syringe capped with an 18 G needle. Afterwards, the samples were transferred into a 50 ml tube through a 70 µm cell strainer to remove the tissue stroma. Cells were pelleted by centrifugation. Supernatant was discarded and erythrocytes were eliminated by blood cell lysis buffer for ~3 min. Cells were washed with 10 ml FACS buffer.

**Yolk sac cell isolation**

The yolk sac (YS) was harvested from embryos at E8.5. Embryos were exsanguinated through decapitation in PBS containing 3% fetal calf serum (FCS, Gibco). To obtain single-cell suspension the YS was incubated in RPMI 1640 medium containing 1 mg/ml collagenase type VIII, 100 U/ml DNase I and 3% FCS at 37°C for 30 min. The digested YS was poured through a 70 µm cell strainer and erythrocytes were lysed (3–5 min at RT with Tris-Lysing buffer (144 mM NH<sub>4</sub>Cl, 17 mM Tris)). Cells were counted and processed for flow cytometry analysis.

**Liver perfusion and liver cell isolation**

The portal vein of an anesthetized (Isoflurane) animal was punctured with a 25-gauge needle. The liver was perfused with 10 ml liver perfusion medium (Gibco) followed by 5 ml liver digest medium (Gibco) after cutting the lower vena cava. Following removal of the gallbladder, the liver was placed into a petri dish and cut into small pieces. The tissue pieces were transferred into a 50 ml tube containing 5 ml liver digest medium and digested for 30 min at 37°C. Afterwards, the digested tissue was poured and mashed through a metal cell strainer to remove connective tissue and centrifuged for 5 min and 500 rpm at RT. The supernatant (solution A) and pellet (solution B) were separated into two tubes. The solution A was centrifuged for 5 min and 1400 rpm at RT. To solution B 40 ml PBS was added and centrifuged for 5 min and 500 rpm at RT. The supernatant from solution A was discarded and the supernatant from solution B was added to the pellet of solution A. After centrifugation for 5 min and 1400 rpm at RT, the supernatant was discarded and the pellet frothed up with 3 ml of PBS/2% FBS supplemented with 0.1% w/v sodium azide and 10 mM EDTA and 3.5 ml 70% Percoll (GE Healthcare) to obtain the 'Cell-Percoll-Suspension'. A Percoll gradient was prepared and centrifuged for 20 min and 2000 rpm without break. The fat layer on the top has been removed and the interphase which contains the lymphocytes and erythrocytes as well as the whole upper liquid phase to increase the cell yield were collected. After the erythrocytes were lysed (3–5 min at RT with Tris-Lysing buffer (144 mM NH<sub>4</sub>Cl, 17 mM Tris)), the cells were counted and processed for flow cytometry analysis.

**Langerhans cell isolation**

After cutting off the mouse ears, the ears are divided into dorsal and the ventral halves, from which the cartilage is removed with forceps. The ears were then placed dermal side down onto PBS containing 2.5 mg/ml dispase II (Sigma) and were incubated for 2 hours at 37°C. The dissociated epidermal sheets are placed in stop medium (2% FCS in PBS) and further transferred into a 50 ml tube with 20 ml RPMI 1640 medium containing 10% FCS and supplemented with 0.05 mM 2-ME, 100 U/ml penicillin, and 100 µg/ml streptomycin. To release the Langerhans cells (LCs), the tube was gently shaking for 30 min at 37°C in a water bath. The remaining epidermal pieces and cell suspension were filtered through a 70 µm cell strainer and cells pelleted by centrifugation for 5 min and 1400 rpm at 4°C. The cells were counted and processed for flow cytometry analysis.

**Bone marrow-derived macrophages**

Murine bone marrow cells were cultured in 6-well plates in RPMI 1640 medium containing 10% FCS and supplemented with 0.05 mM 2-ME, 100 U/ml penicillin and 100 µg/ml streptomycin. Macrophages were generated by adding 20 ng/ml M-CSF (BioLegend). After 7 days, macrophages were either stimulated with 100 ng/ml Lipopolysaccharide (LPS) from *Escherichia coli* O111:B4 (Sigma) and 10 ng/ml recombinant mouse IFN-γ (rmIFN-γ; BioLegend) or with 10 ng/ml recombinant mouse IL-4 (rmIL-4; BioLegend) and 10 ng/ml recombinant mouse IL-13 (rmIL-13; BioLegend) for 6 hours before cells were analyzed. For *in vitro* CD98 silencing tamoxifen dissolved in DMSO (Roth) was added into the culture during the macrophage generating and during LPS + IFNγ or IL-4 + IL-13 stimulation or D-phenylalanine (Sigma) was added 1 hour prior and during LPS + IFNγ or IL-4 + IL-13 stimulation.

**Instrument**

BD LSRFortessa™ X-20 flow cytometer (BD Biosciences)  
BD FACSAria™ III (BD Biosciences)

**Software**

FACSDiva and FlowJo

**Cell population abundance**

Target cell populations were determined according to the gating strategy described in the manuscript

**Gating strategy**

FSC-A vs. FSC-H was used to discriminate singlet cells. FSC-A vs. SSC-A was used to exclude debris. All cell populations were first gated on viability and lineage negative cells.  
Bone marrow: CD115+, MDPs were identified as, CD117+, CD135+, Ly6C-, and CD11b- cells. cMoPs were defined as CD117+, CD135-, Ly6C+ and CD11b- cells, and monocytes characterized as CD117-, CD135-, and CD11b+ cells with Ly6Chigh, Ly6Cmid, and Ly6Clow expression.  
Colonic lamina propria cells: CD11b+, CCR2+, Ly6C high/MHC II-, Ly6C mid/MHC II+, Ly6C low/MHC II+ or CD64+, Ly6C-/MHC II-, Ly6C-/MHC II+. Additional apoptosis staining of characterized cell populations: Annexin V  
Fetus macrophages were characterized as CD45+, F4/80+  
CD11c-/CD11c+ liver myeloid cells were characterized as CD45+, F4/80+, CD11b+, CD11c-/CD11c+, Ly6c-, MHC II+  
Langerhans cells: CD45+, F4/80+, MHC II+, CD207+

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

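Single-cell RNA sequencing was done on CCR2+ or CD64+ cells of the colonic lamina propria of 4 control (corn oil) and 4 cKO (tamoxifen) CD98hcΔCX3CR1 mice, with a well per mouse on the same day and cartridge, so no batch term was needed. The authors used Cell Ranger with STAR on mm10 and its Ensembl annotation, with the EYFP sequence added, and deposited UMI counts per gene and cell of all mice merged without down-sampling. The deposited values are whole-number counts without normalization, with no column under 100 genes and no gene without a UMI. Each column of cells names its well, which was joined to the samples through the sample labels, and no column was left without a sample. Gene symbols were joined to the files' Ensembl identifiers, and 88 of 16889 genes had no symbol. Positions of genes are those of GENCODE vM21 on GRCm38, the assembly that mm10 names.

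Cells were filtered as the methods state, and 13 mitochondrial and 4 hemoglobin genes were used for these filters. The gene filter of the methods can be read in several ways, and the reading used here (an average normalized count of at least 0.005) was picked because it leaves the paper's number of genes. Scrublet was run per mouse with its default settings through scanpy 1.11.5, and its calls were kept in the main results. Depth was between 589135 and 3762314 UMIs per control mouse and between 497531 and 2486236 UMIs per cKO mouse in the cells kept. Where a group had no UMI of a gene, a floor of 3 UMIs over the group was used and the fold is a lower bound, and where it had 1 to 3 UMIs the ratio of pooled CPM is given with an exact 95% counting interval. The use of pooled ratios for such genes was chosen after the values were seen. Intervals and floors cover counting error only.

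Normalization used pool-based size factors with a smallest pool of 50 cells (scran 1.30.0, scuttle 1.12.0), a variance trend with a span of 0.05, denoised principal components (BiocSingular 1.18.0) and Ward clustering into 9 clusters. The matching rule of clusters was fixed before the data were examined, as were the marker lists, the gene lists, the designs, the rule for the genes named and the alternatives, except where the text says otherwise. The rule sets aside clusters led by dendritic cell, lymphoid, stromal or other markers, gives the highest Ly6c2 to cluster 2, the highest Adgre1, Cx3cr1 and EYFP to cluster 3, the highest Cd63, Cd72 and Cd81 to cluster 6 and the largest remaining clusters to 1 and 4. How "led by" is scored was changed after the clusterings were seen and before any test between conditions, from the mean z score of markers to the markers among the leading 10 genes by fold (at least 10% of cells with a UMI, prior of 10 CPM), and the first form is an alternative. The cell-type reference, FlowSOM, t-SNE and the dynamic tree cut of the paper are not analysed here.

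Tests between conditions were made on UMI counts summed per mouse, or per mouse and cluster from 20 cells, with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest), under R 4.3.3, and adjusted by Benjamini-Hochberg over the genes tested, at a false discovery rate of 0.05. Gene lists were tested with camera, fry and camera with an estimated correlation (limma 3.58.1), adjusted over 10 lists and 5 clusters. Comparisons of single values between mice used two-sided exact permutation tests over all arrangements of the mice, or sign flips within mice, computed in R and in scipy 1.17.1. The genes named are Slc3a2, EYFP, every gene the paper's text names for these data, the 3 largest changes of each comparison among genes past the threshold whose groups do not overlap, and apoptosis genes past the threshold. In all cells summed, these apoptosis genes were Cflar, Bcl2l1, Tnfsf10 and Bax, with log2 fold changes of 0.90, 0.98, 2.02 and 0.58, and Birc5 with -1.80, besides Osm and Fas. Over the same sums, 666 genes had all cKO mice above all control mice and 696 had them below, where chance gives 2.86% of 11387 genes in both directions together.

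The fits were tested on simulated data drawn from the real means and library sizes with a biological coefficient of variation of 0.3 and 200 genes changed 4-fold. Of the 200 genes, 162 were recovered in all cells summed (11354 genes), and 64, 79, 9, 73 and 16 in clusters 1, 2, 3, 4 and 6 (9572 genes), with 6, 1, 8, 0, 1 and 0 wrong calls in the same order. With no gene changed, a wrong call was made in cluster 4 only (1 gene). Recovery was thus lowest in clusters 3 and 6.

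The alternatives were DESeq2 1.42.0 with its own size factors, the edgeR likelihood ratio test, no low-count filter, an absolute log2 fold change above 1, doublet calls left out, each cluster fitted alone, limma-voom with the mouse as a random term, at least 10 cells per sum, clustering on all genes, on log-counts or by a graph of 10 nearest neighbours (bluster 1.12.0, igraph 2.1.4), 7 or 12 clusters, other cell filters, other list tests, the Reactome apoptosis set of fgsea 1.28.0, a pseudocount of 10 CPM and each mouse left out in turn. Chosen after seeing the data were the marker z score, a clustering without genes changed within clusters, the anti-apoptotic list without its Bcl2a1 copies, and the named genes compared without cluster 6 or without sums under 20 cells.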

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

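The comparison of clusters 2 and 3 and its rule (camera and fry both under 0.05) were tests chosen only after results had been seen, as was the test of depth, and the test of the interferon list in the lymphoid-like cluster was switched from the exact test per mouse after that did not pass. The values of the gene lists in the matching clusters had been seen when the tests on the interferon list were written.

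In groups of 4 mice, 6 of 82 groups held a mouse far from the others by Dixon's criterion, where chance gives about 1 in 20. Doublet calls took 5.88% of the cells of control replicate 3, against at most 0.691% in the other control mice, and 28.9% in cKO replicate 5, against at most 4.58% in the other cKO mice. These mice kept the fewest cells (85 and 83), and the caller scores each mouse on its own cells, so a technical source is a candidate explanation that no test decides. With all doublet calls left out, 350 genes differed in all cells summed, against 510. Leaving out replicate 3 gave 455 genes and leaving out replicate 5 gave 477, so neither mouse alone moved this number by more than 1.5 times. No biological explanation was tested for the doublet calls.

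In cKO replicate 7, Cd14 was at 2154 CPM in all cells summed, against at most 1028 CPM in the other cKO mice, and the NF-kB list had a mean log2(CPM + 1) of 8.45, against at most 7.86. Replicate 7 also had the largest share of cluster 2 among its cells (36.6% of all cells kept), so the makeup of its cells is a candidate explanation that was not tested separately. Its median of 5179.5 UMIs per cell lies within the range of the other mice, which argues against a low depth per cell. Without replicate 7, 187 genes differed in all cells summed and 58 in cluster 2. Fas was at 17.4 CPM in control replicate 4, against at most 14.1 CPM in the other control mice, and the MHC class II list had a mean log2(CPM + 1) of 10.4 in control replicate 3, against 10.6 or more. Replicate 3 gave the fewest cells of the control mice, and no cause of either value was tested.

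The effect of the condition differed between cluster 2 and cluster 3 for 6 of the 10 lists, tested as the difference itself. The adjusted camera p was 0.000153 for the apoptosis genes named by the paper, 6.40e-06 for the anti-apoptotic list, 3.01e-26 for NF-kB targets, 0.0404 for ATF4 targets, 6.40e-06 for immediate early genes and 1.49e-10 for MHC class II genes. With fry the adjusted p was 0.00741 for the first 3, 0.0495 for ATF4 targets and immediate early genes and 0.0400 for MHC class II. Cluster 3 has a single cKO sum (replicate 8, 21 cells), so the difference rests on that mouse and on the assumption that it varies like the other groups. Single genes gave little: between clusters 2 and 3, 2 genes differed at an edgeR adjusted p under 0.05, with 519 at an unadjusted p under 0.05. A change confined to 1 stage of development and a peculiarity of replicate 8 remain open. From 20 cells per sum, cluster 3 has no cKO sum without replicate 8. From 10 cells it also has that of replicate 7 (15 cells), and the difference between the clusters was not tested with it. With limma-voom 9 genes differed in cluster 3, against 15.

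The type I interferon list was also higher in cells that the paper set aside as contaminants. Its mean log2 fold change was 1.44 in the dendritic cell-like cluster (median 1.27, higher for 39 of 39 genes, 4 control and 3 cKO sums) and 2.25 in the lymphoid-like cluster (median 1.62, higher for 39 of 39, 3 and 3 sums). In the second the mean rests in part on genes with few UMIs. The camera adjusted p was 1.51e-60 and 2.03e-29, and with fry 0.00139 and 0.0176. In these clusters 12 and 3 interferon genes passed an edgeR adjusted p under 0.05, and 24 and 17 when adjusted over the list alone. Per mouse, the list's mean log2(CPM + 1) differed by 1.39 in the dendritic cell-like cluster (exact permutation p = 0.0571 over 35 arrangements) and by 2.00 in the lymphoid-like cluster (exact permutation p = 0.1, the smallest that 3 against 3 allow). The ATF4 list had a mean of 0.29 in the dendritic cell-like cluster (camera adjusted p = 0.00140, fry adjusted p = 0.0489, higher for 26 of 36 genes), and with an estimated correlation its adjusted p was 0.0506.

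If free RNA is not its source, the rise in lymphoid-like cells (mean 2.25, median 1.62) argues against an interferon response that stays within the targeted lineage. Free RNA from the matching clusters and the cluster without counterpart was tested by the rise of interferon genes in dendritic cell-like cells, which was 55.8% of that in these clusters in the median of 39 genes. Marker genes of the source cells reached at most 8.39% (median 6.45%), which argues against free RNA as the whole source in dendritic cell-like cells. In lymphoid-like cells free RNA was not tested and is left open. A lower depth of cKO cells was tested by the share of UMIs that the list holds, with the cells of each mouse and cluster halved by depth. Within mice the shallower cells held more of it, by 0.36 ± 0.35 (log2, SD, n = 8; exact sign-flip p = 0.00781). The deeper cells of cKO mice still exceeded the shallower cells of control mice by 1.02 (exact permutation p = 0.0286), against 1.42 for all cells, which argues against depth as the whole source. Tamoxifen was given to cKO mice only, so an effect of tamoxifen itself or of signals between cells may explain this and is left open, as is the deletion. No other explanation of the ATF4 value was tested.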

How the results depend on the processing

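The clustering without called genes, the marker z score, the anti-apoptotic list without Bcl2a1 copies and the named genes without cluster 6 or small sums were tests chosen after results had been seen, and the other alternatives were fixed. Of values that answer a comparison, 297 kept their direction and their side of the threshold (or, with no test, moved by less than the spread), 24 lost the threshold, 13 passed it, 39 moved further and 39 changed direction, most of the last among values close to 0. For single genes these numbers were 896, 138, 24, 0 and 14. The cause was not tested for any change below, unless it is named. No paired analysis was possible because control and cKO mice share no replicate numbers. No share of a cluster passes after adjustment over 5 clusters, so shares are judged by their unadjusted exact permutation p.

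Without the filter on cells there were 5947 cells. Genes changed numbered 510 in all cells summed and 100, 142, 15, 84 and 12 in clusters 1, 2, 3, 4 and 6. DESeq2 gave 29 in cluster 3 and 24 in cluster 6, and the likelihood ratio test 1038 in all cells and 24 in cluster 6. Without the low-count filter, more genes were tested and 787 differed in all cells and 191, 254, 47, 144 and 36 in the clusters. With doublet calls left out there were 52 in cluster 3 and 128 in cluster 4, and no control sum remained in cluster 2. Each cluster fitted alone gave 46 in cluster 4 and 25 in cluster 6, limma-voom 9 in cluster 3 and 4 in cluster 6, and at least 10 cells per sum 43 in cluster 3, which adds a cKO sum. With all genes in the clustering 39 differed in cluster 2 and cluster 3 had no cKO sum. Graph clustering gave 38 in cluster 2 and 63 in cluster 3. The marker z score gave 253, 24 and 20 in clusters 2, 3 and 6, and no sums in cluster 4. DESeq2 changed the split of higher and lower genes in cluster 1 from 80 and 20 to 103 and 46, in cluster 2 from 114 and 28 to 89 and 80, in cluster 4 from 66 and 18 to 61 and 33 and in cluster 6 from 12 and 0 to 20 and 4. With all genes used for clustering the split in cluster 1 moved further, to 54 and 43. The 0 lower genes of cluster 6 are from edgeR's quasi-likelihood test, with 482 genes of either direction at an unadjusted p under 0.05. In all cells the likelihood ratio test changed the split from 341 and 169 to 554 and 484.

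In cluster 4 Slc3a2 (-0.79, adjusted p = 0.226) passed the threshold with DESeq2 (-0.80, adjusted p = 0.0218), limma-voom with the mouse as a random term (-0.81, adjusted p = 0.044) and all genes used for clustering (-1.03, adjusted p = 0.0105), and in no other cluster. For Slc3a2, all cells of a mouse summed, the sign changed from 0.02 to -0.0703 with doublet calls left out and to -0.35 in the matching clusters only. Its log2 fold change in cluster 3 was -0.18 with graph clustering, and the Slc3a2 log2 fold change in cluster 6 was -0.0250 with graph clustering and -0.0138 with limma-voom with the mouse as a random term. Bcl2l11 in cluster 2 was -0.64 with graph clustering, and Cd14 in cluster 2 minus cluster 3 was -0.20 with all genes used for clustering. Fos clusters 1 and 2 minus 3, 4 and 6 was 0.28 and changed to -0.224 with cluster 6 left out of the comparison and to -0.119 with at least 20 cells per sum as well.

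For the share of cluster 3 (-18.2 percentage points), the exact permutation p rose to 0.0571 with all genes used for clustering (-18.1), 0.0571 with doublet calls left out (-17.3), 0.0571 as a share of all cells kept (-8.62), 0.114 with graph clustering (-15.2), 0.114 with 7 clusters (-19.2) and 0.143 with clustering on log-counts (-14.1). Without replicate 5, 6, 7 or 8 it was 0.171 each. The difference stayed below 0 in all of these. For cluster 2 (17.6), the exact permutation p fell to 0.0286 with all genes used for clustering (21.1), 12 clusters (12.9), as a share of all cells kept (15.5) and without replicate 5 (22.2). It rose to 0.171 with clustering on log-counts (8.45) and 7 clusters (18.7) and to 0.0857 without called genes (19.7) and without replicates 2, 3 or 4, and the difference stayed above 0 under every alternative. In cluster 1 (-0.135) the sign changed with clustering on log-counts (1.91), graph clustering (8.34), 7 clusters (0.825), 12 clusters (7.18), the share of all cells kept (5.17), doublet calls left out (2.61) and without called genes (2.20), while all genes used for clustering gave -13.5 (exact permutation p = 0.0286). In cluster 4 (1.73) it changed with graph clustering (-1.25), 12 clusters (-4.06), doublet calls left out (-0.268) and without called genes (-3.68), and 7 clusters left no match. In cluster 6 (-1.07) it changed with all genes used for clustering (1.01), graph clustering (3.48), 12 clusters (1.19), the share of all cells kept (1.68), doublet calls left out (0.435) and without called genes (0.399). On the components of single cells, 500 genes gave -8.13 and -1.48 (exact permutation p = 0.0286 each), and in the components of the sums they moved the mean share of the first 2 by cluster from 90.1% to 93.3% and that of the next 2 by condition from 23.2% to 38.6%.

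For the anti-apoptotic list, the adjusted p in cluster 1 was 0.0383 and became 0.172 with an estimated correlation, 0.148 with fry and 0.171 without Bcl2a1 copies. In cluster 4 it was 0.0121 and became 0.108, 0.0706 and 0.372 in the same order. In cluster 2 it passed with the first 2 and not without Bcl2a1 copies (0.113), against 1.81e-05. Of the apoptosis lists in the cluster matching the paper's cluster 6, anti-apoptotic genes had an adjusted p of 0.242, which became 0.00137 with each cluster fitted alone and 0.540 with the opposite direction without Bcl2a1 copies. The pro-apoptotic list changed direction with clusters 3 and 6 fitted alone (adjusted p = 0.919 and 0.352). With the Reactome set in its place the adjusted p was 0.0492 in cluster 1 and 0.00299 in cluster 2, and the direction changed in clusters 3 and 4 (0.324 and 0.0882).

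Leaving out each mouse in turn moved counts of genes changed from 145 (without replicate 2) to 712 (without replicate 4) in all cells, with 166 without replicate 1, 187 without 7 and 267 without 8. In cluster 1 they ranged from 65 (without 8) to 127 (without 4), in cluster 2 from 58 (without 7) to 182 (without 6) with 62 without 2 and 88 without 8, and in cluster 3 from 8 (without 2) to 20 (without 4), with no value without 8. In cluster 4 they ranged from 41 (without 7) to 105 (without 6) with 45 without 4 and 52 without 8, and in cluster 6 from 4 (without 2) to 16 (without 5). Fewer mice or sums enter each of these fits. Differences in share ranged from -5.20 (without 5) to 6.07 (without 3) in cluster 1, 13.3 (without 7) to 22.2 (without 5) in cluster 2, -23.3 (without 4) to -10.9 (without 2) in cluster 3, -2.35 (without 2) to 7.91 (without 4) in cluster 4 and -3.06 (without 4) to 1.23 (without 3) in cluster 6. Adjusted p of the anti-apoptotic list ranged from 0.00151 to 0.203 in cluster 1 and from 0.00612 to 0.102 in cluster 4 (highest without 1 in both), and in cluster 2 from 3.5e-07 to 0.000839. For the named list they ranged from 0.0236 (without 5) to 0.247 (without 7) in cluster 1, from 0.533 to 0.973 in cluster 4 and from 0.216 to 0.948 in cluster 6, and for the pro-apoptotic list in cluster 6 from 0.483 to 0.983. Slc3a2 ranged from -0.10 to 0.24 in all cells and from -0.32 to 0.48 in cluster 6, Cd72 in cluster 1 from -0.15 to 0.39, and Tnf in clusters 1 and 2 minus 3, 4 and 6 from -0.27 to 0.10. Depth limits cluster 6 most, where sums hold as few as 33459 UMIs.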

Differences from the paper's values

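The ratios of pooled CPM were chosen after the result was seen. Of 14 values from the text 1 differs, of 3 from figures 1, of 5 counts from Supplementary Data 4 3 and of 19 log2 fold changes from it 11. A count or share is said to differ where one value is more than 1.5 times the other, a log2 fold change where the signs differ or the gap exceeds the standard error found here, and a ratio of pooled CPM where the paper's value lies outside the counting interval. The clusters are rebuilt, so values within clusters do not cover the same cells as the paper's.

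The paper reports at least 3 sums per condition in each cluster, and the smallest number here is 1. With at least 10 cells per sum it is 2, which is below the paper's number but not by more than 1.5 times, and the 3 other alternatives run keep the difference. The first component of the sums holds about 16% of the variance in Fig. 6a, read by eye, and 29.2% here, and 54.8% with the 500 most variable genes, so the alternative does not remove the difference.

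For genes changed in cluster 2, the paper's count is 94 and that here 142. Of 17 alternatives, 5 have no difference: an absolute log2 fold change above 1 (134), at least 10 cells per sum (137), without replicate 1 (135), without replicate 4 (135) and without replicate 8 (88). In cluster 3 the paper's count is 98 and that here 15, and none of 16 alternatives removes the difference. In cluster 4 the paper's count is 23 and that here 84, and none of 18 alternatives removes it. Several settings call genes of Supplementary Data 4 that the main test does not. In cluster 3, of the paper's 98 genes 13 are called here, 54 with graph clustering (43 of them not called here), 46 with doublet calls left out (35), 36 with at least 10 cells per sum (24), 36 without the low-count filter (23), 23 with DESeq2 (11), 19 with the likelihood ratio test (6) and 11 with the cluster fitted alone (2). In cluster 1, of 111 genes 54 are called here, 79 without the low-count filter (25), 62 with doublet calls left out (13), 43 with all genes used for clustering (11), 62 with the likelihood ratio test (8), 56 with graph clustering (6), 58 with at least 10 cells per sum (4), 53 with DESeq2 (3), 47 with the cluster fitted alone (1) and 41 with limma-voom (1). In cluster 2, of 94 genes 79 are called here, 90 without the low-count filter (11), 84 with the likelihood ratio test (5), 78 with the cluster fitted alone (2), 78 with at least 10 cells per sum (2) and 38 with all genes used for clustering (1). In cluster 4, of 23 genes 15 are called here, 17 with graph clustering (3), 16 with doublet calls left out (2) and 13 with all genes used for clustering (1). In cluster 6, of 9 genes 6 are called here, 8 with DESeq2, without the low-count filter and with the cluster fitted alone (2 each), and 7 with the likelihood ratio test, doublet calls left out and graph clustering (1 each). Leaving out single mice calls up to 8 more of them in cluster 1, 5 in cluster 2, 4 in cluster 3 and 1 in cluster 6. The marker z score, chosen after seeing the values, calls 58 in cluster 1 (14 not called here, and it drops 10), 88 in cluster 2 (9), 19 in cluster 3 (6) and 7 in cluster 6 (1), where it drops none.

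Log2 fold changes differ for these genes of Supplementary Data 4, with the paper's value first. In cluster 1, Ccr2 has the paper's -1.2 and -0.58 here, with the difference kept under all 18 alternatives. Ly6c2 has the paper's 1.7 and 2.88 here, Cd72 the paper's 1.4 and 0.17 here, and Ifi208 the paper's 1.7 and 3.72 here. For these 3 genes, all genes used for clustering (1.39, 1.40 and 2.18) is the alternative with no difference, and the other 17 keep it. In cluster 2, EYFP has the paper's -1.5 and -3.12 here, with no difference with all genes used for clustering (-1.91) and graph clustering (-1.77) and a difference under the other 15. Tnfaip3 has the paper's 1.5 and 1.92 here. For Tnfaip3, 11 of 17 alternatives have no difference: DESeq2 (1.82), the likelihood ratio test (1.91), the cluster fitted alone (1.84), at least 10 cells per sum (1.91), all genes used for clustering (1.30), graph clustering (1.71) and without replicates 1 (1.49), 2 (1.79), 3 (1.90), 7 (1.78) and 8 (1.77). In cluster 3, Ly6a has the paper's 3.5 and 4.15 here, with no difference with graph clustering (3.96) and without replicate 1 (3.91) and a difference under the other 14. Ifi206 has the paper's 2.7 and 3.64 here, with no difference with at least 10 cells per sum (3.27) and a difference under the other 15. For genes with 1 or 2 control UMIs, the log2 ratio of pooled CPM is set beside the paper's fold change. In cluster 1, Ifit2 has the paper's 1.2 and 5.48 here (counting interval 2.92 to 10.81), and Ifi44 the paper's 1.7 and 4.26 here (2.31 to 7.36). In cluster 2, Ifi44 has the paper's 1.5 and 4.91 here (2.39 to 10.23). No alternative was run for these ratios.

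The paper states that Ccr2, Cd14 and Ly6c2 are expressed to a lower extent by cluster 4 than by clusters 1 and 2, while Cd14 was highest in the match of cluster 4 here, at 1859 CPM. In control cells Ccr2 was at 657 CPM in cluster 4, above cluster 1 (607 CPM) and below cluster 2 (965 CPM). Ly6c2 was at 167 CPM in cluster 4, above cluster 1 (125 CPM) and below cluster 2 (1277 CPM). The paper's Fig. 6b shows apoptosis genes raised in cluster 2, tested with a Hallmark set that is not analysed here. At the false discovery rate of 0.05 used here, the list of genes named by the paper (camera adjusted p = 0.0875) does not pass. The pro-apoptotic list (camera adjusted p = 0.344) does not pass either. The Reactome set (camera adjusted p = 0.00299) and the anti-apoptotic list (camera adjusted p = 1.81e-05) do. The named list, with 5 genes tested, has the direction of the figure and would pass at a somewhat looser cutoff. Its value is therefore no disagreement with the figure. These tests are of cluster 2 only. The named and pro-apoptotic lists are left out for all cells summed, so nothing is said of them there. The paper states that the genes named lie higher overall in clusters 1 and 2 than in clusters 3, 4 and 6. The mean over clusters 1 and 2 was above that over clusters 3, 4 and 6 for Osm, Fas, Bcl2l11 and Fos and not for Tnf (-0.04). With cluster 6 left out, chosen after seeing the values, Fos was lower in clusters 1 and 2 (-0.22). For cluster 4 alone this does not hold in control cells for Osm (602 CPM, against 399 and 533 CPM in clusters 1 and 2), Fos (4947 CPM, against 3318 and 4349 CPM) and Tnf (168 CPM, against 114 and 31.4 CPM), and Fas (30.1 CPM) and Bcl2l11 (105 CPM) lie between clusters 1 and 2. CD98hc is deleted in cKO mice by the design. By flow cytometry, the paper found the fewest CD98hc+ colonic monocytes and macrophages, in percent, at day 7. Slc3a2 RNA was not lower here in all cells summed (log2 fold change 0.02). It was lower past the threshold only in cluster 4 and only with DESeq2, limma-voom or all genes used for clustering. A 3′ count does not show whether a transcript lacks the excised part, so these values do not contradict the loss of protein.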

Other observations

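The tests of Slc3a2 outside the targeted lineage and of EYFP with fewer macrophages were chosen only after the result was seen.

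To see whether chance can be excluded, the mice were split in all other ways into groups of the same sizes. In all cells summed, 1 of 35 splits, the real one, gave as many as 510 genes. In cluster 1 the real split was also the only 1 of 35 to give as many genes, and another split gave 38. This is the smallest share that 35 splits allow, so it argues against chance for these counts but does not exclude it. For the lists in cluster 1, a camera p as small came from 9 of 35 splits for the named list, 19 of 35 for the pro-apoptotic list and 7 of 35 for the anti-apoptotic list, so chance cannot be excluded. In clusters 2 and 6 only 10 splits exist, so no share under 0.05 can be had and chance cannot be excluded by this test. There the real split was the only one to give as many genes in cluster 2 (1 of 10, at most 2 genes in another) and in cluster 6 (1 of 10, at most 1 gene in another). For the named, pro-apoptotic and anti-apoptotic lists, 1, 4 and 1 of 10 splits gave a camera p as small in cluster 2, and 8, 9 and 4 of 10 in cluster 6. Other splits can give a small camera p as well: the smallest for the anti-apoptotic list in cluster 2 was 4.17e-05, against 6.53e-06 for the real split. For the interferon list the real split gave the smallest camera p in clusters 1, 2 and 6 (1 of 35, 1 of 10 and 1 of 10), but the others had a median camera p of 3.48e-07, 0.000722 and 1.71e-06 and reached 4.66e-43, 5.12e-12 and 4.15e-14. The size of a camera p is therefore no measure of how far chance is excluded.

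Slc3a2 was not lower in all cells summed, and cells outside the targeted lineage could hide a fall. In the clusters matching the paper's clusters 1, 2, 3, 4 and 6 and the cluster without counterpart, taken together, its log2 fold change was -0.36 (edgeR adjusted p = 0.369; exact permutation p = 0.0857), with 399 ± 118 CPM in control and 300.3 ± 9.14 CPM in cKO mice (SD, n = 4 each). In the dendritic cell-like, lymphoid-like and stromal-like clusters together the difference of log2 CPM was 0.79 (exact permutation p = 0.114), with -0.33 in dendritic cell-like and 0.39 in lymphoid-like cells. In cluster 4 alone it was lower under 3 of the alternatives (with DESeq2 -0.80, adjusted p = 0.0218). The fall over the clusters together is within the spread of the control mice, so this explanation cannot be told apart from no change. Another candidate explanation is that 3′ UMIs still count the transcript of the recombined gene. Cells with an EYFP UMI should then show no lower Slc3a2 in cKO mice, and the log2 difference between cells with and without an EYFP UMI differed by -0.000744 between the groups (exact permutation p = 1). The same would be seen without recombination, so these cannot be told apart either, and a mislabelled mouse is not tested by these values.

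EYFP was lower in cKO mice in all cells summed, from 56.2 ± 20.7 to 30.2 ± 13.3 CPM (SD, n = 4 each; log2 fold change -1.03, edgeR adjusted p = 0.104). If fewer macrophages were the whole source, it would not fall within clusters, and it passed an adjusted p under 0.05 in 2 of 5 clusters, which argues against this. A lower activity of the Cx3cr1 promoter could lower it, but cluster 2 holds 9 Cx3cr1 UMIs over both groups, too few to tell. A change of the reporter allele on recombination was not tested.

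The rise of the anti-apoptotic list in cluster 2 could be that of interferon and NF-kB target genes. Without the genes of those lists (Birc3 and Tnfaip3), 11 genes gave a camera p of 0.000157, but these include the 3 Bcl2a1 copies, which were themselves not in those lists. Without the Bcl2a1 copies, the list had a camera adjusted p of 0.113, and without either group its 8 genes had a mean log2 fold change of 0.05 (median 0.21, 5 higher in cKO sums). Since the Bcl2a1 copies decide the result and reads may not tell them apart, this explanation cannot be told apart from a separate rise of apoptosis genes.

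Immediate early genes were lower in cKO sums, and a difference in dissociation between mice is a possible explanation. The mean log2(CPM + 1) of the list over the matching clusters differed by -0.35 (9.33 ± 0.190 in control and 8.98 ± 0.297 in cKO mice, SD, n = 4 each; exact permutation p = 0.143). All mice were processed on the same day, no record of handling per mouse is given, and the values of single mice overlap, so this cannot be told apart from an effect of the condition.

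Because the scoring of the clusters set aside was changed after the clusterings were seen, their shares are given per group, as a share of all cells kept of a mouse. The dendritic cell-like cluster held 23.9 ± 3.60% in control and 7.66 ± 2.59% in cKO mice (SD, n = 4 each), a difference of -16.2 percentage points (exact permutation p = 0.0286, adjusted p = 0.0857 over 9 clusters). The stromal-like cluster held 4.32% and 1.34% (exact permutation p = 0.0286, adjusted p = 0.0857), the lymphoid-like cluster 4.45% and 6.78% (exact permutation p = 0.143) and the cluster without counterpart 13.1% and 11.9% (exact permutation p = 0.8). Genes that differ between the conditions were among those used to build these clusters. In the dendritic cell-like cluster 40 genes differed at an edgeR adjusted p under 0.05 (39 higher, 1 lower), in the cluster without counterpart 62 (48 higher, 14 lower) and in the lymphoid-like cluster 11 (9 higher, 2 lower), of 10475 genes tested. Between pairs of the 5 matching clusters, the effect of the condition itself differed for 0 to 3 genes by edgeR's quasi-likelihood test, with 360 to 519 genes at an unadjusted p under 0.05, and no other tool was run for this.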
